# Dynamics in zebrafish development define transcriptomic specificity after angiogenesis inhibitor exposure

**DOI:** 10.1007/s00204-024-03944-7

**Published:** 2025-01-09

**Authors:** Julia Nöth, Paul Michaelis, Lennart Schüler, Stefan Scholz, Janet Krüger, Volker Haake, Wibke Busch

**Keywords:** Dynamic transcriptome, Zebrafish, Vascular disruption

## Abstract

Testing for developmental toxicity is an integral part of chemical regulations. The applied tests are laborious and costly and require a large number of vertebrate test animals. To reduce animal numbers and associated costs, the zebrafish embryo was proposed as an alternative model. In this study, we investigated the potential of transcriptome analysis in the zebrafish embryo model to support the identification of potential biomarkers for key events in developmental toxicity, using the inhibition of angiogenesis as a proof of principle. Therefore, the effects on the zebrafish transcriptome after exposure to the tyrosine kinase inhibitors, sorafenib (1.3 µM and 2.4 µM) and SU4312 (1 µM, 2 µM, and 5 µM), and the putative vascular disruptor compound rotenone (25 nM and 50 nM) were analyzed. An early (2 hpf—hours post fertilization) and a late (24 hpf) exposure start with a time resolved transcriptome analysis was performed to compare the specificity and sensitivity of the responses with respect to anti-angiogenesis. We also showed that toxicodynamic responses were related to the course of the internal concentrations. To identify differentially expressed genes (DEGs) the time series data were compared by applying generalized additive models (GAMs). We observed mainly unspecific developmental toxicity in the early exposure scenario, while a specific repression of vascular related genes was only partially observed. In contrast, differential expression of vascular-related genes could be identified clearly in the late exposure scenario. Rotenone did not show angiogenesis-specific response on a transcriptomic level, indicating that the observed mild phenotype of angiogenesis inhibition may represent a secondary effect.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00204-024-03944-7.

## Introduction

Exposure to drugs, synthetic and environmental chemicals during pregnancy can have severe consequences for the prenatal development of the embryo in humans and other mammals. Chemicals that are transferred from the mother to the child via the placenta may disrupt developmental processes and lead to the death of the embryo or rigorous birth defects (teratogenesis) in the surviving offspring. The severity of adverse effects is determined by factors such as the critical window of exposure, concentration at the target site, exposure duration, the genetic susceptibility of the embryo, and the mechanism by which the chemical interferes with development (Carney et al. 2004). The most prominent examples are the adverse effects caused by prenatal exposure to alcohol, or the drugs thalidomide and valproic acid. Most severe adverse effects are caused within the first trimester of pregnancy (Mahnke et al. 2019; Parnell et al. 2014). Even though many of the most critical organs and systems develop during early pregnancy, significant consequences of chemical exposure are also described for the last trimester of pregnancy (e.g., for exposures with nicotine or caffeine) (Kirkinen et al. 1983; Vik et al. 2003).

Until now, the assessment of teratogenicity is performed on pregnant model organisms with mainly two different species, namely rats and rabbits. This is time and cost intensive and subject to ethical concerns due to animal experiments. To overcome those limitations, the zebrafish embryo was proposed as an alternative model for providing evidence for teratogenic effects of chemicals. Its rapid development and 70% homology (Howe et al. 2013) to the human genome indicate its suitability for hazard and risk assessment studies. Standardized testing protocols for zebrafish embryos, however, are so far only established for acute fish embryo toxicity (OECD test guideline 236). The protocols for exposure and effect assessment in the zebrafish exhibit a wide variety of exposure scenarios ranging from 0 h to several days post-fertilization (dpf) to acute short exposures of a few hours in later developmental stages depending on the objectives of the study. The experiments are typically performed up to 5 dpf, related to European animal welfare regulations, which consider early stages as non-protective life stage and alternatives to animal testing (Strähle et al. 2012).

For the present study, anti-angiogenesis was selected as a case study, because the formation of the cardiovascular system is a complex biological process and disturbance of vasculogenesis and angiogenesis are linked to developmental toxicity (Knudsen and Kleinstreuer 2011). The blood vessel system is one of the first structures differentiating during embryogenesis and is important for the transport of oxygen and nutrients through the organism. Several studies have shown that the zebrafish embryo is suitable to investigate blood vessel development and quantify anti-angiogenic effects caused by chemicals (Nöth et al. 2024; McCollum et al. 2017; Tal et al. 2017) and the formation of the vascular system in the developing zebrafish is already described in detail (Isogai et al. 2001). Vascularization of the embryo is initiated within the first 24 hpf (hours post fertilization). A simple single circulating loop consisting of aorta and vein is already build by vasculogenesis. Subsequently, the formation of new vessels out of pre-existing ones are developing via sprouting angiogenesis. Within 48 hpf the blood circulation is established. The development of the vascular system is initially not required for oxygen supply until a stage of around 7–14 dpf (Cha and Weinstein 2007; Jacob et al. 2002; Rombough 2002). This may be considered as an advantage over vertebrate model organisms as oxygen supply as a confounding factor for toxicity can be excluded (Lahnsteiner 2008).

Various drugs and chemicals are known to interfere with angiogenesis and provoke teratogenic effects. Thalidomide, a drug still applied to treat different type of diseases, is a prominent example of an angiogenesis inhibitor causing teratogenic effects when applied during pregnancy. It inhibits the growth of naive, newly forming blood vessels and caused severe birth defects in around 10,000 children due to its initially unknown teratogenic potential (Vargesson 2015; D'Amato et al. 1994). Other chemicals that interfere with estrogen hormone levels (e.g. bisphenol A), antagonists for native endothelin receptors, as well as retinoids, metals and compounds of cigarette smoke (Knudsen and Kleinstreuer 2011) have been shown to disrupt the formation of the vascular system via different mechanisms.

Anti-angiogenic drugs are studied with increasing interest, because they also have a potential in clinical treatment of various cancers and diseases (Carmeliet and Jain 2000; Adams and Leggas 2007). While anti-angiogenesis represents the therapeutic effect for these drugs, the same compounds can be applied to investigate and develop assays for the detection of angiogenesis inhibition and teratogenicity. A known mechanism for anti-angiogenesis is the inhibition of tyrosine kinases, which are involved in a wide spectrum of developmental processes from very early events of fertilization and gastrulation to later events such as organogenesis (Challa et al. 2013). They are involved in the signaling pathways of cell proliferation, differentiation, migration, metabolism, and apoptosis. Especially, the development of the cardiovascular system is regulated by two tyrosine kinases: vascular endothelial growth factor receptor (VEGFR) and platelet-derived growth factor receptor (PDGFRβ). In zebrafish, two orthologue genes are known to encode VEGFR2, *kdr* and *kdrl*. VEGFR binds the ligand vegfa and is described to have similar functions as the human receptors (Toselli et al. 2019; Vogrin et al. 2019).

In our previous research (Nöth et al. 2024), we established concentration-dependent inhibition of angiogenesis for four tyrosine kinase inhibitors (TKIs) and demonstrated the impact on zebrafish embryo development. Based on our morphological observations and high anti-angiogenic specificity the TKIs SU4312 and sorafenib were selected, to study the transcriptional response of anti-angiogenic compounds. Both compounds bind to the ATP-binding pocket of the kinase domain of the VEGFR2 and respective anti-angiogenic effects have been shown using cell-based and zebrafish embryo assays (Tran et al. 2007; Nöth et al. 2024). SU4312 and sorafenib showed a dose-dependent depletion of intersegmental blood vessels in 96 hpf old zebrafish embryos, which suggests them as promising model compounds for the identification of molecular markers of angiogenic disruption (Nöth et al. 2024). Both compounds led to an angiogenesis inhibition phenotype, i.e., malformation or loss of functional ISVs. When exposure was initiated at 2 hpf additional severe malformations were observed. A later exposure start at 24 hpf caused anti-angiogenic effects at the same concentrations, but caused less morphological side effects and lethality. The morphological observations indicated that assessment of transcriptional responses to identify the underlying key events may be confounded by gross morphological development effects. We hypothesized that using a late exposure start could result in higher specificity of the anti-angiogenetic response and that the transcriptional response could change over exposure duration time.

Therefore, we measured transcriptional responses in different exposure scenarios, in a time-resolved manner and developed an analysis pipeline for the statistical comparison of time-resolved gene expression data at the whole transcriptome scale. In addition to the TKIs described above, sorafenib and SU4312, we included rotenone, an insecticide often described as potential vascular disruptor (Pung et al. 2013; McCollum et al. 2017). Rotenone is an inhibitor of mitochondrial complex 1 and can cause a reduced ratio of active mitochondria, increased ROS production, and decreased ATP production, and it is also used in research to mimic Parkinson disease. By comparing the toxicogenomic responses of the different chemicals across the different time points, we aimed to identify molecular markers of angiogenesis disruption in zebrafish. The aim was to identify markers that allow to identify and confirm key events contributing to the existing adverse outcome pathway for angiogenesis disruption via VEGFR inhibition (AOP43) as predictive markers for developmental toxicity (Knudsen and Kleinstreuer 2011; McCollum et al. 2017; Tal et al. 2017).

## Materials and methods

### Chemicals

The two tyrosine kinase inhibitors SU4312 (CAS No. 5812-07-7), sorafenib (CAS No. 284461-73-0) and the insecticide rotenone (CAS No. 83-79-4) were purchased from Sigma Aldrich. Stock solutions were prepared in 100% dimethyl-sulfoxide (DMSO). Therefore, a 10,000-fold stock solution was prepared, stored at room temperature until usage and diluted in ISO water as specified in ISO 7346-3 (1996) [80 mM CaCl_2_·2H_2_O, 20 mM MgSO_4_·7H_2_O, 31 mM NaHCO_3_, 3.1 mM KCl] on the day of the experiment. Final pH was adjusted to 7.4 (pH 7110, InoLab), a minimum oxygen saturation of 80% was verified using WTW Oxi 340 Oximeter and concentration of DMSO was 0.01% (v/v) in all test concentrations and control.

### Zebrafish husbandry, embryo collection

A wild type adult zebrafish strain (*D. rerio*, strain OBI/WIK, generation F3) originating from an in-house cross of zebrafish strains was used for all experiments. Fish were fed twice daily *ad libitum* with commercial dry food (SDS-400, Special Diets Services, England) and *Artemia sp*. The strain was cultured under a photoperiod of 14 h light/10 h dark in 20 L aquaria with 1–2 fish per liter density (tap water, 26.5 ± 1.0 °C). Physicochemical parameters of the aquaria water were frequently measured (pH 7–8; water hardness 2–3 mmol/L, conductivity 540–560 S/cm, nitrate < 2.5 mg/L, nitrite < 0.025 mg/L, ammonia < 0.6 mg/L, oxygen saturation 87–91%). Facilities for breeding and the production of embryos were licensed by the local government agency (Landesdirektion Leipzig, Aktenzeichen 75–9185.64). Spawning trays were inserted 4–6 h before the end of the light cycle. Spawning was initiated by the onset of light and eggs were collected within 1 h after spawning. Fertilized and normally developed embryos were selected according to (Kimmel et al. 1995) with a dissection microscope (Olympus SZx7-ILLT). For the later exposure starting point (24 hpf) 50 embryos were stored in 100 mL of ISO-water for 24 h at 26 °C, shaken at 75 rpm using a horizontal agitator (Edmund Bühler GmbH, SM–30 control) until exposure start.

### Exposure conditions in zebrafish embryos

The exposure concentrations were phenotypically anchored to the observed effect concentration at two different exposure scenarios (C_low_, C_medium_, and C_high_, representing EC10, EC50, and EC90, respectively) at 96 hpf (Nöth et al. 2024), because we observed differences in phenotypical effects regarding the exposure start of tyrosine kinase inhibitors. Therefore, an early exposure scenario reflects severe developmental toxic effects, while a late exposure does not result in a lot of malformations/lethality and seems to be suitable to identify genes related to blood vessel formation. Based on this observation for both exposure scenarios concentrations were selected: a high, medium and low dose, respectively, as described in Table 1.

**Table 1:** Exposure concentrations of SU4312, sorafenib and rotenone

	C_low_	C_medium_	C_high_
SU4312	1 µM	2 µM	5 µM
Sorafenib	1.3 µM		2.4 µM
Rotenone	25 nM		50 nM

The eggs were exposed from 2 h (early) after fertilization (16 to 128 cell stages) or from 24 hpf (late). To obtain the time- and concentration-dependent transcriptome and internal concentrations of exposed zebrafish embryos, two replicates of control and one replicate of treatment were used. The experimental design was giving preference for multiple concentrations versus many replicates with few time points to allow a time-resolved modeling. In total 10 embryos were exposed to 4 mL of exposure or control solution and incubated for the desired exposure time in 7.5 mL GC vials (VWR International, Darmstadt, Germany) closed with aluminum lid and aluminum coated septum (Supelco Analytical, Munich, Germany). Two vials were pooled as one replicate (in total 20 embryos). Vials were incubated at 26 °C with a 12:12 h light:dark photoperiod and shaken at 75 rpm using a horizontal agitator (SM–30 control, Edmund Bühler GmbH, Bodelshausen, Germany) (Fig. 1).

**Fig. 1:**
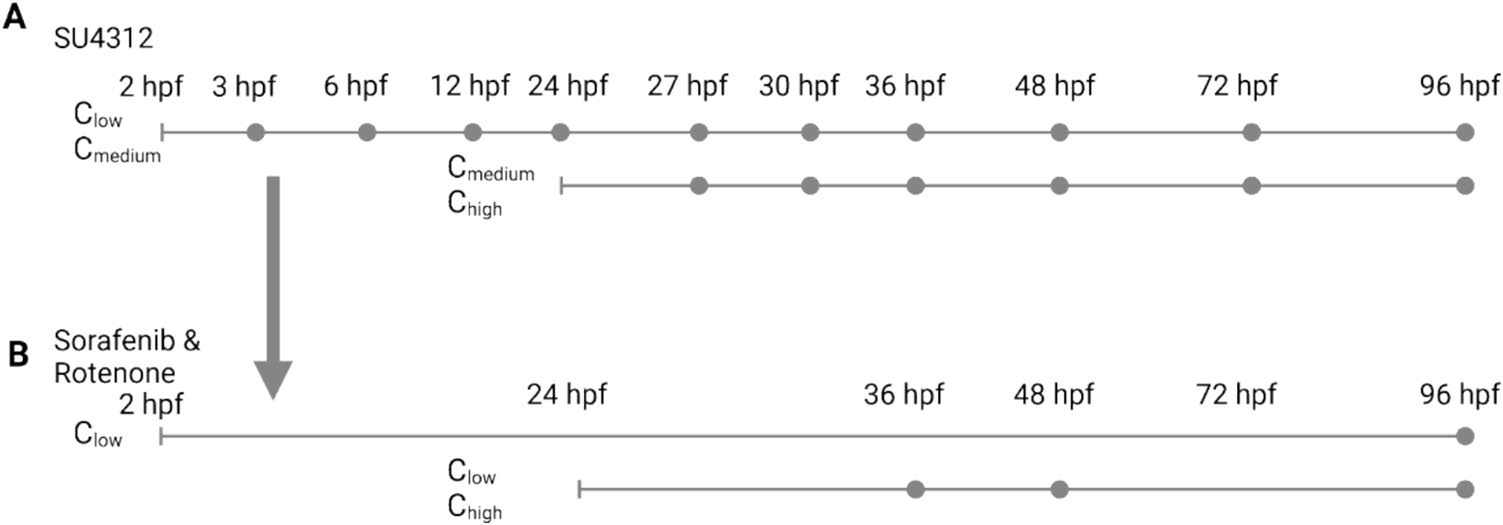
The exposure scenario for (**A**) SU4312 exposure was conducted as a proof of principle experiment with a high-resolution time series. (**B**) Based on the first exposure scenario indicated by the arrow, a reduced transcriptomic scenario was chosen for sorafenib and rotenone. Early exposure (2 hpf) and late exposure (24 hpf) sampling points refer to the same exposure durations. Concentrations are described in Table 1

### Internal concentrations measurement of SU4312

A calibration was performed concentration range of 5 to 160 mg/ml SU4312. The calibration was used to determine the substance concentration in the study samples.

Internal concentration was measured in samples of 20 pooled zebrafish embryos by extraction with acetonitrile using a ball mill (Bead Ruptor, Biolabproducts GmbH, Bebensee, Germany). After centrifugation (11,290*g* (12,000 rpm), 10 min at 15 °C), 100 µl of the supernatant were transferred to a new vial. A 5 µl aliquot of the supernatant was subjected to LC–MS/MS analysis using a biphenyl column (Raptor Biphenyl 50 × 2.1 mm l.D. 2.7 µm, Restek) followed by MS/MS detection (AB Sciex QTrap 6500 +) in positive ionization mode. Gradient elution was performed with 5% acetonitrile in water with 0.5% (w%) formic acid (A) and acetonitrile with 0.5% (w%) formic acid (B) (0 min 80% A, 1:30 min 35% A, 2:10 min 25% A, 2:20 min 0% A, 700 µl/min, 40 °C). As reference, samples from the incubation solutions were diluted in water (1:1 w/w).

For visualization, loess splines were used as implemented the R stats package, the data can be found in the supplement (Supplementary file 17).

### RNA extraction

Two vials (20 zebrafish embryos in total) were harvested per replicate. Embryos were transferred into FastPrep tubes (MP Biomedicals), exposure media was removed, 150 µL ice-cold Trizol was added and stored at − 80 °C until further usage. Homogenization was performed by a FastPrep 5G (MP Biomedicals) for 30 s at 6.0 m/s two times. In between both steps the samples were incubated on ice for 1 min. The samples were centrifuged for 5 min at 4 °C at 120000 g. Supernatant was transferred into a fresh 1.5 mL Eppendorf tube. RNA isolation was performed using a pipetting robot (Microlab Star, Hamilton Life Science Robotics) following the manual provided for Total RNA Extraction Kit MagMAX 96 for microarrays and conducted in an 1.5 mL Eppendorf tube. RNA was eluted with a volume of 50 µL. The quality of isolated RNA was assessed using a Nanodrop and Bioanalyzer (Agilent 2100 Technologies) with the Agilent RNA 6000 Nano Kit. RNA samples were used for further processing if the RNA integrity number (RIN) values derived from ribosomal RNA absorption adopted values > 7 and calculated concentrations exceeded 25 ng/μL.

### Gene expression preparation

All RNA samples of SU4312 exposed whole zebrafish embryos were diluted to a concentration level of 10 ng/μL (50 μL in total) by adding RNAse free water. 2.3 μL were used as the starting amount of RNA for the spike mix preparation. Transcript abundance was measured with microarray analysis using Oaklabs ArrayXS Zebrafish microarray slides (XS-200,104, Oaklabs; National Center for Biotechnology Information Gene Expression Omnibus platform accession: GPL19785). The microarray experiments were performed using the Agilent Low Input Quick Amp WT Labeling Kit according to the Agilent One-Color Microarray-Based Exon Analysis Protocol. This protocol included the introduction of spike-in RNA, RNA transcription, and amplification into complementary DNA (cDNA), and cDNA transcription and amplification into cRNA with simultaneous incorporation of Cy3 (fluorescently labeled cytidine nucleotide). The cRNA was fragmented and hybridized to Oaklabs ArrayXS Zebrafish microarray slides using the Agilent hybridization kit and protocol as well as Agilent hybridization oven and chambers. Subsequently, microarray slides were washed and scanned with the Agilent high-resolution microarray scanner according to the Agilent protocol. The intensity values were extracted from captured images using Agilent Feature Extraction software (version 11.5.1.1).

The laboratory changed from microarrays to a RNA-sequencing approach for transcriptome assessment of sorafenib and rotenone exposure. All RNA samples were diluted to a concentration level of 25 ng/μL (10 μL in total) by adding RNAse free water. Sequencing libraries of sorafenib and rotenone exposed whole zebrafish embryos were generated using NEBnext Ultra II stranded RNA library preparation kit for Illumina (NEB, Beverly, MA, USA), and index codes were added to attribute sequences to each sample. The library preparations were sequenced using the Illumina NovaSeq 6000 platform (Illumina Inc., San Diego, CA, USA) with a paired-end sequencing length of 100 bp (PE100). The sequencing was performed at CRTD, Deep Sequencing Group (Dresden, Germany).

All transcriptome data is available at GEO with accession GSE270294 for the SU4312 dataset and GSE270785 for the sorafenib and rotenone dataset.

### Data processing

Quality control was performed on the samples using four metrics: the Kolmogorov–Smirnov test, the sum of all expression values per array, the interquartile range (IQR), and the Euclidean distance. A sample was flagged as an outlier if it did not fall within the range of the 25% and 75% quantile ± 3 × IQR (1 × IQR for Euclidean distance). One sample (DMSO, exposure start at 0 hpf, 36 hpf) was flagged as an outlier and removed from the dataset. Subsequently, the data were log2 transformed and normalized between arrays using the cyclic loess method and, where applicable, the median was calculated for replicate probes. All of the aforementioned steps were carried out using the toxprofileR2 package (https://git.ufz.de/iTox/toxprofiler2), which mainly utilizes functions from the limma package (version 3.55.10) (Ritchie et al. 2015).

For RNA sequencing, FASTQ files were processed using Galaxy (The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2022 update 2022). HISAT2 (version 2.1.0) (Kim et al. 2019) was used to align reads to the zebrafish genome GRCz11. Quality of alignments were filtered for mapping quality (MAPQ > 30) and featureCounts (version 2.0.3) (Liao et al. 2014) was used to count reads. Samtools (version 2.0.4) (Danecek et al. 2021) was used for the filtering as well as to read out information of relevant steps, which was then compiled using MultiQC (version 1.11) (Ewels et al. 2016). 

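The count table holds 57 libraries, and the early DMSO library that the study omitted has 13 counts in it, from 19 reads. The other omitted library, DMSO of the late exposure scenario at 48 hpf (replicate T51), has 43644052 counts, within the 32920663 to 63346127 of the other late libraries. With T51 kept, the comparisons at 48 hpf gave 325 DEGs for sorafenib at C_low_, 524 for sorafenib at C_high_, 349 for rotenone at C_low_ and 495 for rotenone at C_high_, and between 296 and 452 of each were down-regulated (edgeR, adjusted p under 0.05).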

All further processing was done in R. Using principal component analysis two samples were identified as outliers (DMSO, exposure start at 0 hpf, 96h and DMSO, exposure start at 24 hpf, 48 hpf) and were omitted from the dataset (see Supplementary file 1 for further details). In the case of the 0 to 96 hpf exposures, DESeq2 (version 1.40.1) (Love et al. 2014) was used to calculate logFCs and p-values. The genes were determined differentially expressed genes (DEGs) when they exhibited a *p*-value cutoff of 0.05, after *p*-value adjustment using the Benjamini & Hochberg method. For the 24 hpf exposure samples counts were transformed to log2-counts per million using limmas voom method (Law et al. 2014). With this method, microarray and RNA-sequencing data could be compared and modeled over time using the same models.

### Modeling of expression over time

To model gene expression over time generalized additive models (GAMs, as implemented in the R package mgcv) (Hastie und Tibshirani 1986) were used as outlined in (Eq. 1):

1 $$E \sim concentration{\text{\_}}level + s\left( {time} \right),$$

where *E* is the log(Expression) of a gene, *concentration_level* is a categorical variable describing the treatment and *s(time)* is the penalized smooth term for the trend over time, with a replicate smooth defined for each concentration level. To account for differing numbers if time points, dimension *k* of the basis used to represent the smooth terms, which relates to the degrees of freedom of the smooth, was chosen to be the number of time points of the respective experiment. This way, models were allowed to accurately represent the data, even in the sections where sampling points were in close proximity (Fig. 2A). To assess the deviation of the treatment curves from their respective control curves, for each gene, the models were simulated 10,000 times with model parameters sampled from a multivariate normal distribution according to the initial model. The control curves were subtracted from their respective treatment curves, which allowed us to calculate the average difference and confidence interval over time. To create a meaningful effect measure of differential expression, we calculated the signed area under the 95% confidence interval of the difference to the control (AUCI_95%_ Fig. 2B). To compare different time frames, the AUCI_95%_ was normalized by the exposure duration in hours, resulting in the AUCI_95%_/h.

**Fig. 2:**
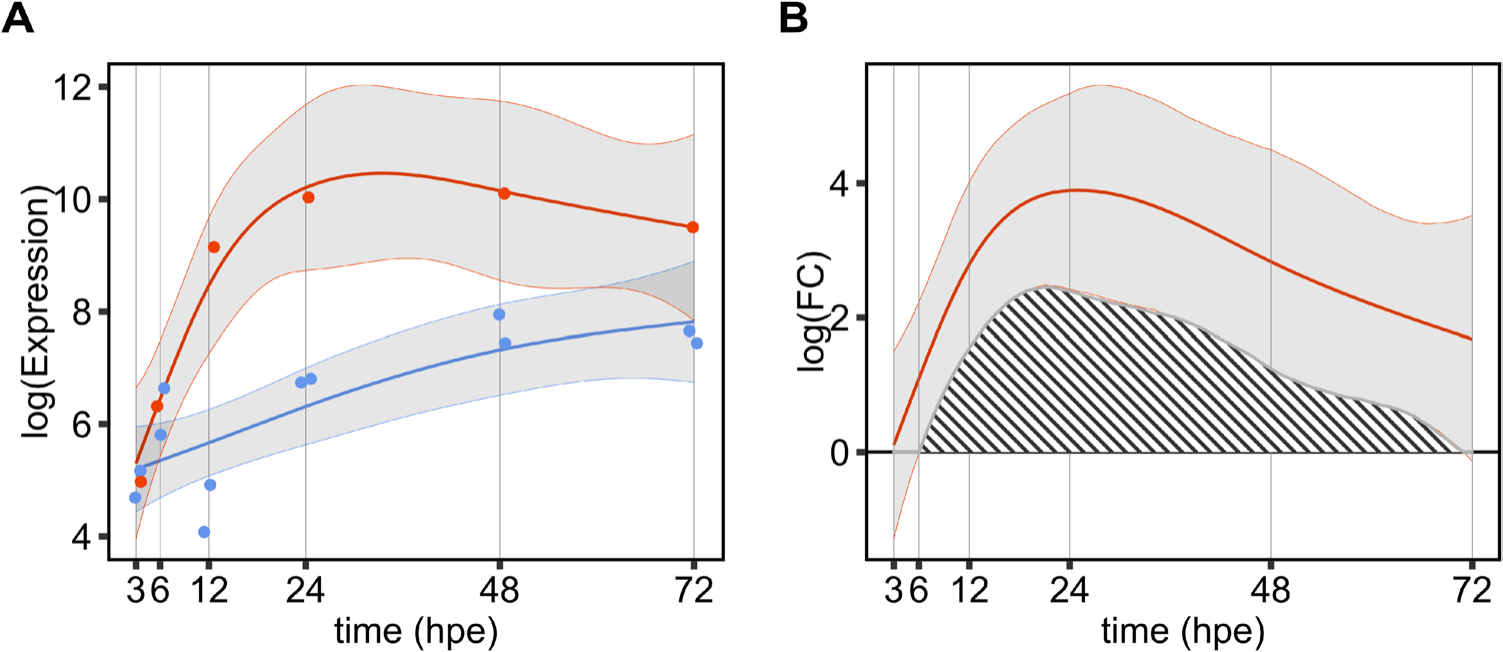
Generalized additive models fitted to data and simulated difference to control over time for cyp1c1. **A** Log transformed normalized gene expression data were modeled individually over time using GAMs, blue represents control data, red the data for concentration level C_median_, grey are the 95% confidence bands. **B** The shaded area represents the differences between control and treatment over time and is calculated as area between the respective 95% confidence intervals and used as a measure of the effect size (AUCI_95%_)

### Differential expression analysis

To obtain meaningful sets of DEGs, we decided to use a cutoff on the |AUCI_95%_/h| to determine differential expression. To find the optimal cutoff, we generated curves for 300 randomly selected genes (150 from each exposure start) and visually assessed whether they were differentially expressed or not differentially expressed. Matching the classification of the curves to their |AUCI_95%_/h| gave us a discrete cost function of wrongly classified curves given a |AUCI_95%_/h| cutoff. As the parameter space of this function is only one-dimensional, we used the brute force method implemented in SciPy (version 1.11.1) to minimize the function and find the optimal cutoff for the |AUCI_95%_/h|. This resulted in optimal cutoffs of 0.05 for the early exposure, 0.047 for the late exposure and 0.046 for all curves combined. Given that the values between early and late exposure do not differ greatly, we chose to use the combined cutoff of 0.046 for all subsequent analyses. We also want to point out that the calculated optimal cutoff lies in a very distinct minimum of the cost function, giving us confidence in this method (Supplementary file 4).

### Clustering

For clustering, hierarchical clustering as implemented in the hclust function from the R stats package (version 4.3.0) was applied, using Euclidean distance to compute the distance matrix.

### Overrepresentation analysis

The sets of DEGs were determined for the several exposure conditions and in various time frames. To gain insight into the biological functions that these DEGs represent we used overrepresentation analysis (ORA) (Boyle et al. 2004), implemented in the R package clusterProfileR (Wu et al. 2021). This method uses the hypergeometric distribution to calculate probabilities that the occurrence of biological functions among a set of DEGs could be due to chance. ORA was conducted using gene sets of five databases: ZFIN (Bradford et al. 2022), Interpro (Mitchell et al. 2019), Reactome (Fabregat et al. 2018), Gene Ontology (Ashburner et al. 2000), and MSigDB (Liberzon et al. 2011). In the case of MSigDB, which does not contain zebrafish gene sets, several collections of human gene sets were downloaded (see Supplementary file 1) and biomaRt (version 2.56.1) (Durinck et al. 2005) was used to find zebrafish orthologs. Gene sets were excluded if fewer than 50% of the human genes had zebrafish orthologs. *P*-values were adjusted using the Benjamini and Hochberg method and terms with adjusted p-values < 0.05 were considered significant.

### Availability of source code and requirements

All statistical analyses were conducted in R, apart from the determination of the AUCI_95%_/h cutoff, which was conducted in Python (version 3.7.6). The complete analysis is available as an R Markdown document at https://codebase.helmholtz.cloud/ufz/tb3-cite/etox/itox/2022_zfaop_omics. This document includes further explanations and information on used packages. A compiled HTML-version of the document can be found in the supplement (Supplementary file 1).

## Results

### SU4312 exposure causes dynamic responses in the zebrafish embryo transcriptome

To determine specific molecular markers for anti-angiogenesis in zebrafish and to reveal a suitable exposure window, we exposed zebrafish embryos from an early (2 hpf) and late (24 hpf) exposure start time point with two concentrations of SU4312, respectively (early: C_low_ = 1 µM, C_medium_ = 2 µM; late: C_medium_ = 2 µM and C_high_ = 5 µM) and obtained samples at 6 and 10 different time points, respectively. Based on the above-described data analysis workflow which considers all time points within the statistical analysis, we found 3603 differentially expressed genes (DEGs) with C_low_ and 6920 DEGs with C_medium_ for the early exposure scenario (Fig. 3A). Following the later exposure with C_medium_ and C_high_ we identified 3636 and 7394 DEGs, respectively (Supplementary file 13). These numbers indicate a concentration-dependent increase in global gene expression in the organism in both scenarios, early and late. DEGs obtained in exposure scenarios with different concentrations but with the same exposure start point exhibited proportionally larger overlaps (25% for early exposure with C_low_ vs. C_medium_, and 23% for late exposure with C_medium_ vs. C_high_) than the overlaps of DEGs measured after the different exposure starts (ranging from 9 to 14%). 240 genes (1.6% of all DEGs) were differentially expressed in all conditions (Fig. 3A). Another relevant comparison is early C_medium_ (6920 DEGs) versus late C_medium_ (3636 DEGs), as these scenarios share the same exposure concentration. The overlap is relatively small (11%) (Fig. 3B), but the number of DEGs is almost twice as large in the early exposure scenario compared to the late one, indicating a strong effect of exposure within the first 24 h of development (Fig. 3B).

**Fig. 3:**
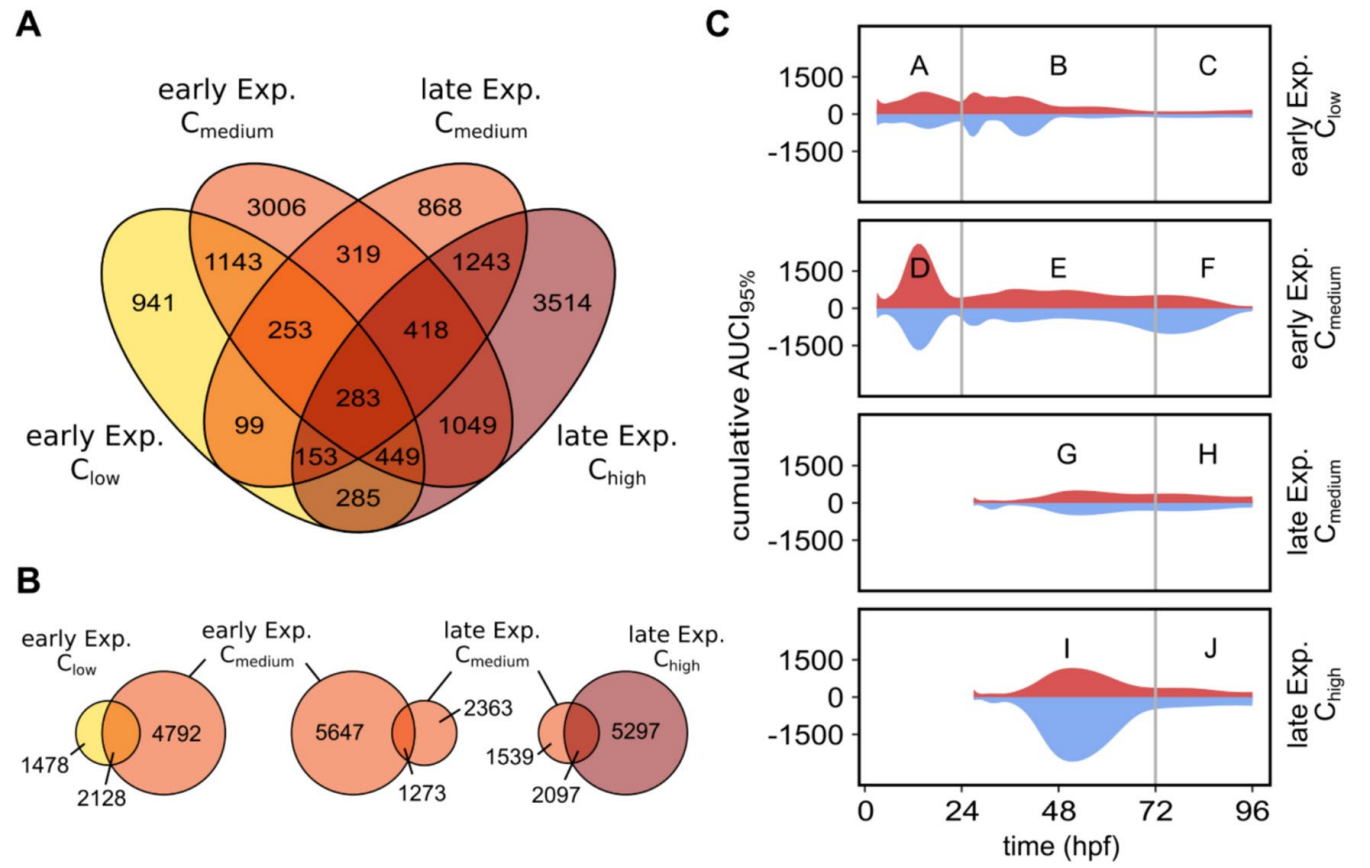
Numbers of DEG after SU4312 exposure. **A** Venn Diagram showing overlapping number of DEG for all tested concentrations (C_low_ = 1 µM, C_medium_ = 2 µM and C_high_ = 5 µM) in early (2 hpf) and late exposure (24 hpf) scenario showing a total overlap of 283 genes across all test conditions. **B** Three Venn diagrams comparing only conditions in early exposure, same concentration or only late exposure scenario. (**C**) The amount of DEGs is changing dynamically. AUCI_95__%_ profiles for all genes were added to create these patterns. Areas above zero in red relate to up-regulated genes, areas below zero in blue to down-regulated genes. Time frames are indicated as 0–24 hpf (**A** and **D**), 24–72 hpf (**B, E, G, I**), and 72–96 hpf (**C, F, H, I**)

Next to the pure amount of DEGs in each condition, we aimed to illustrate the dynamics of the respective transcriptomic changes. Therefore, we combined the AUCI_95%_-profiles of all genes per condition (exposure start point and concentration) to gain a picture of the global time-dependent dynamics and quantity of up- and down-regulation in the zebrafish transcriptome (Fig. 3C). For a more detailed analysis of genes and pathways we defined three time frames. Time frames A and D, spanning the first 24 hpf are only present in the early exposure dataset. While time frames from 24 to 72 hpf (B, E, G and I) and 72 to 96 hpf (C, F, H and J) are congruent in the early and late exposure scenario (Supplementary file 9). In the sections A and D (Fig. 3C) a distinct peak of transcriptional activity can be observed, especially with C_medium_, the higher concentration, which then levels off to a lower level of regulation for the rest of the exposure duration (B, C, E, F). Similarly, there is a peak of transcriptional activity at 48 hpf following exposure C_high_ in the late exposure scenario (Fig. 3C (I)), which is not present at this time point in the early exposure scenario. At 96 hpf the smallest number of genes are affected regardless of the exposure condition (Fig. 3C (C, F, H, J), and Fig. 4). The number of up- and down-regulated genes was similar for each time point, and independent of time points or concentrations.

**Fig. 4:**
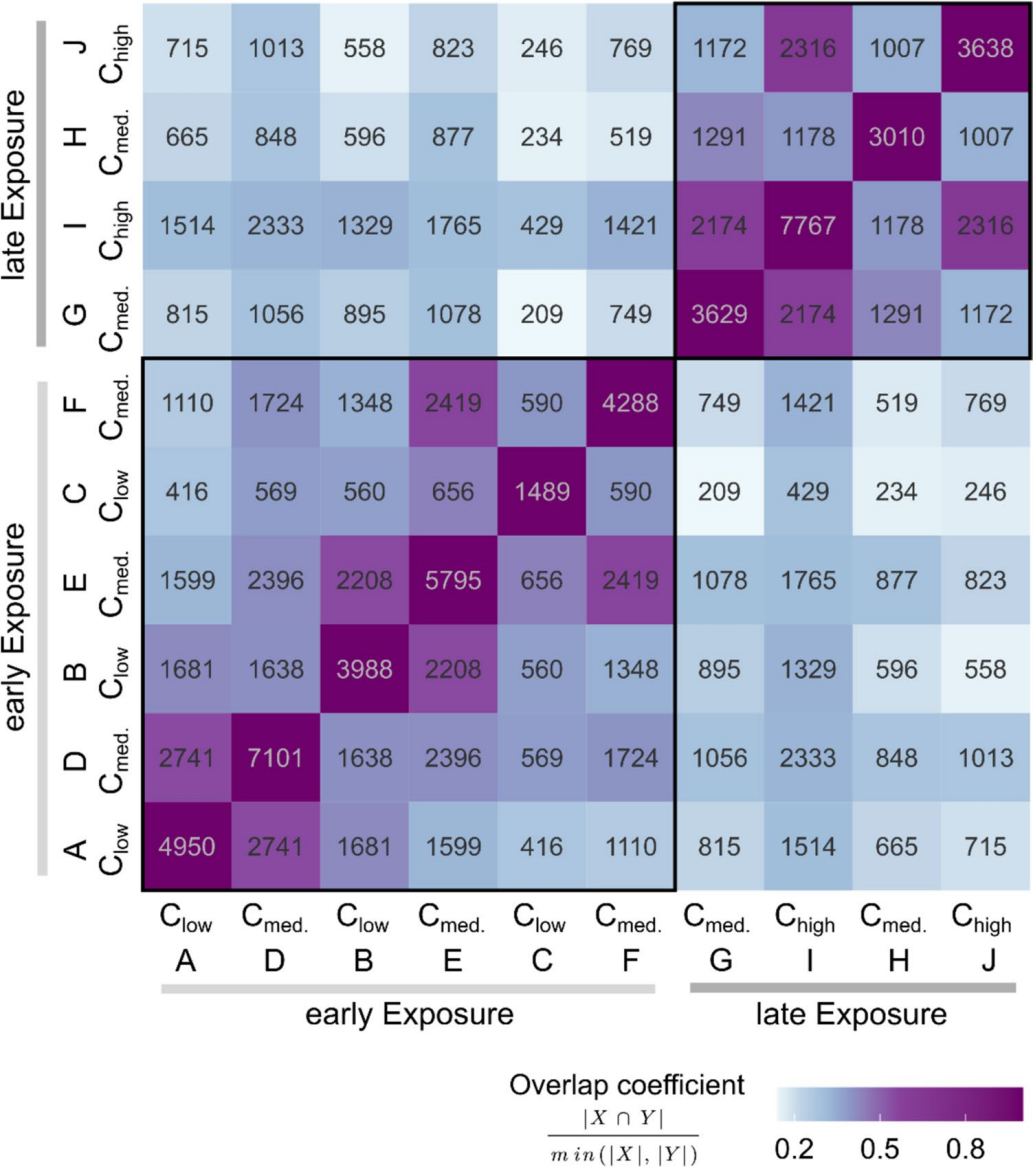
Overlaps of SU4312 DEG sets. Numbers within the cells are jointly affected genes or the DEG set sizes (diagonal). The larger the overlap coefficient (size indicated with the blue to purple colours) the larger is the proportion of genes that are affected in both of the compared conditions

Figure 4 shows the numbers of DEGs in more detail for the different time windows A–J, colors indicate the overlap. The samples were ordered based on exposure start and concentration to pronounce similarities. Particularly two larger clusters that separate the early and late exposure scenarios from each other, were identified. Hence, the major contributor to the determination of variance in expressed genes can be explained by early and late exposure start. Within the same time frame, e.g. early or late, overlaps are larger for same exposure durations than for same concentrations, exceptions are here the respective longest exposure scenarios with the respective highest concentrations (C and F in the early exposure time frame with a larger overlap coefficient between F and E, and C and E; and H and J in the late exposure time frame with a larger overlap coefficient between I and J, and I and H). The least similarities can be observed comparing early with late exposure scenario and a separation between different concentrations (Fig. 4).

### Exposure start impacts on gene expression patterns after SU4312 exposure in zebrafish embryos

Figure 5 shows the expression patterns of the top 250 differentially expressed genes of the early exposure scenario, selected by largest absolute cumulative AUCI_95%_/h across all time frames and concentrations, and the top 250 genes of the late exposure scenario. The clustered heatmap consists of 484 genes, while early and late exposure scenarios share 16 genes. Within the 484 genes, 296 are differentially expressed in both exposure scenarios, while 106 are differentially expressed in the early exposure scenario but not in the late and vice versa for 82 genes (Supplementary file 7). Using hierarchical clustering, we identified 19 clusters based on the expression patterns across all exposure scenarios. We then performed an ORA with all clusters containing at least five DEGs (Supplementary file 15). Key terms per cluster are highlighted in Fig. 5. Cluster 8 is one of the larger clusters and contains 124 mainly up-regulated genes. Biological process enrichment connected those to oxidative stress response and xenobiotic metabolism. However, the pattern of regulation is different between the early and late exposure scenarios. Cluster 11 is rather small and consists of six genes coding for cytochrome P450 enzymes, which are up-regulated mostly in the late exposure scenario. Additionally, cyp1a, which builds its own cluster, is strongly up-regulated after 24 h in all conditions.

**Fig. 5:**
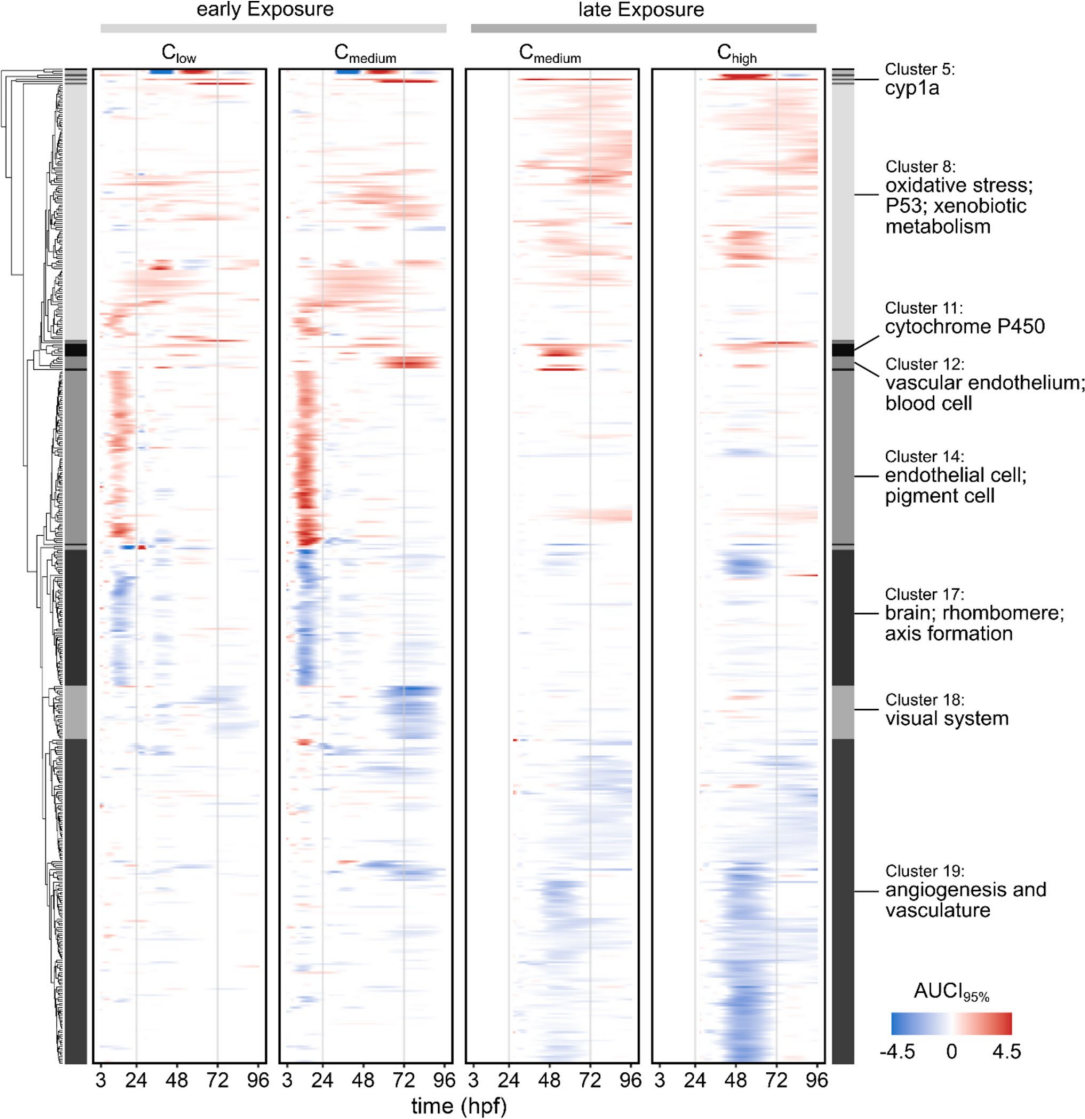
Dynamic expression patterns of 484 top DEGs in response to SU4312 exposure. 19 clusters were identified by hierarchical clustering based on GAM modelled gene expression across all exposure scenarios. Functional annotations are shown for the most prominent clusters

In cluster 17 (rhombomere, brain and axis formation) most genes are down-regulated within the first 24 hpf in the early exposure condition (time frame A and D). Additionally, 26 genes related to the visual system (Cluster 18) and eye development are also mainly down-regulated in the early exposure scenario but not at the beginning but rather at the end of the exposure duration. At the same time points some of those genes are also affected in the late exposure scenario.

Cluster 14 (endothelial cells and pigment cells) and cluster 12 (vascular endothelium and blood cells) together consist of 90 genes, which are up-regulated predominantly within the first 24 hpf in the early exposure scenario. The biggest cluster (19) consists of 158 genes related to angiogenesis and vascular formation. Notably, most of those genes are down-regulated in the late exposure scenario between 30 and 72 hpf. This is an important angiogenesis related time window during development.

Next to this heatmap of the most prominent DEGs we conducted an ORA on all DEGs using genes sets of five databases (ZFIN, Interpro, Reactome, Gene Ontology, MSigDB) and compared the results between the different exposure conditions, and, later on, also with those of two additional compounds (Fig. 6A). Tables of resulting significantly over-represented terms (adj. *p*-value < 0.05) are provided in Supplementary file 11 and Supplementary file 10, as well as a table outlining numbers of DEGs and over-represented terms for the respective conditions (Supplementary file 14).

In the early exposure scenario with SU4312, time frame A and D (0–24 hpf) had the most over-represented functional terms out of all SU4312 enrichments that have been carried out. These time frames also showed the largest numbers of DEGs (see also Fig. 3 and Fig. 4). Some highly significant terms are related to early development (Homeobox gene sets were among the most significant terms) and especially to structures related to brain development, such as ‘rhombomere, midbrain, thalamus, forebrain’. Eye and lens related gene sets were over-represented as well, with genes being predominantly up-regulated within this time-frame. An angiogenesis-specific response could not be observed within this early time-frame. Only a few angiogenesis-related terms were barely significant with adjusted p-values just below 0.05, while other related terms were just over the cutoff. Terms related to the development of eye and lens were still among the most over-represented ones in time frame B and E (24–72 hpf) following the early exposure to SU4312. However; at this stage genes were predominantly down-regulated. Unlike in A and D, angiogenesis-specific terms were not significantly over-represented. In time frames C and F (72–96 hpf) of the early SU4312 exposure, terms related to endoplasmic reticulum targeting, RNA processing and, to a lesser extent than in the time frames before, visual perception were over-represented. Again, angiogenesis-related terms were not over-represented in this gene set.

Following the late exposure starting at 24 hpf we looked at two time-frames for DEGs and associated biological functions. In time-frames G and I (24–72 hpf) after SU4312 exposure, terms related to the visual system were significantly enriched as in B and E, the same window analyzed after early exposure. Contrasting to the findings of the early exposure scenario, we identified functional terms related to angiogenesis and vasculogenesis as significantly over-represented in the late exposure scenario with SU4312. In time-frames H and J (72–96 hpf) of the late exposure scenario terms related to general cell maintenance functions, such as ‘histone folding’ and ‘chromosome’ were over-represented. At this stage angiogenesis-related terms were still significant, but also other terms related to metabolism and specific families of proteins could be observed. This includes for example ‘iron ion transport’, the ‘cytochrome P450 family’ or ‘cysteine peptidases’.

### Specific identification of genes and gene sets related to effects on the vascular system after exposure with TKI in ZFE

Based on these findings, we aimed to investigate whether the down-regulation of angiogenesis-related genes and the over-representation of respective terms can also be detected for other vascular disruptor compounds, namely the TKI sorafenib and the insecticide rotenone considering early and late exposure scenarios (Supplementary file 8). Therefore, we exposed zebrafish embryo at the early (2 hpf) and the late (24 hpf) time point and measured changes on the transcriptome after exposure for different durations (96 h for the early exposure, and 12, 24, 48 and 72 h for the late exposure). 

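RNA from pools of 20 embryos was sequenced, and the authors deposited the number of reads they counted on each gene (featureCounts after alignment to GRCz11) without normalization. The table lists 32520 genes, of which 2371 have no count in any library. The 55 libraries that the study kept form 18 groups. In the early exposure scenario, sampled at 96 hpf, there were 4 libraries of sorafenib at 2.4 µM, 4 of rotenone at 25 nM and 3 of DMSO. The labels of these libraries give the start of the exposure as 0 hpf. In the late exposure scenario, sorafenib at 1.3 µM (C_low_) and 2.4 µM (C_high_), rotenone at 25 nM (C_low_) and 50 nM (C_high_) and DMSO were sampled at 36, 48 and 96 hpf, after 12, 24 and 72 h of exposure. Each late group had 3 libraries, apart from DMSO at 48 hpf with 2, and no library sampled after 48 h of exposure was used here. SU4312 libraries were not analysed here. Between 20609990 and 86897183 reads per library were counted on genes (median 42602706), which were 65.8% to 81.8% of the reads of each library. Each group was compared with the DMSO group of the same scenario and age with edgeR's quasi-likelihood test, in 1 fit of all 18 groups to the 24246 genes that passed edgeR's filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called DEGs below, and log2 fold changes are treated against DMSO. Expression is given as CPM after TMM normalization. For the late exposure scenario the study's own measure was computed as well, the area between the 95% confidence band of the fitted expression difference and 0 (AUCI_95%_) per hour, from generalized additive models of 20082 genes with a cutoff of 0.0467. This measure comes without a p-value. The groups, comparisons, tests and gene lists were chosen before the data were examined, except where a later choice is stated. In simulated counts with 200 genes changed by 1 on the log2 scale, edgeR called 99% of them at the early group sizes and 96.5% and 98% at those of sorafenib at 48 and 96 hpf. The additive models put 99.5% and 100% of such genes over the cutoff in the 24–72 hpf and 72–96 hpf time frames, and 1352 and 955 unchanged genes of 20078 as well. All these counts were drawn with the spread of the DMSO libraries, and the genes changed for edgeR lay above a floor on expected counts. The measured median SD on the log2 scale was 0.1223 after early sorafenib and 0.08478 in early DMSO. The shares called are therefore not those at the measured spread of treated libraries. Gene symbols in capitals are those of the reference table that pairs identifiers with symbols.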

The exposure concentrations were selected based on effect concentrations observed for lethality and morphology (Supplementary file 2).

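In the early exposure scenario 7 genes were DEGs after sorafenib, 1 up-regulated and 6 down-regulated. After rotenone edgeR called 0 genes. An unadjusted p under 0.05 was found for 785 and 306 genes. Without any effect, a share of 0.05 of the 24246 tested genes would have such a p on average, more than either count. These counts therefore do not show how many further genes changed, and the same share applies to later counts of this kind. DESeq2, the tool of the study for this scenario, called 12 and 7. The 12 include the 7 of edgeR. Of the alternatives set in advance, the fit of only the 2 groups compared moved the sorafenib count most, to 1 gene. With replicates T16, T37 and T49 of the late exposure scenario left out of the fit together, a choice made after the data were seen, it was 21, the 7 among them. It was between 2 (without replicate T13) and 7 when 1 replicate was left out, and the rotenone count was 6 without replicate T6 and 3 without replicate T10. The gene si:ch1073-13h15.3 (ENSDARG00000099525) had 7.63 ± 1.05 CPM (SD, n = 4) after sorafenib and 22.95 ± 1.68 (SD, n = 3) in DMSO, a log2 fold change of −1.59 (standard error 0.20, adjusted p = 1.34e-05). SCARB1 (ENSDARG00000101557) fell from 16.57 ± 1.37 to 9.90 ± 0.874 CPM (log2 fold change −0.74, standard error 0.10, adjusted p = 9.81e-05). CYP26A1 (ENSDARG00000033999) rose from 8.30 ± 1.27 to 13.45 ± 2.16 CPM (log2 fold change 0.69, standard error 0.13, adjusted p = 0.021). The remaining DEGs were down-regulated, gck by a log2 fold change of −1.55 and rasip1 by −0.77 (both adjusted p = 0.0345), bco1 by −0.67 and ncam3 by −1.54 (both adjusted p = 0.047). With each of the 7 replicates left out in turn, si:ch1073-13h15.3 and SCARB1 stayed DEGs in every fit, while the call was lost in 3 of 7 fits for CYP26A1, in 5 for gck, in 6 for bco1 and in 7 for rasip1 and ncam3. Between −0.82 and −0.71 lay the log2 fold change of rasip1 in these fits. In the fit of only the 2 groups, si:ch1073-13h15.3 alone remained past the threshold.
At the same age of 96 hpf, the late exposure to sorafenib at C_high_ gave 4837 DEGs, 1723 up-regulated and 3114 down-regulated (7497 at an unadjusted p under 0.05, 5205 by DESeq2). When 1 replicate was left out, their number was between 3064 (without replicate T70) and 5264. Of the 4837 genes, 3052 (63.1%) changed in the same direction in the early exposure scenario, with a median absolute log2 fold change of 0.09 there and 0.62 in the late one. Of the 7 early DEGs, 5 were DEGs here too. The difference between the scenarios was tested itself: for sorafenib it was past the threshold for 1947 genes (1072 without replicate T70, 2387 by DESeq2), and for rotenone at 25 nM for 0 genes by edgeR (316 at an unadjusted p under 0.05, 1 by DESeq2).

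**Figure D1:**
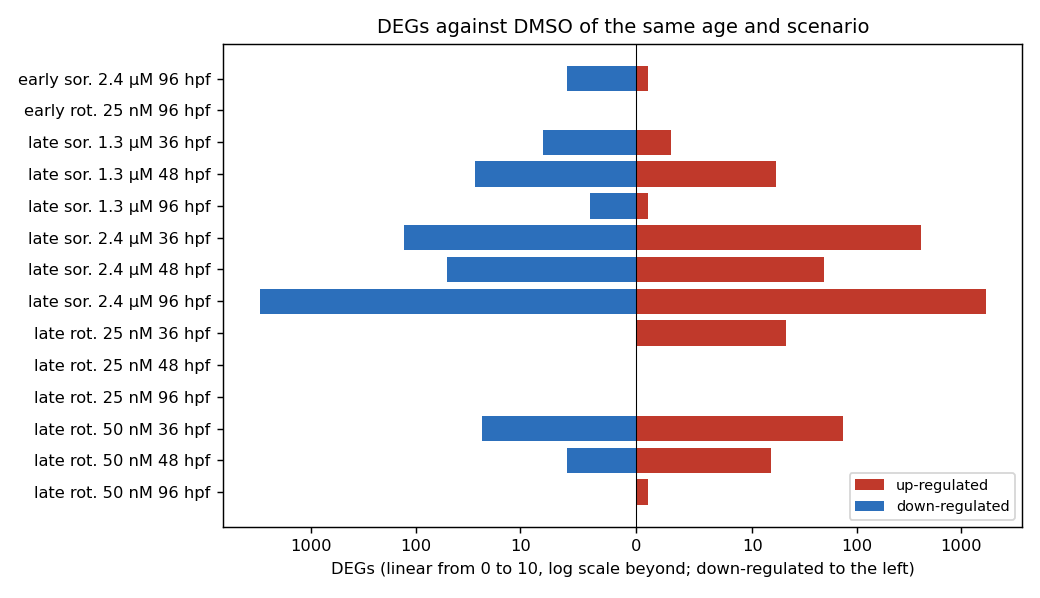
Number of DEGs (edgeR, adjusted p under 0.05) in each comparison with DMSO, up-regulated to the right and down-regulated to the left; the axis is linear up to 10 genes and logarithmic beyond. Sorafenib at C_high_ at 96 hpf stands out with 1723 up-regulated and 3114 down-regulated genes.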

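Over the AUCI_95%_ cutoff in at least 1 concentration and time frame of the late exposure scenario were 6149 genes with sorafenib and 6017 with rotenone, and 1909 genes with both. Of the 849 genes in the paper's Supplementary file 5, 839 are among the 1909. To see how many shared genes arise without any effect, treated libraries were simulated 20 times without a change. When the measured DMSO libraries were kept, as set beforehand, 113.6 genes on average were shared (88 to 140). When the DMSO libraries were redrawn too, a version added after these values were seen, 1439 were (1373 to 1518). In 3 libraries, chosen after the data were seen, many genes were far from the other libraries of the group. Replicates T16 (sorafenib C_high_, 36 hpf), T37 (rotenone C_high_, 36 hpf) and T49 (rotenone C_low_, 48 hpf) deviated by a median of 0.58, 0.44 and 0.28 on the log2 scale, while the other two libraries of each group differed by 0.08, 0.07 and 0.09. Without these replicates 3572 genes were shared, 1497 of the 1909 among them. The number of genes called by edgeR with both substances at C_high_ was 9 at 36 hpf, 1 at 48 hpf and 1 at 96 hpf, all changed in the same direction. DESeq2 gave 46, 8 and 4 such genes, and edgeR without the 3 replicates 9, 25 and 26.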

Comparing the results for the three different chemicals showed little effects of sorafenib and rotenone obtained in the early exposure scenario, but an overlap of a substantial number of genes for the late exposure scenario, where 849 DEGs were found to be affected with all three compounds (Fig. 6C, Supplementary file 5) and 1361 DEGs were found to be regulated in the exposures to all three compounds in any exposure scenario (Fig. 6B).

For the top 400 DEGs out of the 849 DEGs, determined by cumulative AUCI_95%_ across all substances, an ORA was performed. This revealed effects on hypoxia gene sets, the development of eye, lens and retina and TNF alpha signaling via NFKB (Supplementary file 6). 

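Gene lists were written from symbols and name patterns for 12 functions and tested in all 14 comparisons with limma's camera (preset correlation between genes of 0.01, adjusted over the 168 tests). They are endothelial genes, cholesterol synthesis, cytochrome P450, cytosolic ribosomal proteins, histones, hormones, lens crystallins, phototransduction, hypoxia response, oxidative stress and glutathione, PXR targets and LXR targets; a list for TNF signaling was not made. Of the 168 tests 49 were past an adjusted p of 0.05. The calls that hold under fry are 13: endothelial genes in all 7 sorafenib comparisons, cholesterol synthesis at 48 hpf with both sorafenib concentrations, phototransduction with sorafenib C_high_ at 96 hpf, and hypoxia response with sorafenib C_high_ at 36 hpf and rotenone C_high_ at 36 and 96 hpf. With the correlation estimated from the data 10 hold, those of fry without endothelial genes for sorafenib C_high_ at 96 hpf and hypoxia response at 36 hpf. The median, the mean and the test had the same sign in all 49. They differed in sign for some lists short of the threshold, such as endothelial genes after early rotenone, rotenone C_low_ at 48 hpf and rotenone C_high_ at 36 hpf. With RLE in place of TMM scaling no direction of the 49 turned, and 1 call was lost, that of histones with rotenone C_low_ at 36 hpf.
The hypoxia response list (23 genes) rose with sorafenib C_high_ at 36 hpf by a median log2 fold change of 0.30 (camera adjusted p = 0.00912, 19 of 23 genes higher), with 2 DEGs and 4 adjusted over the list alone; without replicate T16 the adjusted p was 0.282. With rotenone C_high_ it rose by 0.28 at 36 hpf (adjusted p = 0.00998, 17 of 23 higher, 2 DEGs and 5 adjusted over the list alone; adjusted p = 0.0656 without replicate T40) and fell at 96 hpf, with a median of −0.16 (adjusted p = 9.97e-06, 19 of 23 lower, 0 DEGs and 0 adjusted over the list alone). By camera only, it was higher after early sorafenib (0.06, adjusted p = 0.00995, 0.112 without replicate T1) and lower with sorafenib C_low_ at 96 hpf (−0.11, adjusted p = 0.0149, 0.127 without replicate T85). All 23 phototransduction genes were down-regulated DEGs with sorafenib C_high_ at 96 hpf (median −2.15, adjusted p = 3.72e-37), and all 23 were lower with C_low_ (median −0.28, adjusted p = 2e-08 by camera only, 0 DEGs and 0 adjusted over the list alone). The genes with the lowest p in this direction with C_high_ were rx1 (log2 fold change −1.53, adjusted p = 3.52e-15) and CLUL1 (ENSDARG00000055595), which fell from 5.82 ± 0.740 to 0.343 ± 0.136 CPM (SD, n = 3, log2 fold change −4.06, adjusted p = 2.82e-13). Lens crystallins (54 genes) were called by camera only. They fell with sorafenib C_low_ at 96 hpf (−0.60, adjusted p = 5.09e-24, 49 of 54 lower) and at 48 hpf with C_low_ (−0.17, adjusted p = 0.00625, 0.728 without replicate T55) and C_high_ (−0.24, adjusted p = 1.07e-05, 0.109 without T55), and rose with C_high_ at 36 hpf (0.91, adjusted p = 3.02e-06, 0.234 without T16). With C_high_ at 96 hpf they were not past the threshold (median −0.40, camera adjusted p = 0.253, 44 of 54 lower), though 10 crystallins were down-regulated DEGs and 1 an up-regulated one. Genes over the AUCI_95%_ cutoff with both substances, whatever their direction, were 7 of 23 for hypoxia response, 7 of 16 for phototransduction and 1 of 41 for lens crystallins. With sorafenib C_high_ all 16 phototransduction genes were lower in the 72–96 hpf time frame. With rotenone in the 24–72 hpf time frame 0 were lower and 4 higher with C_low_, and 2 and 2 with C_high_. For hypoxia response in that time frame 5 were lower and 2 higher with sorafenib C_high_, and 4 and 1 with rotenone C_high_. With C_low_ it was 2 and 1 with sorafenib and 0 and 1 with rotenone.
Further calls with sorafenib were by camera only. Cytosolic ribosomal proteins were higher with C_low_ at 36 and 48 hpf (median 0.11 and 0.12, adjusted p = 0.00516 and 0.00238, 80 and 79 of 82 genes) and with C_high_ at 36 hpf (0.67, adjusted p = 1.13e-18, 81 of 82, 3 DEGs and 72 adjusted over the list alone) and 48 hpf (0.12, adjusted p = 0.00416, 0.0613 without replicate T45). Without replicate T16 the value at 36 hpf turned to lower, with an adjusted p of 0.0076. At 36 hpf histones (0.29, adjusted p = 0.00324, 0.774 without T34) and hormones (0.13, adjusted p = 0.0149, 0.263 without T34) were higher with C_low_ and hormones with C_high_ (0.82, adjusted p = 0.00998, 0.803 without T16).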

The temporal profiles of differential expression were visualized in a heatmap (Supplementary file 12).

Additionally, we performed an ORA for all DEGs per compound and found that the terms ‘intersegmental vessel’ (ZFA:0001285) or ‘post-vent vasculature’ (ZFA:0005037) (figure 6A) were significantly over-represented after the early exposure to sorafenib in the gene set obtained after 96 h. 

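Of the 41 endothelial genes tested, 38 were lower after the early exposure to sorafenib, with a median log2 fold change of −0.25 (camera adjusted p = 1.16e-20, fry adjusted p = 0.000216, 0.000682 with the estimated correlation). The only DEG among them is rasip1, and 14 genes pass with p-values adjusted over the list alone. With 1 replicate left out in turn the camera adjusted p was between 1.06e-30 (without T1) and 1.91e-13 (without T4). The paper names 5 genes of the list, so the list is not fully independent of these libraries; the 36 genes without them gave 3.33e-19, adjusted over the 14 comparisons of this list. Among the other lists, cytosolic ribosomal proteins were higher (median 0.08, adjusted p = 0.00234, 73 of 82 genes) and lens crystallins lower (−0.14, adjusted p = 0.00912, 49 of 54 genes), both by camera only, with 0 DEGs and 0 adjusted over the list alone. The ribosomal call was lost without replicate T1 (0.338) and the crystallin call without replicate T11 (0.665).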

For the rotenone exposure, no terms were over-represented in the early exposure scenario. 

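After the early exposure to rotenone the endothelial list did not move detectably (median log2 fold change −0.02, camera adjusted p = 0.87). Cytosolic ribosomal proteins were the only list past the threshold (median −0.09, adjusted p = 0.00512, 71 of 82 genes lower, 0 DEGs and 0 adjusted over the list alone), by camera but not by fry. Without replicate T11 their direction turned and the adjusted p was 0.702, and without replicate T6 the number of lists past the threshold was 4. The 7 genes that DESeq2 called had log2 fold changes between 1.92 and 5.75. The lowest adjusted p among them was that of si:ch211-158m24.12, a gene chosen after its value was seen, with 0.000951 by DESeq2 (log2 fold change 3.08) and 0.273 by edgeR.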

The terms of ‘vessel formation’ were also present in the sorafenib dataset of the late exposure scenario (24–72 hpf) with low p-values. 

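In the late exposure scenario the endothelial list fell with sorafenib at both concentrations. At C_low_ the median log2 fold change was −0.37 at 36 hpf (camera adjusted p = 8.27e-39, 36 of 41 genes lower) and −0.56 at 48 hpf (adjusted p = 5.21e-62, 40 of 41 lower). At C_high_ it was −0.47 (adjusted p = 4.41e-28, 34 of 41) and −0.59 (adjusted p = 4.33e-62, 38 of 41). Down-regulated DEGs in the list were 6 and 12 at C_low_ and 15 and 15 at C_high_, against 19, 24, 24 and 29 adjusted over the list alone. Of the DEGs at 36 hpf, flt1 (ENSDARG00000019371) had the lowest p in the downward direction, with 1.74 ± 0.608 CPM at C_low_ and 5.69 ± 0.470 in DMSO (SD, n = 3, log2 fold change −1.70, standard error 0.22, adjusted p = 2.1e-05) and a log2 fold change of −2.08 at C_high_ (adjusted p = 3.94e-07). CLDN5 followed with −0.76 (adjusted p = 0.00317) and −1.03 (adjusted p = 3.27e-06). The call of CLDN5 at C_low_ was lost without replicate T34 (log2 fold change −0.71). At 48 hpf plvapb fell by 0.78 on the log2 scale with C_low_ (adjusted p = 0.00344) and by 0.87 with C_high_ (adjusted p = 0.000131). At C_low_ it was not past the threshold without T55 or without T60 (log2 fold change −0.70 without T60). In the fit of only the 2 groups compared at C_high_ and 36 hpf, 0 genes were DEGs, flt1 and CLDN5 included (540 with all groups in the fit, 1169 by DESeq2, 4587 at an unadjusted p under 0.05). Over the AUCI_95%_ cutoff in the 24–72 hpf time frame were 28 of 40 endothelial genes with C_low_ and 30 of 40 with C_high_, all lower than in DMSO.

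**Figure D2:**
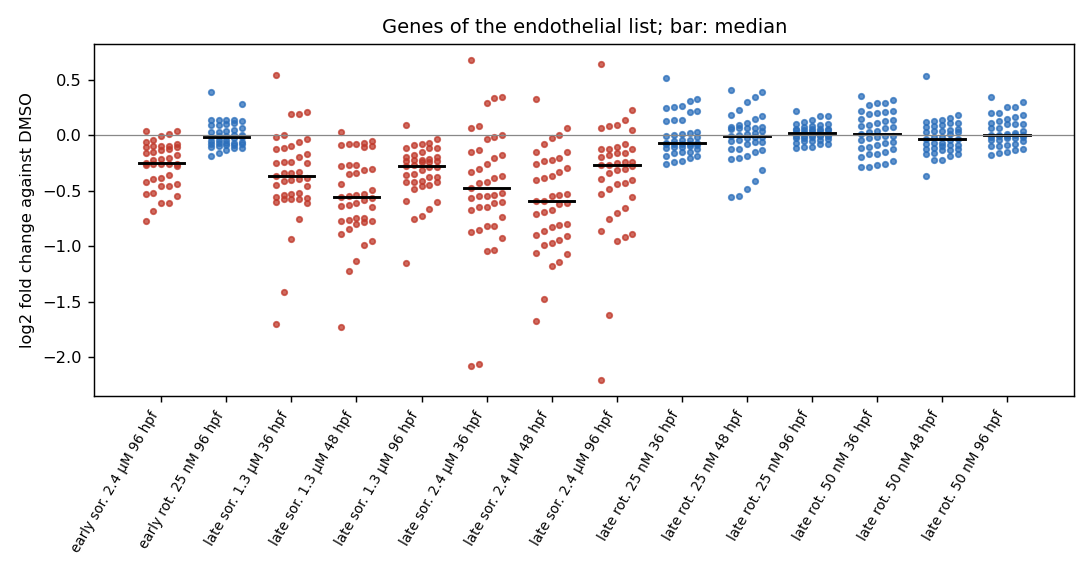
Log2 fold change of each gene of the endothelial list (points) against DMSO in each comparison, with the median as a bar. With sorafenib the medians lie between −0.59 and −0.25, and with rotenone between −0.07 and 0.02.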

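Genes of cholesterol synthesis (26 tested) rose with sorafenib. At 48 hpf the median log2 fold change was 0.83 with C_low_ (camera adjusted p = 9e-32, fry adjusted p = 0.0215, 25 of 26 genes higher) and 1.00 with C_high_ (camera adjusted p = 3.53e-47, fry adjusted p = 0.00115, 26 of 26 higher). Up-regulated DEGs were 4 and 14 of the 26, and 18 and 22 adjusted over the list alone. At 36 hpf the list was higher by 0.19 and 0.51 (adjusted p = 0.00512 and 2.19e-06) and at 96 hpf by 0.13 and 0.40 (adjusted p = 0.0149 and 2.95e-06), by camera only. The call with C_low_ at 96 hpf was lost without replicate T84 (0.612). Over the AUCI_95%_ cutoff and higher in the 24–72 hpf time frame were 16 of 23 genes with C_low_ and 21 of 23 with C_high_. The 85 cytochrome P450 genes tested went both ways, and no sorafenib comparison passed the threshold (camera adjusted p between 0.261 and 0.885). Most P450 DEGs were found with C_high_ at 96 hpf, 15 down-regulated and 8 up-regulated (19 and 8 adjusted over the list alone). Of 63 P450 genes in the additive models, 8 were over the cutoff as lower and 5 as higher with C_low_ in the 24–72 hpf time frame, and 8 and 6 with C_high_.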

Few other functions were significantly affected, including the ‘cholesterol and steroid metabolic process’ or ‘Cytochrome P450’. 

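With rotenone in the late exposure scenario the endothelial list had median log2 fold changes between −0.07 and 0.02 at 36 and 48 hpf, and camera adjusted p-values of 0.125 and 0.77 with C_low_ and 0.675 and 0.418 with C_high_. The first of these fell to 0.0364 without replicate T28. Cytosolic ribosomal proteins (82 genes) were higher at 48 hpf with C_low_ (median 0.41, adjusted p = 1.96e-16, 81 of 82 genes) and C_high_ (0.25, adjusted p = 4.26e-09, 79 of 82) and at 36 hpf with C_high_ (0.53, adjusted p = 4.71e-17, 79 of 82), and lower at 36 hpf with C_low_ (−0.09, adjusted p = 0.00614, 79 of 82). None of these calls holds under fry. Without replicate T37 the call with C_high_ at 36 hpf was lost (0.319), and without T49 the adjusted p with C_low_ at 48 hpf was 0.00173. With T16, T37 and T49 left out together the medians in these comparisons fell to 0.05 and 0.14 and both were past the threshold as higher (adjusted p = 0.0178 and 1.71e-11). Histone genes (29) rose with C_high_ at 48 hpf by 0.84 (adjusted p = 0.00184, 20 of 29 higher, 0 DEGs and 7 adjusted over the list alone), not past the threshold without replicate T63 (0.423), and with C_low_ at 48 hpf by 0.29 (adjusted p = 0.0101, 0.224 without replicate T49). At 36 hpf they fell with C_low_, with a median of −0.10 (adjusted p = 0.0488, lost in 4 of 6 leave-one-out fits, with 0.128 without replicate T23), and all 29 were higher with C_high_ (0.36, adjusted p = 0.0552). With T16, T37 and T49 left out together, the histone median with C_high_ at 36 hpf turned to −0.165 (camera adjusted p = 0.156). Hormone genes (20) passed the threshold in no rotenone comparison, with adjusted p-values of 0.713, 0.108 and 0.795 with C_low_ and 0.081, 0.129 and 0.172 with C_high_ at 36, 48 and 96 hpf. Of 12 hormone genes in the additive models, 2 with each concentration were over the AUCI_95%_ cutoff as higher in the 24–72 hpf time frame and 1 with C_high_ as lower. Of 14 histone genes, 2 were over it as lower and 0 as higher with C_high_ in each time frame. With C_low_ 0 were lower and 4 higher in the 24–72 hpf time frame, and 0 and 1 in the 72–96 hpf time frame.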

For the rotenone exposure a specific response to angiogenesis could not be observed, however ‘endoplasmic reticulum targeting’, ‘hormone activity’ and molecular response processes such as ‘histone folding’ were among the over-represented terms. 

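At 96 hpf in the late exposure scenario the endothelial list was lower with sorafenib C_low_ by a median log2 fold change of −0.28 (camera adjusted p = 4.22e-26, 40 of 41 genes) and with C_high_ by −0.27 (adjusted p = 0.000719, 34 of 41). The call with C_high_ holds under fry (5.34e-06) but not with the correlation estimated from the data (0.582). Down-regulated DEGs in the list were 1 and 14, and 14 and 16 adjusted over the list alone. For rotenone the medians were 0.02 and 0.01 and the adjusted p-values 0.181 and 0.109. Without the DMSO replicate T76 these were 0.0267 and 0.0180. In the 72–96 hpf time frame 21 of 40 endothelial genes with C_low_ and 24 of 40 with C_high_ of sorafenib were over the AUCI_95%_ cutoff, all as lower. With rotenone 2 genes were lower and 5 higher with C_low_, and 0 lower and 2 higher with C_high_. The difference between sorafenib and rotenone was not tested for the list. By camera only, rotenone C_high_ at 96 hpf also lowered cholesterol synthesis (median −0.18, adjusted p = 0.000502, 26 of 26 genes) and cytochrome P450 (−0.09, adjusted p = 0.00912, 60 of 85 genes, 0.243 without replicate T87) and raised cytosolic ribosomal proteins (0.09, adjusted p = 0.0149, 75 of 82 genes, 0.0935 without the DMSO replicate T78, 1.83e-06 without T16, T37 and T49).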

Later stages (72–96 hpf) when exposure was initiated at 24 hpf revealed angiogenesis-related terms among the most significantly over-represented ones for sorafenib but not for rotenone. 

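Phototransduction genes (23) were lower with rotenone C_high_ at 96 hpf in the late exposure scenario, by a median log2 fold change of −0.30 (camera adjusted p = 2.19e-07, 22 of 23 genes), with 0 DEGs and 0 adjusted over the list alone, and fry gave an adjusted p of 0.475. With C_low_ they were not shifted detectably (0.04, adjusted p = 0.457). Lens crystallins rose with C_low_ at 96 hpf by 0.38 (camera adjusted p = 9e-32, 48 of 54 genes) and at 48 hpf by 0.28 (adjusted p = 0.0135, 0.596 without the DMSO replicate T54), by camera only (fry adjusted p = 0.45 at 96 hpf). With C_high_ at 96 hpf their median was −0.03 while the test pointed upward (adjusted p = 0.29). Over the AUCI_95%_ cutoff in the 72–96 hpf time frame was 1 of 16 phototransduction genes with C_high_, as lower. A list of brain genes was not made.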

For the rotenone dataset, some retina- and brain-related gene sets were affected, however, *p*-values were generally high. A summary of the most significantly over-represented terms across all three substances is visualized in figure 6A. To select these terms, the top 7 terms, selected by lowest adjusted p-value, were taken from the ORAs from the intersections of the DEGs of both concentrations at all time frames and substances, resulting in 55 terms.

**Fig. 6:**
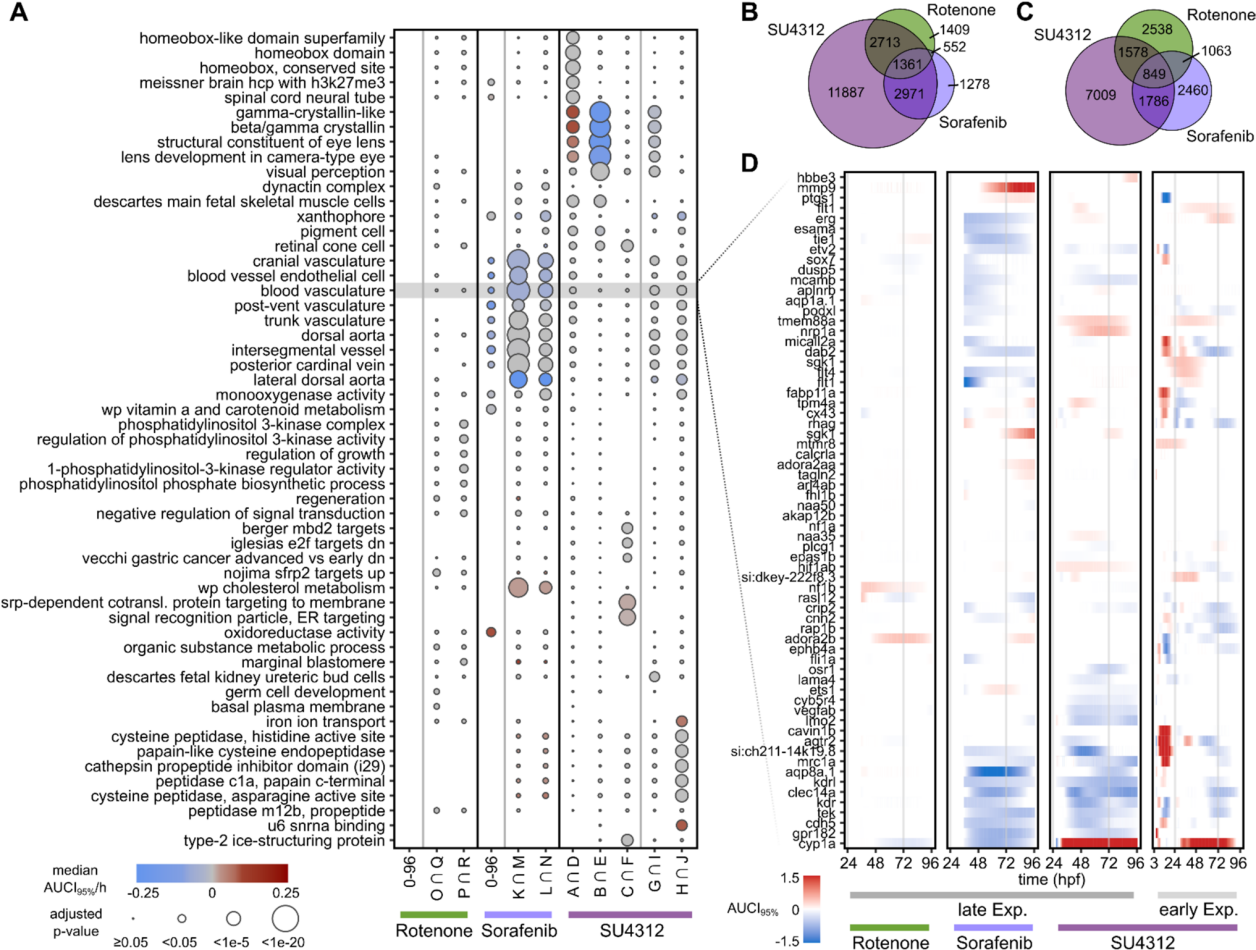
**A** Significant functional terms after rotenone, sorafenib and SU4312 exposure. Overrepresentation analysis of five databases (ZFIN, Interpro, Reactome, Gene Ontology, MSigDB) representing biological processes. The x-axis represents test substance, exposure condition (early, late) divided in exposure duration (A and D = 0–24 hpf, B, E, G, I, K, M, O, Q = 24–72 hpf, C, F, H, J, L, N, P, R = 72–96 hpf). size of the bubbles indicates the p-adj, and color represents the trend of down- (blue) or up-regulation (red) in a gene set, calculated as the median AUCI_95%_/h. Grey indicates no change in median, meaning up and down-regulation is equal. Letters describing the columns denote the different time frames and exposure concentrations as shown in Fig. 4 and Fig. 7. **B** Venn diagram of DEGs across all compounds and exposure scenarios. **C** Venn diagram of DEGs for SU4321, sorafenib and rotenone in the late exposure scenario. **D** Transcriptional profiles of modelled gene expressions comprising the ZFIN term ‘blood vasculature’ (ZFA:0001079). Gene expression effect size compared to control is shown by the colors, measured over time for exposures of zebrafish embryos with the three chemicals SU4312, sorafenib and rotenone

To obtain more detailed information about effects on specific vascular genes we analyzed the blood vasculature gene set of the ZFIN database (ZFA: 0001079) and the respective expression in zebrafish after exposures to the three substances. Figure 6D shows the expression of those possible biomarkers in every exposure condition over time. While the down-regulation of anti-angiogenic response after SU4312 exposure was strong downregulated in the late exposure scenarios, it might also be detected as significantly affected in the early exposure scenario, however only in the first 24 h after exposure and most of the time up-regulated. After 24 hpf, the regulation cannot be observed anymore. In the corresponding ORA, this response could easily be overlooked due to the large amount of other effects and gene sets affected in this time frame. Figure 6D also shows that that different genes of the blood vasculature gene set are affected in different time frames. 

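In the late exposure scenario with sorafenib, clec14a (ENSDARG00000103533) was a DEG with C_high_ at 48 hpf, with 5.99 ± 2.16 CPM (SD, n = 3) against 11.78 ± 0.11 (SD, n = 2) in DMSO (log2 fold change −0.98, standard error 0.21, adjusted p = 0.0146). The call was lost in 4 of 5 fits with 1 replicate left out, where the log2 fold change was between −1.31 and −0.81. With C_low_ its log2 fold change of −0.80 missed the threshold (adjusted p = 0.137). In the case of aqp8a.1 (ENSDARG00000045141) the fold change was −1.73 with C_low_ (2.07 ± 0.956 against 6.79 ± 1.26 CPM, adjusted p = 0.0114) and −1.68 with C_high_ (adjusted p = 0.00572) at 48 hpf, and −0.89 with C_high_ at 96 hpf (adjusted p = 0.0133). Each of these calls was lost in 3 leave-one-out fits. After the early exposure to sorafenib clec14a and aqp8a.1 changed by −0.16 and −0.27, with an adjusted p of 1. MICALL2 (ENSDARG00000102366, micall2a in the paper) was down-regulated with C_low_ at 48 hpf (−0.92, adjusted p = 0.00742, lost in 3 of 5 leave-one-out fits) and with C_high_ at 36 hpf (−0.76, adjusted p = 0.00729, not past the threshold without replicate T30, where the log2 fold change was −0.65). Only with C_high_ at 96 hpf did ptgs1 (ENSDARG00000052148) rise past the threshold (12.13 ± 0.730 to 15.32 ± 2.39 CPM, log2 fold change 0.34, adjusted p = 0.0493, lost in 5 of 6 leave-one-out fits) and mrc1a (ENSDARG00000102100) fall past it (15.22 ± 0.387 to 8.35 ± 1.03 CPM, −0.87, adjusted p = 0.00421, kept in all 6). The genes cavin1b, kdr and si:ch211-14k19.8 were DEGs in none of the late comparisons by edgeR with all groups in the fit. With only the 2 groups compared, kdr was down-regulated with C_low_ at 48 hpf and with C_high_ at 48 and 96 hpf, and cavin1b was up-regulated with sorafenib C_high_ at 96 hpf and rotenone C_low_ at 36 hpf. DESeq2 called si:ch211-14k19.8 with C_high_ at 36 and 48 hpf. In AUCI_95%_ per hour, clec14a had −0.421 and −0.207 with C_low_ and −0.672 and −0.348 with C_high_ of sorafenib in the 2 time frames, and aqp8a.1 −1.13 and −0.605 and −1.25 and −0.831. For si:ch211-14k19.8 it was between −0.308 and −0.117 and for mrc1a between −0.291 and −0.0303. That of MICALL2 was −0.561 and −0.383 with C_low_ and −0.215 and 0 with C_high_, that of ptgs1 0 and 0 with C_low_ and 0.0564 and 0.19 with C_high_, and that of cavin1b 0. For kdr it was −0.0576 and 0 with C_low_ and −0.445 and −0.0994 with C_high_ of sorafenib, and −0.213 and −0.111 with C_low_ and 0 and 0 with C_high_ of rotenone.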

While there are several genes that exhibit prolonged down-regulation in the late exposure with the TKIs (e.g. kdrl, clec14a, aqp8a.1) with almost no differential expression in the early exposure, there are genes that are regulated in the early but not in the late exposure scenario with SU4312 (e.g., ptgs1, micall2a, cavin1b), or genes that are regulated in opposite directions and at different ages of the embryo (e.g., si:ch211-14k19.8, mrc1a, kdr). While we describe this exemplarily for genes of the blood vasculature gene set, this was also observed for genes related to other biological functions. Rotenone exposure showed the lowest number of affect genes and terms over all scenarios, and only few angiogenesis-related genes were differentially expressed.

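In 5 of 6 pairs of the same age and concentration level, edgeR called fewer DEGs with rotenone than with sorafenib; the exception is C_low_ at 36 hpf, with 21 against 11. With RLE scaling that pair was no exception (3 against 12). With T51 added, rotenone had more DEGs with C_low_ at 48 hpf (349 against 325). Without replicates T16, T37 and T49, C_high_ at 48 hpf is a further exception, with 340 against 254. By AUCI_95%_ rotenone had the lower count in 2 of 4 pairs. With C_low_ 4047 and 2405 genes were over the cutoff in the 24–72 hpf and 72–96 hpf time frames, against 1273 and 987 with sorafenib, and with C_high_ 2047 and 1430 against 2166 and 4892. The early libraries, when added with hours of exposure as the time, moved 7 of the 8 counts, for sorafenib C_low_ to 4784 and 5504 and for rotenone C_low_ to 389 and 267, and reversed the order of the substances in all 4 pairs. When added with age as the time they moved 1 count, that of sorafenib C_high_ in the later time frame, to 1964. With age as the time, rotenone had the higher count with C_high_ in the first time frame too (1946 against 1582), and so it had with T51 added (2624 against 2511), which leaves it lower in 1 of 4 pairs. The counts with rotenone C_low_ were 1726 and 1248 without replicate T49, and 3970 in the later time frame without T47. With sorafenib C_high_ the count of the first time frame was 3628 without replicate T16. In simulated libraries without an effect, between 1681 and 1698 genes on average were over the cutoff in the first time frame and between 1298 and 1322 in the other (20 simulations per count, DMSO libraries redrawn). With the measured DMSO libraries kept it was between 472.9 and 483.4 and between 329.8 and 336.8. In 100 draws of the group labels at each age, the real grouping included, counts as large as with rotenone C_low_ were found in 26 and 20 draws and as large as with rotenone C_high_ in 11 and 2. For each of the 4 sorafenib counts it was the real grouping alone. Of the 40 endothelial genes, 3 were over the cutoff as lower and 6 as higher with rotenone C_low_ in the first time frame, and 1 as lower with C_high_.

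**Figure D3:**
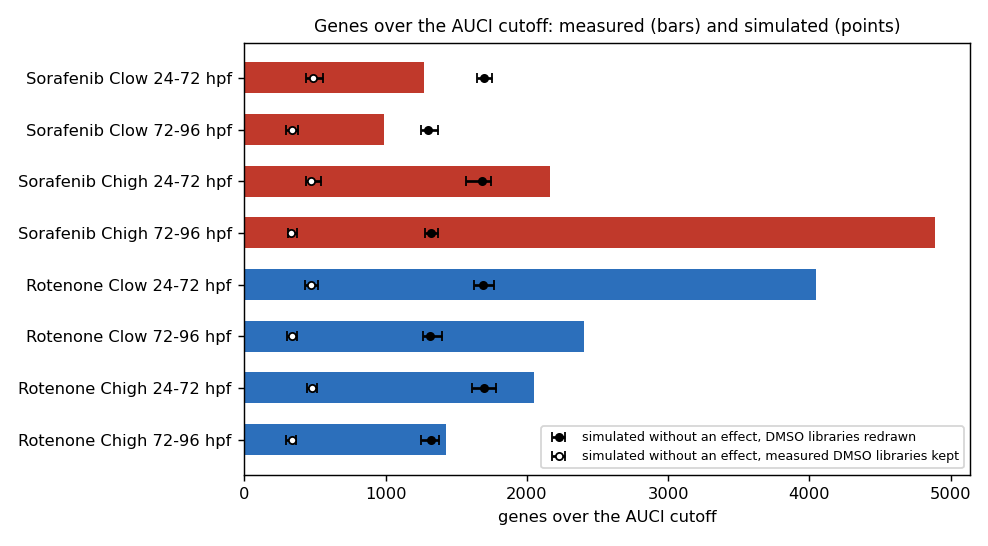
Number of genes over the AUCI_95%_ cutoff with each substance, concentration and time frame (bars) and in simulated libraries without an effect (points, mean; whiskers, lowest to highest of 20 simulations), with the DMSO libraries redrawn (filled) or the measured DMSO libraries kept (open). The bars with sorafenib C_low_, 1273 and 987, lie below the filled points and their whiskers, and the other 6 bars lie above them, from 1430 against at most 1375 (rotenone C_high_, 72–96 hpf) to 4892 against at most 1373 (sorafenib C_high_, 72–96 hpf). With rotenone C_low_ it is 4047 against at most 1764 and 2405 against at most 1402. Without replicates T16, T37 and T49, which the figure does not show, sorafenib C_low_ lies above too, with 2113 against 1163 to 1240 and 1893 against 841 to 935 in simulations with the spread of the other libraries.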

### Relation of gene expression and internal concentrations

We measured the uptake SU4312 into the ZFE over time and compared the internal concentration time course with the gene expression patterns (Fig. 7, Supplementary file 17). The analysis was limited to SU4312 due to weak sensitivity of the analytical protocols of the other compounds. SU4312 showed a faster uptake with a peak between 48 and 72 hpf and a subsequent reduction of internal concentration (Fig. 7D, E). Comparing the gene expression patterns of all affected genes with the internal concentration dynamics indicates a limited relation. SU4312 showed the highest number of differentially expressed genes within 48 and 72 hpf and a decline afterwards (Fig. 7A, B). This aligns with the dynamics of the measured respective internal concentration dynamics that show the highest concentrations in this time frame (Fig. 7D, E). 

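Of the genes over the AUCI_95%_ cutoff in the late exposure scenario, up-regulated ones made up 48.2% and 44.3% with sorafenib C_low_ in the 24–72 hpf and 72–96 hpf time frames and 53.7% and 42.9% with C_high_. With rotenone it was 43.7% and 39.0% with C_low_ and 44.7% and 42.9% with C_high_. In numbers, sorafenib C_high_ had 1164 up-regulated and 1002 down-regulated genes in the first and 2097 and 2795 in the other time frame, and rotenone C_low_ 1770 and 2277 and 938 and 1467. Summed over all 20082 modelled genes, without the cutoff, the AUCI_95%_ per hour was 127.2 up and −125.1 down for sorafenib C_low_ in the first time frame. For sorafenib C_high_ in the other time frame this sum was 516.7 and −642.1. For rotenone C_low_ it was 288.9 and −449.2 in the first time frame. Among the DEGs of edgeR the share of up-regulated genes was 76.1% with sorafenib C_high_ at 36 hpf, 49.0% at 48 hpf and 35.6% at 96 hpf, and 74.4%, 52.3% and 37.8% with RLE in place of TMM scaling. With sorafenib C_low_ it was 27.3%, 38.6% and 20.0%, of at most 44 DEGs. With rotenone C_high_ it was 76.04% at 36 hpf and 71.4% at 48 hpf, and the 21 DEGs with C_low_ at 36 hpf were all up-regulated (679 up-regulated and 142 down-regulated without replicates T16, T37 and T49). Without replicates T16, T37 and T49 the DEGs were nearer to balance with sorafenib C_high_ at 36 hpf (1384 up-regulated and 1324 down-regulated) and 96 hpf (4187 and 3927) and further from it at 48 hpf (146 and 108), and with rotenone C_high_ at 48 hpf the larger part turned to down-regulated (137 and 203).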

As observed earlier for SU4312, it becomes obvious and remarkable also for sorafenib and rotenone, that up-regulation and down-regulation seem to always be balanced in the ZFE.

**Fig. 7:**
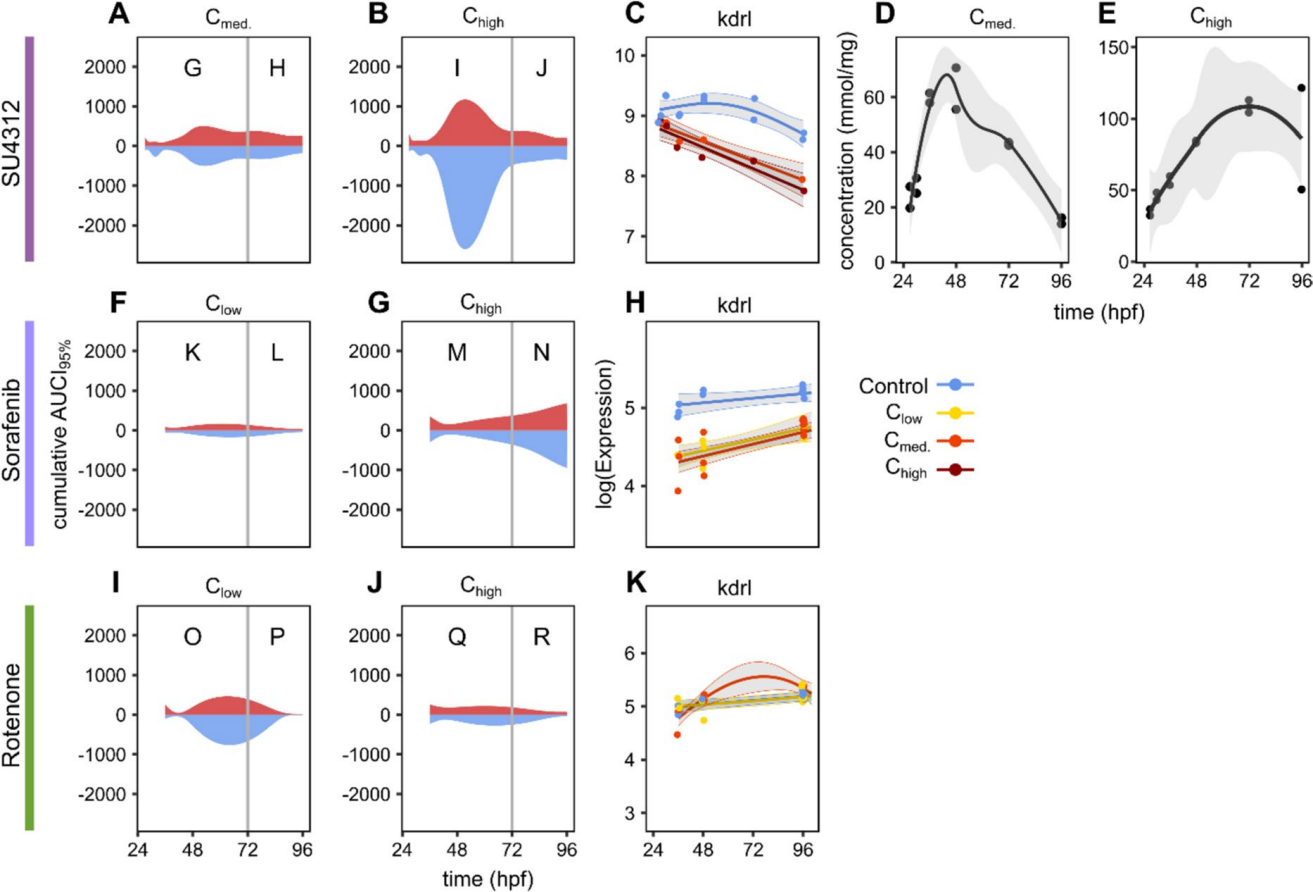
Global profile of temporal transcriptional changes and bioaccumulation following exposure to **A**–**E** SU4312, **F**–**H** sorafenib and **I**–**K** rotenone. Cumulative AUCI_95%_ profiles added for all genes. Areas above zero in red relate to up-regulated genes, areas below zero in blue to down-regulated genes. Bioaccumulation for late exposure condition (start at 24 hpf) of SU4312 over time. Expression profiles of *kdrl* in response to **C** SU4312, **H** sorafenib and **K** rotenone exposure. Colors indicate exposure concentrations

The TKIs, SU4312 and sorafenib are designed to bind to the human VEGFR2 with high affinity. As the structure of the kinase domain is conserved across species, it can be assumed that the TKIs also bind to the zebrafish receptor. The gene expression of *kdrl*, the zebrafish ortholog, measured after exposure with the two TKIs and with rotenone, a potential angiogenesis disruptor that does not directly bind to the receptor, is shown in Fig. 7. 

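In DMSO, kdrl (ENSDARG00000105215) had 32.54 ± 1.91 CPM at 36 hpf (SD, n = 3), 38.84 ± 0.860 at 48 hpf (n = 2) and 34.31 ± 1.37 at 96 hpf (n = 3) in the late exposure scenario. With sorafenib C_low_ it was 21.83 ± 0.114, 22.96 ± 3.03 and 24.61 ± 1.93 CPM (SD, n = 3), and with C_high_ 20.74 ± 5.02, 22.20 ± 4.73 and 24.59 ± 1.54. The log2 fold changes were −0.58, −0.76 and −0.48 with C_low_ (standard errors 0.12, 0.14 and 0.12), with adjusted p-values of 0.0552, 0.00688 and 0.629 from edgeR. With C_high_ they were −0.64, −0.81 and −0.48, with adjusted p-values of 0.00245, 0.000794 and 0.00327. Every sorafenib library lay below every DMSO library of its age. The value for C_low_ at 36 hpf passed the threshold with DESeq2 and with RLE scaling, and that for C_high_ at 36 hpf missed it in the fit of only the 2 groups compared. At 48 hpf the call with C_low_ was lost without T54, T55 or T60, with log2 fold changes between −0.84 and −0.66 over all leave-one-out fits. After the early exposure to sorafenib kdrl had 26.01 ± 1.07 CPM (SD, n = 4) against 34.75 ± 1.33 in DMSO (n = 3), a log2 fold change of −0.42 (standard error 0.11, adjusted p = 0.70). The 2 scenarios differed at 96 hpf by 0.06 on the log2 scale (standard error 0.17, adjusted p = 0.89).

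**Figure D4:**
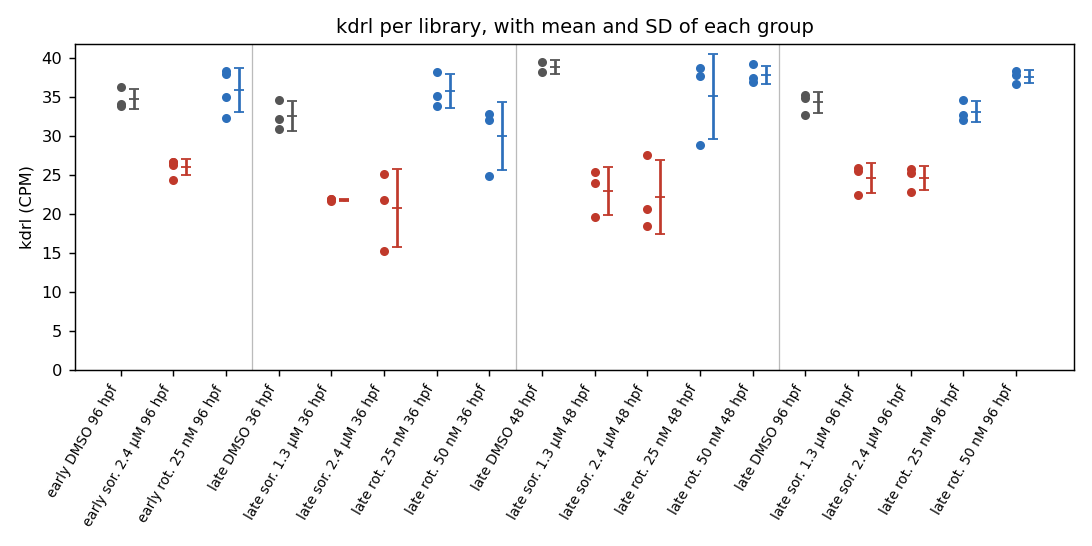
CPM of kdrl in each library (points) with the mean and SD of each group, by scenario, age and treatment. Sorafenib means of the late exposure scenario lie between 20.74 and 24.61 CPM and the DMSO means between 32.54 and 38.84 CPM.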

While no differential expression was observed in the early scenario with SU4312 (Supplementary file 3), a down-regulation with all concentrations was observed in the late exposure scenarios with SU4312 as well as with sorafenib (Fig. 7C and H). 

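From 36 to 96 hpf the log2 fold change of kdrl with sorafenib differed by 0.10 with C_low_ (standard error 0.17, adjusted p = 1) and by 0.16 with C_high_ (standard error 0.17, adjusted p = 0.586), so no change between these ages was detectable by edgeR. Changes from or to 48 hpf were not tested. The AUCI_95%_ per hour of kdrl was −0.416 in the 24–72 hpf and −0.298 in the 72–96 hpf time frame with C_low_, and −0.479 and −0.315 with C_high_, over the cutoff in each case and in all leave-one-out fits.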

While SU4312 caused a down-regulation that is decreasing over the exposure duration, the effect of sorafenib on *kdrl* expression is rather stable over time. 

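With rotenone in the late exposure scenario kdrl had 35.72 ± 2.18, 35.08 ± 5.44 and 33.10 ± 1.36 CPM (SD, n = 3) at 36, 48 and 96 hpf with C_low_, and 29.93 ± 4.35, 37.81 ± 1.20 and 37.58 ± 0.835 with C_high_. Its log2 fold changes were 0.13, −0.15 and −0.05 (adjusted p = 0.907, 0.666 and 1) and −0.12, −0.04 and 0.13 (adjusted p = 0.697, 1 and 1), and the AUCI_95%_ per hour was 0 with both concentrations in both time frames. Against rotenone C_high_, sorafenib C_high_ lowered kdrl further by −0.53, −0.77 and −0.61 on the log2 scale at the 3 ages (adjusted p = 0.00649, 0.000113 and 0.000238), a difference tested in the same fit.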

No significant effect was observed with rotenone on the expression of *kdrl* (Fig. 7K). Next to the interference of chemicals with the proteins and respective pathways, such expression patterns can also be determined by the internal concentrations of compounds and their toxicokinetic properties.

## Discussion

The effects of chemicals are mediated via an initial molecular interaction and are translated via key events to adverse outcomes. This principle, as described by the adverse outcome pathway (AOP) concept (Ankley et al. 2018), allows to predict adverse effects from the measurement of key events. Various molecular initiating events often converge in single key events and assessment of the molecular responses, e.g., via transcriptional profiling, can support in unraveling the underlying mechanisms and increase confidence in the key events and their translation into adverse effects. Furthermore, transcriptional responses could represent biomarkers for the involved key events (Saarimäki et al. 2023). Transcriptional responses can be very dynamic and may change as a function of exposure concentration and time. Most transcriptomic studies perform static exposure scenarios, where only one time point and additionally, long exposure durations are used and the single transient transcriptomic pattern is then measured at the end of the exposure period (Oh et al. 2014; Gloss et al. 2017). Our results showed that transcriptional responses change dynamically and that focus on a selected stage of analysis may not reveal the responses reflecting the mechanism of action and could lead to incorrect conclusions. The method developed and applied here, makes use of generalized additive models (GAMs), which are flexible enough to capture dynamics of gene expression over time, while also yielding informative model parameters should they be of interest. Other methods to analyze time series gene expression data often use an F-statistic on the relevant coefficients of a model to determine differential expression, and while this results in a list of DEGs, it does not give information on directionality or exact time frames of regulation (Oh and Li 2021; Michna et al. 2016). Existing methods that detect time frames of differential gene expression are not implemented in gene expression analysis tools and are not further developed (Heinonen et al. 2015). By calculating average differences over time between control and treatment curves from GAMs, it allowed us to determine differential expression with high temporal resolution as well as to compare up- and down-regulation over time. Several studies have highlighted the dynamic transcriptomic approach during zebrafish embryogenesis (Aanes et al. 2014; Rauwerda et al. 2017), however, only few studies explain the dynamic changes after chemical exposure (Schüttler et al. 2019).

Therefore, in this study, we investigated the responses of the zebrafish transcriptome over time using anti-angiogenesis as a case study for the assessment of potential teratogenic effects. Zebrafish embryos were exposed to the model anti-angiogenic TKIs SU4312, sorafenib. Despite their primary design to bind VEGFR2, sorafenib and SU4312 are multi-targeted kinase inhibitors with affinities for other targets, such as PDGFR, EGFR, HER-2, IGF (SU4312), and FGFR1, KIT, and c-KIT (sorafenib) (Gotink and Verheul 2010; Sun et al. 1998). Both TKIs are categorized as type 2 kinase inhibitors, and indirectly compete with ATP by occupying the hydrophobic ATP binding pocket (Sun et al. 1998). We observed similarities and differences in transcriptomic responses driven by different exposure scenarios. Similarities were noted between SU4312 and sorafenib in the late exposure scenario but not in the early exposure scenario, likely due to their above-mentioned differing binding affinities.

The magnitude and type of chemical effects in a developing organism can largely depend on the time window of exposure (Wilson 1965). In an earlier study, we observed that exposure to anti-angiogenic chemicals caused less gross morphological effects and lethality, when the exposure is induced after the first 24 h of development (Nöth et al. 2024), yet inhibition of angiogenesis was prominently affected regardless of exposure start time. We hypothesized that transcriptional profiling with later exposure start times would result in more specific effects due to weaker confounding changes in the transcriptome. Indeed, the transcriptional changes in the late exposure scenario showed a stronger association with the known anti-angiogenic mode of action and less unspecific effects, and hence, confirms the specificity that was observed earlier with the morphological effects. Comparing the functional terms in the SU4312 exposure duration from 2 to 24 hpf with a meta-analysis of 60 compounds targeting different modes of action (Schüttler et al. 2017) showed similar functional terms related to homeobox, musculature, and crystallin as in our findings. Especially within the first 24 h axis patterning, germ layer formation, and organogenesis is taking place and is a highly conserved mechanism. Additionally, dynamic changes in metabolites were observed between early (2hpf) and 24 hpf old zebrafish and are clearly stage-specific during further development (Dhillon et al. 2019). Disruption of these conserved developmental processes might result in similar developmentally toxic profiles regardless of the compounds’ mode of action. Although we observed an anti-angiogenic response after an early sorafenib exposure, it was not observed after an early exposure to SU4312. Therefore, we concluded that this exposure design has a limited capacity to indicate inhibition of angiogenesis.

We compared the responses of the TKI inhibitors to the insecticide rotenone, a potential inhibitor of angiogenesis (McCollum et al. 2017). The zebrafish embryo model indicates only a mild inhibition of angiogenesis in the tested concentration range (Supplementary file 2). However, we observed additional morphological changes similar to those observed by Melo et al. (2015) who described cardiac edema, tail deformities, loss of equilibrium, and a general developmental delay characterized by lack of tail detachment, delayed somite formation, yolk sac absorption, and lack of pigmentation. The known major mode of action of rotenone is the inhibition of complex I in the electron transport chain of mitochondria (Li et al. 2003). It causes a mild depletion on ATP-level, oxidative stress and death caused by specific interaction to complex I. rotenone-induced oxidative stress is described to play a role in angiogenesis (Lu et al. 2015). This suggests a potential link between ATP depletion and angiogenesis disruption. Furthermore, the production of reactive oxygen species (ROS), which is influenced by ATP levels, is involved in angiogenesis (Li et al. 2003). This agrees with our data, as we observed differentially expressed genes that are connected to oxidative stress and GTH depletion after rotenone exposure. However, only few blood-vessel-specific genes were significantly differentially expressed after rotenone exposure, indicating that the anti-angiogenic effect may rather represent a secondary effect.

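Of the list for oxidative stress and glutathione (16 genes), 15 were higher with rotenone C_low_ at 48 hpf in the late exposure scenario (median log2 fold change 0.23, camera adjusted p = 0.00671), with 0 DEGs and 0 adjusted over the list alone. The fry adjusted p was 0.705, and without replicate T49 camera gave 0.188. In the other rotenone comparisons, the early one included, the camera adjusted p was between 0.211 and 1. Over the AUCI_95%_ cutoff as higher were 2 of 16 genes with C_low_ in the 24–72 hpf and 0 in the 72–96 hpf time frame, and 1 in each with C_high_. From the low number of blood-vessel-specific DEGs after rotenone, the paper proposes that the anti-angiogenic effect is secondary.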

Transcriptional change can also reflect changes in the internal concentrations. Peak concentration and a decline with prolonged exposure indicate an induction of biotransformation (Kühnert et al. 2013; Edwards et al. 2002). This was indicated by the internal concentration profile of SU4312, supported by the increase in gene expressions related to metabolic pathways (liver X receptor (LXR) and pregnane X receptor (PXR)) and a strong up-regulation of CYP1a. 

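The list of LXR targets (16 genes) passed the threshold once, with rotenone C_high_ at 36 hpf, where 12 genes were lower (median log2 fold change −0.22, camera adjusted p = 0.0498, 0 DEGs and 0 adjusted over the list alone). It was lost under fry and in 5 of 6 leave-one-out fits, with 0.125 without replicate T40. With sorafenib C_high_ at 96 hpf 5 LXR targets were up-regulated and 6 down-regulated DEGs, counts that are the same adjusted over the list alone (median 0.15, adjusted p = 0.442). PXR targets (10 genes) passed the threshold in no comparison by camera. With sorafenib C_high_ at 96 hpf 7 of 10 were lower and 5 of them DEGs, also adjusted over the list alone (median −0.54, camera adjusted p = 0.0827, fry adjusted p = 0.00183). Over the AUCI_95%_ cutoff with sorafenib C_high_ were 1 LXR target as lower and 4 as higher in the 24–72 hpf time frame and 3 and 6 in the 72–96 hpf time frame, of 14, and with C_low_ 0 as lower and 2 as higher in the first and none in the other. With rotenone these numbers were 3 and 1 and then 2 and 0 with C_low_, and 0 and 1 and then 1 and 1 with C_high_. Of 8 PXR targets, 2 or 3 were over the cutoff as lower with sorafenib in each time frame, and 1 as higher with C_high_ in the first. With rotenone 1 PXR target was over the cutoff as higher with each concentration in the first time frame, and none in the other. The gene cyp1a (ENSDARG00000098315) was down-regulated with sorafenib C_low_ at 48 hpf (log2 fold change −0.74, adjusted p = 0.027, lost in 4 of 5 leave-one-out fits) and with C_high_ at 48 hpf (−1.07, adjusted p = 0.000131, not past the threshold without the DMSO replicate T55, where it was −0.89) and 96 hpf (−0.38, adjusted p = 0.0423, lost in 5 of 6 leave-one-out fits).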

Especially sorafenib and rotenone show activation of LXR and PXR metabolic pathways. They are involved in transcription of lipid metabolism and inflammatory responses with a main function in liver protection (Timsit and Negishi 2007; Zelcer and Tontonoz 2006). For some TKIs a metabolization via the cytochrome P450 has been described (Hartmann et al. 2009). For example, sorafenib and sunitinib have been shown to be metabolized via CYP3A4, a target gene of the PXR, while the parent compound and active metabolite have similar biochemical activity and potency (Li et al. 2003; Houk et al. 2009). The changes in the expression profiles, particularly reduced magnitude of the responses, hence, may partially also reflect the decline in internal concentrations, but it is difficult to disentangle between a time-dependent expression dynamics and concentration-dependent effects.

CYP1a expression does start around 24 hpf in developing zebrafish (Saad et al. 2016; Kühnert et al. 2017), and the highest mRNA levels can be found in the cardiovascular system (Otte et al. 2010). This indicates a connection between CYP1a expression and the vascular system is underlined, e.g., by observations with TCDD exposures that induced CYP1A levels and vascular malformations in early zebrafish development. Nevertheless, CYP1A is known as a general response after xenobiotic chemical exposure (Esteves et al. 2021) and therefore not a suitable angiogenesis specific biomarker candidate.

We observed changing numbers of up- and down-regulated DEGs over time. This might be due to fast changes of transcriptional patterns during early embryogenesis (Samrani et al. 2023). In this study, two basic expression patterns can often be observed. First impulse patterns where up- or down-regulation is followed by a return to basal levels over time. The SU4321 early exposure showed this type of expression for several genes within the first 24 h of exposure. Second, in sustained patterns the gene remains up- or down-regulated mainly observed in late exposure scenarios of SU4312, sorafenib and rotenone. These findings reflect the complex and highly dynamic gene expression responses after chemical exposure, which can only be observed with a time-resolved study design. Furthermore, the internal concentrations of our test compounds and the number and level of response of DEGs appear to be correlated. 

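With rotenone in the late exposure scenario edgeR called 21, 0 and 0 DEGs with C_low_ at 36, 48 and 96 hpf (2008, 1792 and 223 genes at an unadjusted p under 0.05; 150, 0 and 0 by DESeq2). With C_high_ it called 96, 21 and 1 (3622, 1577 and 853 at an unadjusted p under 0.05; 485, 73 and 7 by DESeq2). With C_high_ the counts did not decline steadily in these settings: the fit of only the 2 groups compared gave 0, 2 and 58, and the fit without replicates T16, T37 and T49 gave 34, 340 and 45, and with T51 added the count at 48 hpf rose to 495, above that at 36 hpf. With C_low_ the first 2 of these gave 1912, 0 and 0, and 821, 0 and 0, and with T51 added there were 3 at 36 hpf and 349 at 48 hpf. The change itself, 96 against 36 hpf, was past the threshold for 0 genes with C_low_ by edgeR (1243 at an unadjusted p under 0.05; DESeq2 was not run on this contrast) and for 9 with C_high_, 3 of them higher and 6 lower at 96 hpf relative to 36 hpf. The counts depend on single libraries: with C_low_ at 36 hpf 0 were left without the DMSO replicate T29 and 36 without T23, with C_high_ at 36 hpf 10 without T29 and 1821 without T38, and with C_high_ at 48 hpf 1 without the DMSO replicate T54 and 53 without T63. At 96 hpf with C_high_ it was 11 without replicate T89. The single gene there is hbbe3, with 15.76 ± 11.85 CPM against 0.472 ± 0.322 in DMSO (SD, n = 3, log2 fold change 5.06, adjusted p = 5.59e-05). At 36 hpf with C_high_ the lowest p in each direction belonged to irf3 (log2 fold change 2.61, adjusted p = 0.000177, not called by DESeq2) and RBM12 (−0.39, adjusted p = 0.0037), and slc7a2 (−0.80, adjusted p = 0.00403) was lost without T37, where it was −0.68. None of these 3 was a DEG in the fit of only the 2 groups compared.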

The decreases of SU4312 and rotenone concentrations, potentially due to the above described metabolization, led to a decline of DEGs with longer exposure durations. 

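With sorafenib C_low_ in the late exposure scenario edgeR called 11, 44 and 5 DEGs at 36, 48 and 96 hpf (28, 72 and 6 by DESeq2). With C_high_ it called 540 at 36 hpf and 98 at 48 hpf (1169 and 155 by DESeq2). Without 1 replicate these counts ran from 1 (T34) to 14 and from 0 (T55) to 37 with C_low_ at 36 and 48 hpf, from 0 (T84) to 3 at 96 hpf, and from 119 (T30) to 3016 (T20) and from 9 (T55) to 164 (T45) with C_high_ at 36 and 48 hpf. Without the 3 outlying replicates named above, C_high_ gave 2708 DEGs at 36 hpf, 319 of the 540 among them, 254 at 48 hpf and 8114 at 96 hpf. The log2 fold changes at 96 and 36 hpf were compared directly. They differed for 0 genes with C_low_ by edgeR (813 at an unadjusted p under 0.05; DESeq2 was not run on this contrast) and for 3020 with C_high_, 868 higher and 2152 lower at 96 hpf relative to 36 hpf. Sorafenib C_high_ and rotenone C_high_ differed for 2317, 478 and 4666 genes at 36, 48 and 96 hpf. At 48 hpf with C_high_ the lowest p of an up-regulated DEG was that of irf1b (log2 fold change 2.01, adjusted p = 0.000113).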

The uptake of sorafenib was slower, and hence, the highest number of DEGs was observed at 96 hpf. How the biotransformation and potential transformation products influence the overall gene expression, the angiogenesis disruption, and specific transcriptomic responses needs further investigation. Comparing up- and down-regulation over time, we observed that the number of genes differentially expressed in both directions were typically balanced (see also Figs. 3 and 7). Exceptions were seen within the first 24 hpf following the SU4312 early exposure where more up-regulated than down-regulated genes were found, while the peak around 48 hpf in the late exposure scenario was dominated by down-regulated genes. Potentially, this may be a mechanism in an organism with a finite amount of available energy, where the up-regulation of chemical stress response processes is compensated by the down-regulation of developmental processes that are set on hold. Indeed, developmental delay is one of the most common phenotypic morphological observations in zebrafish embryos after chemical exposure (Teixidó et al. 2013). So far, this effect on the transcriptome has not yet been described and requires further investigations as it provides the potential to separate specific and unspecific responses in more detail in future.

Our data indicate that transcriptome analysis in the zebrafish embryo model has the potential to support the identification of the key event “Reduction of angiogenesis” (https://aopwiki.org/aops/43) and enable to identify interaction of chemicals of high relevance for human health. Mainly unspecific developmental toxicity in the early exposure scenario was observed, while a specific repression of vascular related genes could be identified clearly in the late exposure scenario. If the angiogenesis effect is a secondary effect, caused by another mode of action, the prediction of anti-angiogenesis biomarkers is limited. Furthermore, transcriptional responses are highly dynamic and identification of specific response patterns linked to key events depend on the selected exposure window and require a time resolved assessment. This study used anti-angiogenesis as proof of principle but the findings—with different sets of transcriptional responses—may apply for other mode of actions as well.

## Conflict of interest

The authors declare no conflict of interest.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (HTML 4466 KB)

Supplementary file2 (PNG 1632 KB)

Supplementary file3 (PNG 92 KB)

Supplementary file4 (PNG 58 KB)

Supplementary file 5 (TSV 4466 KB)

Supplementary file 6 (TSV 4466 KB)

Supplementary file 7 (TSV 4466 KB)

Supplementary file8

Supplementary file9

Supplementary file10

Supplementary file11

Supplementary file12 (PNG 1472 KB)

Supplementary file13

Supplementary file 14 (TSV 4466 KB)

Supplementary file15

Supplementary file 16 (TSV 4466 KB)

Supplementary file 17 (TSV 4466 KB)

## Data Availability

Transcriptomic datasets generated for this study were submitted to GEO (Accessions: GSE270294 and GSE270785). All other data is published as part of the supplement of this publication. All code used to conduct the analyses is available at https://codebase.helmholtz.cloud/ufz/tb3-cite/etox/itox/2022_zfaop_omics.

# Supplementary material for: Dynamics in zebrafish development define transcriptomic specificity after angiogenesis inhibitor exposure
**Source:** Arch Toxicol. 2025 Jan 9;99(4):1561–78. doi: 10.1007/s00204-024-03944-7
**Supplement:** Supplementary file 1 — Supplementary file1 (HTML 4466 KB)

Supplementary methods to “Dynamics in Zebrafish Development define Transcriptomic Specificity after Angiogenesis Inhibitor Exposure”

Code 

- Show All Code
- Hide All Code

# Supplementary methods to “Dynamics in Zebrafish Development define Transcriptomic Specificity after Angiogenesis Inhibitor Exposure”

#### Paul Michaelis, Julia Nöth, Janet Krüger, Stefan Scholz, Volker Haake, Stephan Schreiber, Lennart Schüler, Wibke Busch

```
library(limma)
library(mgcv)
library(splines)
library(enrichplot)
library(data.table)
library(igraph)
library(RCy3)
library(reticulate)
library(tidyverse)
library(DESeq2)
library(openxlsx)
library(ggh4x)
library(PoiClaClu)
library(gplots)
library(heatmap3)
library(cowplot)
library(eulerr)
library(reticulate)

knitr::opts_chunk$set(echo = T)
knitr::opts_chunk$set(message = F)
knitr::opts_chunk$set(warning = F)
knitr::opts_chunk$set(fig.align = 'center')
knitr::opts_knit$set(root.dir = '../')
knitr::knit_engines$set(python = reticulate::eng_python)
use_python('/usr/bin/python3')
```

```
t_theme = function(l_size = 1,
                   t_size = 12,
                   face = 'plain',
                   family = NULL,
                   legend_position = 'bottom',
                   title_size = 12) {
  
  t = element_text(size = t_size, colour = 'black', face = face, family = family)
  theme_classic() +
  theme(
    axis.line = element_blank(),
    axis.ticks = element_line(linewidth = 0.5),
    axis.text = t,
    axis.title = t,
    plot.title = element_text(face = face, size = title_size, family = family),
    legend.position = legend_position,
    legend.title = t,
    legend.text = t,
    strip.text = t,
    panel.border = element_rect(fill = NA, colour = 'black', size = l_size),
    panel.grid = element_blank(),
    strip.background = element_rect(fill = NA, colour = 'black', size = l_size),
    panel.background = element_blank(),
    axis.ticks.length = unit(0.6, 'mm')
  )
}
theme_set(t_theme())

# adds a worksheet to an excel file and writes a table into it (uses openxlsx)
add_data = function(wb, sheet_name, x) {
  addWorksheet(wb, sheet_name)
  writeData(wb, sheet_name, x = x)
}

# colours for plotting
conc_cols = list(C0 = 'cornflowerblue', C1 = 'gold1', C2 = 'orangered2', C3 = 'darkred')
conc_cols_vector = c(C0 = 'cornflowerblue', C1 = 'gold1', C2 = 'orangered2', C3 = 'darkred')
substance_cols = c(SU4312 = 'mediumorchid4', Sorafenib = 'lightslateblue', Rotenone = 'chartreuse4')
```

# 

## About

This document outlines the computational analysis for the paper
**Dynamics of Zebrafish Development after Angiogenesis Inhibitor
Exposure**. In this study, temporal differential expression
patterns for SU4312, Sorafenib (both tyrosine kinase inhibitors, binding
to the kinase domain of VEGFR2) and Rotenone (an insecticide and
potential vascular disruptor) were compared amongst each other and
across different exposure scenarios and concentrations. The document is
structured in four parts:

- In *Modelling* generalized additive models (GAMs) are
  computed for appropriate time-series data and differentially expressed
  genes (DEGs) are determined.
- *Global analysis* visualizes whole-transciptome expression
  patterns and bio-accumulation data
- *Enrichments* performs over-representation analyses (ORAs)
  for sets of DEGs and visualizes the results
- *Information* contains used packages and their versions

## Modelling

### SU4312 data

SU4312 Elists are loaded. There are separate ELists for early and
late exposure samples, as well as logFC ELists where logFC have been
calculated with respect to the mean of the relevant controls.

Probes with highest IQR are chosen as representatives of genes when
multiple probes map to the gene.

```
iqr = data_0$genes %>% 
  dplyr::select(ProbeName, ensembl_gene_id, external_gene_name) %>% 
  add_column(
    iqr_0 = data_0$E %>% apply(1, IQR),
    iqr_24 = data_24$E %>% apply(1, IQR)
  )
iqr = iqr %>% drop_na(ensembl_gene_id) %>% group_by(ensembl_gene_id) %>% 
  summarise(
    probe_0 = ProbeName[which.max(iqr_0)],
    probe_24 = ProbeName[which.max(iqr_24)]
  )

saveRDS(iqr, 'data/iqr_probes.rds')
```

Subsetting the ELists.

```
data_0 = data_0[rownames(data_0) %in% iqr$probe_0, ]
rownames(data_0) = data_0$genes$ensembl_gene_id
data_24 = data_24[rownames(data_24) %in% iqr$probe_24, ]
rownames(data_24) = data_24$genes$ensembl_gene_id

data_0_logfc = data_0_logfc[rownames(data_0_logfc) %in% iqr$probe_0, ]
rownames(data_0_logfc) = data_0_logfc$genes$ensembl_gene_id
data_24_logfc = data_24_logfc[rownames(data_24_logfc) %in% iqr$probe_24, ]
rownames(data_24_logfc) = data_24_logfc$genes$ensembl_gene_id
```

Several functions for fitting and plotting the models, and other
viualisations are loaded.

```
source('scripts/functions/fit_splines.R')
source('scripts/functions/enrichment.R')
source('scripts/functions/visualisations.R')
```

The Generalized Additive Models (GAMs) are fitted for both datasets.
`fit_gam_batch()` uses `mgcv::gam()` to model each
gene’s expression over time for each concentration level. *k*, as
the parameter defining the number of dimensions of the basis of the
smooth term of the GAMs is chosen to be the same as the number of time
points in the data.

```
fits_0_gam = fit_gam_batch(data_0, rownames(data_0), k = 10)
saveRDS(fits_0_gam, file = 'data/gam/gam_fits_0_probes.rds')

fits_24_gam = fit_gam_batch(data_24, rownames(data_24), k = 6)
saveRDS(fits_24_gam, file = 'data/gam/gam_fits_24_probes.rds')
```

The models calculated above are used to simulate 10.000 curves for
each model, using model parameters pulled from a multivariate normal
distribution according to estimated parameters of the original model.
Treatment curves are then subtracted from control curves to calculate
the simulated mean difference to the control over time, as well as its
95% confidence interval (CI).

```
diff_0_gam = gam_sim_diff_batch(data_0, rownames(data_0), k = 10)
saveRDS(diff_0_gam, 'data/gam/gam_diff_0_probes.rds')

diff_24_gam = gam_sim_diff_batch(data_24, rownames(data_24), k = 6)
saveRDS(diff_24_gam, 'data/gam/gam_diff_24_probes.rds')
```

Using the CIs from the simulations, the difference of the lower band
of the CI (or upper band if the gene is down-regulated) to zero is
calculated at each hour in the exposure duration. These values can then
be aggregated to get the AUCI95%, the area under the 95% CI,
which is used as an effect measure in this study.

```
ci_diff_0_gam = get_sim_CI_diffs(diff_0_gam, rownames(data_0)) %>% 
  add_column(exposure = 'early') %>% 
  add_column(substance = 'SU4312') %>% 
  add_column(ensembl_gene_id = .$gene)
saveRDS(ci_diff_0_gam, 'data/gam/gam_ci_diff_0.rds')

ci_diff_24_gam = get_sim_CI_diffs(diff_24_gam, rownames(data_24)) %>% 
  add_column(exposure = 'late') %>% 
  add_column(substance = 'SU4312') %>% 
  add_column(ensembl_gene_id = .$gene)
saveRDS(ci_diff_24_gam, 'data/gam/gam_ci_diff_24.rds')
```

Gene annotation is added.

```
ci_diff_0_gam = ci_diff_0_gam %>% 
  left_join(data_0$genes[, c('ProbeName', 'ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id'))
ci_diff_24_gam = ci_diff_24_gam %>%
  left_join(data_0$genes[, c('ProbeName', 'ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id'))
```

Visualisation of the data using principal component analysis. Samples
cluster by time point instead of concentration level, indicating this is
the strongest variable determining expression.

```
pca_data = function(elist) {
    pca = prcomp(t(na.omit(elist$E)))
    df = pca$x[, 1:3] %>% as_tibble()
    df
}

pca_0 = pca_data(data_0) %>% 
  add_column(time_hpf = data_0$targets$time_hpf,
             exposure = as.factor(data_0$targets$start_hpf),
             c_lvl = data_0$targets$concentration_level)

pca_24 = pca_data(data_24) %>% 
  add_column(time_hpf = data_24$targets$time_hpf,
             exposure = as.factor(data_24$targets$start_hpf),
             c_lvl = data_24$targets$concentration_level)

plot_grid(
  pca_0 %>% ggplot(aes(x = PC1, y = PC2, colour = factor(time_hpf), label = c_lvl)) +
    geom_point(size = 5) +
    geom_text(colour = 'black', size = 3) +
    ggtitle('PCA SU4312 early exposure'),
  pca_24 %>% ggplot(aes(x = PC1, y = PC2, colour = factor(time_hpf), label = c_lvl)) +
    geom_point(size = 5) +
    geom_text(colour = 'black', size = 3) +
    ggtitle('PCA SU4312 late exposure'),
  ncol = 2
)
```

The model for the late exposure of cyp1c1 is visualised below.
Compared to the control curve in blue, in the SU4312 treatment cyp1c1 is
up-regulated for most of the exposure duration. The second subfigure
shows the mean difference over time from the simulations and the hatched
area signifies the AUCI95%.

```
g = 'ENSDARG00000101195' # cyp1c1
c_lvl = 'C2'
plot = cowplot::plot_grid(
  plot_gam(g, data_24, c_lvl, start_hpf = 24, time = 'time_hpe') + ggtitle('') + theme(legend.position = 'none'),
  plot_gam_diff(g, data_24, c_lvl) +
    ggpattern::geom_area_pattern(
      data = ci_diff_24_gam[ci_diff_24_gam$gene == g &
                             ci_diff_24_gam$contrast == c_lvl,],
      mapping = aes(x = t, y = diff),
      stat = 'identity',
      fill = 'white',
      colour = 'grey70',
      # width = 1,
      pattern = 'stripe',
      pattern_density = 0.05,
      pattern_fill = 'grey70',
      pattern_spacing = 0.02,
      pattern_angle = -45
    ) +
    ggtitle('') +
    theme(legend.position = 'none'),
  labels = LETTERS[1:2],
  scale = 0.95
)

ggsave('results/figures_final/fig0_gam_example/splines_example_cyp1c1_C2.svg', plot = plot, 'svg', width = 18, height = 8, units = 'cm', bg = 'white')

plot
```

The CI differences calculated above are summarised. For each gene and
concentration of SU4312 these tables contain the AUCI95%, the
AUCI95%/h, which is the AUCI95% normalised with
the exposure duration in hours, the duration of differential expression,
the time point at maximal differential expression and the direction of
differential expression.

```
sig_summ_0_p = ci_diff_0_gam %>% 
  filter(diff != 0) %>% 
  group_by(gene, contrast) %>% 
  summarise(
    auci = sum(diff),
    auci_per_h = sum(diff) / 93,
    duration = sum(diff != 0),
    tmax = t[which.max(abs(diff))],
    direction = diff[which.max(abs(diff))] %>% sign(),
    .groups = 'drop'
  ) %>% 
  left_join(data_0$genes[, c('ProbeName', 'ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id'))

sig_summ_24_p = ci_diff_24_gam %>% 
  filter(diff != 0) %>% 
  group_by(gene, contrast) %>% 
  summarise(
    auci = sum(diff),
    auci_per_h = sum(diff) / 69,
    duration = sum(diff != 0),
    tmax = t[which.max(abs(diff))],
    direction = diff[which.max(abs(diff))] %>% sign(),
    .groups = 'drop'
  ) %>% 
  left_join(data_0$genes[, c('ProbeName', 'ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id'))

saveRDS(sig_summ_0_p, 'data/gam/gam_sig_summ_0.rds')
saveRDS(sig_summ_24_p, 'data/gam/gam_sig_summ_24.rds')
```

To determine differentially expressed genes a cutoff on the
AUCI95%/h is chosen. To do this, a random selection treatment
and control curves were generated and labelled as differentially
expressed or not differentially expressed by visual inspection. With
this boolean variable and the associated AUCI95%/h values,
one can determine an optimal cutoff for the AUCI95%/h,
i.e. the AUCI95%/h where the fewest curves are wrongly
classified. Since there is only one variable over which to optimise this
function, this was done using a brute force algorithm.

```
samples_0 = sig_summ_0_p %>% dplyr::select(gene, contrast, auci_per_h) %>% 
  slice_sample(n = 150) %>% 
  add_column(id = paste(.$gene, .$contrast, sep = '.')) %>% 
  add_column(exp_start = 0)
samples_24 = sig_summ_24_p %>% dplyr::select(gene, contrast, auci_per_h) %>% 
  slice_sample(n = 150) %>% 
  add_column(id = paste(.$gene, .$contrast, sep = '.')) %>% 
  add_column(exp_start = 24)

write_tsv(samples_0, 'data/find_cutoff/sample_0.tsv')
write_tsv(samples_24, 'data/find_cutoff/samples_24.tsv')

pdf('data/find_cutoff/sample_0.pdf')
for (g in samples_0$gene) {
  print(plot_gam(g, data_0, c('C0', as.character(samples_0$contrast[samples_0$gene == g]))))
}
dev.off()
pdf('data/find_cutoff/sample_0.pdf')
for (g in samples_24$gene) {
  print(plot_gam(g, data_24, c('C0', as.character(samples_24$contrast[samples_24$gene == g]))))
}
dev.off()
```

```
#!/usr/bin/env python3
from pathlib import Path
import numpy as np
import pandas as pd
from scipy.optimize import brute
import matplotlib.pyplot as plt

VERBOSE = False
PATH = Path('data/find_cutoff/')
FILENAME_0 = PATH / 'sample_0.tsv'
FILENAME_24 = PATH / 'sample_24.tsv'

# initial cutoff guess
CUTOFF_0 = 0.01
# cutoff bounds for the estimation
BOUNDS = ((0.0, 1.0),)
# step size (calc. as `CUTOFF_0 * DIFF_STEP`)
# important for descrete problems, like this one
DIFF_STEP = 0.01

def read_data(filename: Path) -> pd.DataFrame:
    """Read data from tsv file `filename`."""
    df = pd.read_csv(filename, sep='\t')
    df['is_sig'] = df['is_sig'].map({'T': True, 'F': False})
    return df

def test_cutoff(
    cutoff: list,
    values: np.ndarray,
    significance: np.ndarray
) -> float:
    """Calculate no. of wrong significances, given `cutoff`.

    The fct. `brute` minimizes functions, therefore this fct. returns
    the no. of wrong significances.
    """
    if type(cutoff) != type([1]):
        cutoff = [cutoff]
    return float(len(values) - ((values > cutoff[0]) == significance).sum())

def post_processing(df, cutoff, verbose):
    wrong_sig = df[~(df.ci_per_h > cutoff) == df.is_sig]
    print(
        f'{len(wrong_sig)}/{len(df)} significance '
         'values could not be matched with optimal cutoff value.'
    )
    if verbose:
        print(f'Not matching:\n{wrong_sig}')

def manual_fit(df: pd.DataFrame) ->  None:
    """Manually test different cutoff values, just for testing."""
    min_c = np.nan
    min_value = len(df.ci_per_h)
    # adjust values here
    for c in np.arange(0, 0.3, 0.001):
        val = test_cutoff([c], df.ci_per_h, df.is_sig)
        if val < min_value:
            min_c = c
            min_value = val
    
    print(f'Min value = {min_value}, Best cutoff value: {min_c:.3}')

def get_opt_cutoff(cutoff_start, bounds, df):
    """Wrapper for least squares method"""
    res = brute(
            test_cutoff,
            ranges=bounds,
            args=(np.array(df.ci_per_h), np.array(df.is_sig))
    )
    return res[0]

dfs = {
    'Early Exposure': read_data(FILENAME_0),
    'Late Exposure': read_data(FILENAME_24),
}
# append the df's and add another entry to dict `dfs` to test all
dfs['All'] = pd.concat(dfs.values()).reset_index(drop=True)

for n in dfs:
    print(n)
    res = brute(
        test_cutoff,
        ranges=BOUNDS,
        args=(np.array(dfs[n].ci_per_h), np.array(dfs[n].is_sig)),
    )
    cutoff_opt = res[0]

    print(f'Optimal cutoff value: {cutoff_opt:.3}')
    post_processing(dfs[n], cutoff_opt, VERBOSE)
    print()
```

```
## Early Exposure
## Optimal cutoff value: 0.05
## 34/150 significance values could not be matched with optimal cutoff value.
## 
## Late Exposure
## Optimal cutoff value: 0.0474
## 20/150 significance values could not be matched with optimal cutoff value.
## 
## All
## Optimal cutoff value: 0.0467
## 53/300 significance values could not be matched with optimal cutoff value.
```

```
# data frame with a sequence of potential starting cutoffs
opt_cutoff_df = pd.DataFrame()
opt_cutoff_df['cutoff_0'] = np.arange(0.0001, 0.5, 0.001)
# optimal cutoffs are calculated for the sequence of starting values
opt_cutoff_df['opt_cutoff'] = opt_cutoff_df['cutoff_0'].apply(
    get_opt_cutoff,
    args = (BOUNDS, dfs['All'])
)
# number of wrongly classified curves using the sequence of starting values as cutoffs
opt_cutoff_df['class_wrong_n'] = opt_cutoff_df['cutoff_0'].apply(
    test_cutoff,
    args = (np.array(dfs['All'].ci_per_h), np.array(dfs['All'].is_sig))
)
# getting the cutoffs with the lowest number of misclassified curves
min_cutoffs = list(opt_cutoff_df['cutoff_0'][opt_cutoff_df['class_wrong_n'] == 
    min(opt_cutoff_df['class_wrong_n'])])

# plot of starting guesses vs number of wrongly classified curves
plt.figure('Wrongly classified curves vs. cutoff')
plt.plot(opt_cutoff_df['cutoff_0'], opt_cutoff_df['class_wrong_n'])
plt.xlabel('cutoff')
plt.ylabel('number of wrongly classified curves')
plt.axvspan(
    xmin = min_cutoffs[0],
    xmax = min_cutoffs[len(min_cutoffs)-1],
    alpha = 0.5
)
plt.annotate(
    f'Optimal cutoff range: {min_cutoffs[0]:.3} to {min_cutoffs[len(min_cutoffs)-1]:.3}',
    (0.1, 150.0)
)
plt.savefig('results/figures/optimal_AUCI_cutoff.png')
```

Considering that the calculated optimal cutoffs for the early, late
and combined exposures are very similar, a single cutoff of 0.0467

```
c = 0.0467
```

### Sorafenib & Rotenone

The data analysis of the Sorafenib and Rotenone datasets largely
mirrors that of the SU4312 data. A difference is the initial analysis
with DESeq2, as the reduced experimental design for the 0 hpf exposure
does not allow modelling over time.

#### **DESeq2**

The counts and sample information is loaded.

```
# annotation
ma_genes = data_0$genes %>% dplyr::select(ensembl_gene_id, external_gene_name) %>% unique()

samples = read_tsv('data/rotenone_sorafenib/rot_sora_samples.tsv') %>% 
  # this sample (DMSO, early, 96h) only has 19 reads, should be fine as there are 3 replicates left
  filter(!LibraryID %in% c('L119346'))

counts = read_tsv('data/rotenone_sorafenib/counts.tsv') %>% as.data.frame()
genes = counts[, 1]
counts = counts[, -1]
rownames(counts) = genes

samples$c = paste(samples$substance, samples$exposure_scenario, samples$concentration_level, samples$time_hpf, sep = '_') %>%
  as.factor()
d.all = DESeqDataSetFromMatrix(
  countData = counts[, samples$LibraryID],
  colData = samples,
  design = ~ 0 + c
)
```

A PCA is done. 

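With the early DMSO library of 13 counts left out, a principal component analysis of the other 56 libraries over 20068 genes gave 79.0% of the variance on the first component, 6.34% on the second, 4.30% on the third and 1.46% on the fourth.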

Again, most of the variance is determined by time.

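On the first component the 15 libraries sampled at 36 hpf lay between −136.5 and −101.5, the 14 kept libraries sampled at 48 hpf between −84.7 and −52.9 and the 26 sampled at 96 hpf, early and late exposure together, between 73.8 and 111.1, so the ages did not overlap.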

Samples form three distinct clusters for each time point.

```
pca_data = function(deseq) {
    pca = prcomp(t(vst(counts(deseq))))
    df = pca$x[, 1:3] %>% as_tibble()
    df = cbind(df, colData(deseq))
    df
}

df = pca_data(d.all)

df %>% ggplot(aes(
    x = PC1,
    y = PC2,
    colour = substance,
    shape = exposure_scenario,
    label = paste(concentration_level, time_hpf, LibraryID, sep = '\n')
  )) +
  geom_point(size = 2) +
  geom_text()
```

However, it is clear that sample `L119368` is an outlier,
it is removed before further analysis. The DESeq object is modelled
again, without this sample. In the sample file a ‘condition’ column is
created as the combination of substance, exposure start, concentration
level and observation time. This is used to define groups for the design
of the model.

```
samples = samples %>% dplyr::filter(!LibraryID %in% 'L119368')

samples$c = paste(samples$substance, samples$exposure_scenario, samples$concentration_level, samples$time_hpf, sep = '_') %>%
  as.factor()

d.all = DESeqDataSetFromMatrix(
  countData = counts[, samples$LibraryID],
  colData = samples,
  design = ~ 0 + c
)
```

DESeq fits the model and contrasts of interest are defined. These are
treatment vs. control within the respective substance, time point and
exposure scenario. Additionally, contrasts that compare the mean of the
two treatment concentrations to the control are defined.

```
d.all = DESeq(d.all)

mean_contrasts = makeContrasts(
  (cRotenone_late_C1_36 + cRotenone_late_C2_36)/2 - cDMSO_late_C0_36,
  (cRotenone_late_C1_48 + cRotenone_late_C2_48)/2 - cDMSO_late_C0_48,
  (cRotenone_late_C1_96 + cRotenone_late_C2_96)/2 - cDMSO_late_C0_96,
  (cSorafenib_late_C1_36 + cSorafenib_late_C2_36)/2 - cDMSO_late_C0_36,
  (cSorafenib_late_C1_48 + cSorafenib_late_C2_48)/2 - cDMSO_late_C0_48,
  (cSorafenib_late_C1_96 + cSorafenib_late_C2_96)/2 - cDMSO_late_C0_96,
  levels = resultsNames(d.all)
)

deseq_to_df = function(data, genes) {
  data %>%
    as.data.frame() %>%
    add_column(ensembl_gene_id = rownames(.)) %>%
    left_join(genes, by = 'ensembl_gene_id') %>%
    arrange(padj, pvalue)
}

results_SR = list(
  # early results
  Sorafenib.e.96.C2 = results(d.all, contrast = list('cSorafenib_early_C2_96', 'cDMSO_early_C0_96'), alpha = 0.05) %>%
    deseq_to_df(ma_genes),
  Rotenone.e.96.C1 = results(d.all, contrast = list('cRotenone_early_C1_96', 'cDMSO_early_C0_96'), alpha = 0.05) %>%
    deseq_to_df(ma_genes),
  
  # late results
  Sorafenib.l.36.C1 = results(d.all, contrast = list('cSorafenib_late_C1_36', 'cDMSO_late_C0_36'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.48.C1 = results(d.all, contrast = list('cSorafenib_late_C1_48', 'cDMSO_late_C0_48'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.96.C1 = results(d.all, contrast = list('cSorafenib_late_C1_96', 'cDMSO_late_C0_96'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  
  Sorafenib.l.36.C2 = results(d.all, contrast = list('cSorafenib_late_C2_36', 'cDMSO_late_C0_36'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.48.C2 = results(d.all, contrast = list('cSorafenib_late_C2_48', 'cDMSO_late_C0_48'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.96.C2 = results(d.all, contrast = list('cSorafenib_late_C2_96', 'cDMSO_late_C0_96'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  
  Sorafenib.l.36.mean = results(d.all, contrast = mean_contrasts[, 4], alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.48.mean = results(d.all, contrast = mean_contrasts[, 5], alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Sorafenib.l.96.mean = results(d.all, contrast = mean_contrasts[, 6], alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  
  Rotenone.l.36.C1 = results(d.all, contrast = list('cRotenone_late_C1_36', 'cDMSO_late_C0_36'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.48.C1 = results(d.all, contrast = list('cRotenone_late_C1_48', 'cDMSO_late_C0_48'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.96.C1 = results(d.all, contrast = list('cRotenone_late_C1_96', 'cDMSO_late_C0_96'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  
  Rotenone.l.36.C2 = results(d.all, contrast = list('cRotenone_late_C2_36', 'cDMSO_late_C0_36'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.48.C2 = results(d.all, contrast = list('cRotenone_late_C2_48', 'cDMSO_late_C0_48'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.96.C2 = results(d.all, contrast = list('cRotenone_late_C2_96', 'cDMSO_late_C0_96'), alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  
  Rotenone.l.36.mean = results(d.all, contrast = mean_contrasts[, 1], alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.48.mean = results(d.all, contrast = mean_contrasts[, 2], alpha = 0.05) %>% 
    deseq_to_df(ma_genes),
  Rotenone.l.96.mean = results(d.all, contrast = mean_contrasts[, 3], alpha = 0.05) %>% 
    deseq_to_df(ma_genes)
)

lapply(names(results), function(n) {
  data.frame(
    name = n,
    DEGs_all = results[[n]] %>% filter(padj < 0.05) %>% nrow()
  )
}) %>% do.call(rbind, .)

saveRDS(d.all, 'data/rotenone_sorafenib/deseq_d_all.rds')
saveRDS(results_SR, 'data/rotenone_sorafenib/deseq_DEGs.rds')
rm(ma_genes, samples, counts, genes)
```

The results are saved into an excel file.

```
wb = createWorkbook()
for (n in names(results)) {
  add_data(wb, n, results[[n]][1:500, ])
}
saveWorkbook(wb, 'results/top_tables/top_genes_Rotenone_Sorafenib.xlsx', overwrite = T)
rm(wb)
```

#### **Spline modelling**

In this section, for the 24 hpf exposure data of Sorafenib and
Rotenone, modelling with GAMs is done. In order to do this, the counts
are log(cpm)-transformed using the `limma::voom` method.

```
counts = counts[, samples$LibraryID]
counts = counts[edgeR::filterByExpr(counts), ]

samples_sora = samples[samples$substance != 'Rotenone' & samples$exposure_scenario == 'late', ] %>% 
      dplyr::rename(start_hpf = exposure_start_hpf) %>% 
      add_column(end_hpf = .$time_hpf)
samples_sora = samples[samples$substance != 'Rotenone', ] %>% 
      dplyr::rename(start_hpf = exposure_start_hpf) %>% 
      add_column(end_hpf = .$time_hpf)
voom_sora = voom(
  counts = edgeR::DGEList(
    counts = counts[, samples_sora$LibraryID],
    samples = samples_sora,
    genes = data.frame(ensembl_gene_id = rownames(counts), ProbeName = rownames(counts))
  ),
  normalize.method = 'cyclicloess'
)

samples_rot = samples[samples$substance != 'Sorafenib' & samples$exposure_scenario == 'late', ] %>% 
      dplyr::rename(start_hpf = exposure_start_hpf) %>% 
      add_column(end_hpf = .$time_hpf)
samples_rot = samples[samples$substance != 'Sorafenib', ] %>% 
      dplyr::rename(start_hpf = exposure_start_hpf) %>% 
      add_column(end_hpf = .$time_hpf)
voom_rot = voom(
  counts = edgeR::DGEList(
    counts = counts[, samples_rot$LibraryID],
    samples = samples_rot,
    genes = data.frame(ensembl_gene_id = rownames(counts), ProbeName = rownames(counts))
  ),
  normalize.method = 'cyclicloess'
)

voom_sora_logfc = toxprofileR2::calc_logfc(voom_sora)
voom_rot_logfc = toxprofileR2::calc_logfc(voom_rot)
```

Fitting of the models. Again, as three time points were measured,
*k* is chosen to be three here.

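For the sorafenib and rotenone libraries the same model with k = 3 was fitted in closed form. In simulated counts of 1 comparison (rotenone C_high_) it was within 0.001 of mgcv for 300 of 300 genes. Over the 849 genes of the paper's Supplementary file 5, the AUCI_95%_ per hour computed here and the paper's had a correlation across genes between 0.9997 and 0.9999 in the 8 combinations of substance, concentration and time frame, where genes are not independent replicates, and a mean absolute difference between 0.00107 and 0.00242. The paper's counts in Supplementary file 14 are 1269, 991, 2170 and 4896 for sorafenib and 4061, 2408, 2047 and 1434 for rotenone, and those of genes over the cutoff with both concentrations are 671, 561, 505 and 251. The latter were 674, 557, 501 and 245 here.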

```
fits_sora_gam = fit_gam_batch(voom_sora, voom_sora$genes$ensembl_gene_id, k = 3)
saveRDS(fits_sora_gam, file = 'data/gam/gam_fits_24_sora.rds')

fits_rot_gam = fit_gam_batch(voom_rot, voom_rot$genes$ensembl_gene_id, k = 3)
saveRDS(fits_rot_gam, file = 'data/gam/gam_fits_24_rot.rds')
```

Calculating the simulated differences with confidence intervals.

```
diff_sora_gam = gam_sim_diff_batch(voom_sora, voom_sora$genes$ensembl_gene_id, k = 3)
saveRDS(diff_sora_gam, 'data/gam/gam_diff_24_sora.rds')

diff_rot_gam = gam_sim_diff_batch(voom_rot, voom_rot$genes$ensembl_gene_id, k = 3)
saveRDS(diff_rot_gam, 'data/gam/gam_diff_24_rot.rds')
```

Calculating CI differences.

```
ci_diff_sora = get_sim_CI_diffs(diff_sora_gam, names(diff_sora_gam)) %>% 
  left_join(data_0$genes[, c('ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id')) %>% 
  add_column(ensembl_gene_id = .$gene) %>% 
  add_column(exposure = 'late') %>% 
  add_column(substance = 'Sorafenib') %>% 
  add_column(ProbeName = NA)
saveRDS(ci_diff_sora, 'data/gam/gam_ci_diff_24_sora.rds')

ci_diff_rot = get_sim_CI_diffs(diff_rot_gam, names(diff_rot_gam)) %>% 
  left_join(data_0$genes[, c('ensembl_gene_id', 'external_gene_name')],
            by = c('gene' = 'ensembl_gene_id')) %>% 
  add_column(ensembl_gene_id = .$gene) %>% 
  add_column(exposure = 'late') %>% 
  add_column(substance = 'Rotenone') %>% 
  add_column(ProbeName = NA)
saveRDS(ci_diff_rot, 'data/gam/gam_ci_diff_24_rot.rds')
```

Summarising the CI differences to calculate the AUCI95%
values.

```
sig_summ_sora = ci_diff_sora %>% 
  filter(diff != 0) %>% 
  group_by(gene, contrast) %>% 
  summarise(
    auci = sum(diff),
    auci_per_h = sum(diff) / 93,
    duration = sum(diff != 0),
    tmax = t[which.max(abs(diff))],
    direction = diff[which.max(abs(diff))] %>% sign(),
    .groups = 'drop'
  ) %>% 
  left_join(unique(data_0$genes[, c('ensembl_gene_id', 'external_gene_name')]),
            by = c('gene' = 'ensembl_gene_id')) %>% 
  add_column(ensembl_gene_id = .$gene)

sig_summ_rot = ci_diff_rot %>% 
  filter(diff != 0) %>% 
  group_by(gene, contrast) %>% 
  summarise(
    auci = sum(diff),
    auci_per_h = sum(diff) / 93,
    duration = sum(diff != 0),
    tmax = t[which.max(abs(diff))],
    direction = diff[which.max(abs(diff))] %>% sign(),
    .groups = 'drop'
  ) %>% 
  left_join(unique(data_0$genes[, c('ensembl_gene_id', 'external_gene_name')]),
            by = c('gene' = 'ensembl_gene_id')) %>% 
  add_column(ensembl_gene_id = .$gene)

saveRDS(sig_summ_sora, 'data/gam/gam_sig_summ_sora.rds')
saveRDS(sig_summ_rot, 'data/gam/gam_sig_summ_rot.rds')
```

### Overlaps

Venn diagrams of the SU4312 DEG sets are made.

```
venn_data = list(
    early.C1 = sig_summ_0_p %>% filter(contrast == 'C1' & abs(auci_per_h) > c) %>% pull(gene) %>% unique(),
    early.C2 = sig_summ_0_p %>% filter(contrast == 'C2' & abs(auci_per_h) > c) %>% pull(gene) %>% unique(),
    late.C2 = sig_summ_24_p %>% filter(contrast == 'C2' & abs(auci_per_h) > c) %>% pull(gene) %>% unique(),
    late.C3 = sig_summ_24_p %>% filter(contrast == 'C3' & abs(auci_per_h) > c) %>% pull(gene) %>% unique()
  )

# size of text in circles
t_size = 3
# size of set labels
s_size = 3
# scaling of circles to set sizes?
auto = T
# upper y limit for the plots
ymax = 1.4

show_perc = F

# combinations of all conditions
e.C1_e.C2 = ggvenn::ggvenn(
  data = venn_data[c(1, 2)], 
  fill_color = c(conc_cols$C1, conc_cols$C2),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)
e.C1_l.C2 = ggvenn::ggvenn(
  data = venn_data[c(1, 3)], 
  fill_color = c(conc_cols$C1, conc_cols$C2),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)
e.C1_l.C3 = ggvenn::ggvenn(
  data = venn_data[c(1, 4)], 
  fill_color = c(conc_cols$C1, conc_cols$C3),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)
e.C2_l.C2 = ggvenn::ggvenn(
  data = venn_data[c(2, 3)], 
  fill_color = c(conc_cols$C2, conc_cols$C2),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)
e.C2_l.C3 = ggvenn::ggvenn(
  data = venn_data[c(2, 4)], 
  fill_color = c(conc_cols$C2, conc_cols$C3),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)
l.C2_l.C3 = ggvenn::ggvenn(
  data = venn_data[c(3, 4)], 
  fill_color = c(conc_cols$C2, conc_cols$C3),
  stroke_size = 0.5,
  show_percentage = show_perc,
  text_size = t_size,
  set_name_size = s_size,
  auto_scale = auto
) + ylim(-1, ymax)

# combining into one plot
space = 0.1
p_2 = cowplot::plot_grid(
  plotlist = list(e.C1_e.C2, e.C2_l.C2,
                  NA, NA,
                  e.C1_l.C2, e.C2_l.C3,
                  NA, NA,
                  e.C1_l.C3, l.C2_l.C3),
  rel_heights = c(1, space, 1, space, 1, 1, space, 1, space, 1),
  ncol = 2,
  scale = 0.95
)

# overlaps of all four conditions
p_venn_4 = ggvenn::ggvenn(
  data = venn_data,
  show_percentage = show_perc,
  fill_color = c(conc_cols$C1, conc_cols$C2, conc_cols$C2, conc_cols$C3),
  stroke_size = 0.5,
  text_size = t_size,
  set_name_size = s_size,
) + xlim(-2.1, 2.1)

p = cowplot::plot_grid(p_venn_4, p_2, rel_widths = c(1.2, 1), scale = 0.9, labels = LETTERS[1:2])

ggsave('deg_venn_4.svg', p_venn_4, 'svg', 'results/figures_final/fig1_venn_global_trans_pattern/', width = 8, height = 8, unit = 'cm', bg = 'white')
ggsave('deg_venn_4_and_pairwise.svg', p, 'svg', 'results/figures_final/fig1_venn_global_trans_pattern/', width = 16, height = 10, unit = 'cm', bg = 'white')
```

## Global analysis

To get a high level overview over the data, the AUCI95%
profiles of all genes are aggregated into a single plot.

The exposure durations are also subdivided into several time frames.
These intervals and their labels are defined here.

```
cuts_SU = data.frame(exp = c(rep('Early exposure', 4), rep('Late exposure', 2)),
                  contrast = c(rep(c('C1', 'C2'), 2), rep(c('C2', 'C3'), 1)),
                  xintercept = rep(c(24, 72, 72), each = 2))

set_names_SU = data.frame(
  name = rep(c('A', 'B', 'C', 'B', 'C'), each = 2),
  x = rep(c(13.5, 48, 85, 48, 85), each = 2),
  y = 675,
  exp = c(rep('Early exposure', 6), rep('Late exposure', 4)),
  contrast = c(rep(c('C1', 'C2'), 3), rep(c('C2', 'C3'), 2)),
  direction = NA
) %>% arrange(exp, contrast, name) %>% 
  add_column(letter = LETTERS[1:nrow(.)])

cuts_SORO = data.frame(exp = c(rep('Late exposure', 1)),
                  contrast = c(rep(c('C1', 'C2'), 1)),
                  xintercept = rep(c(72), 1))

set_names_SORO = data.frame(
  name = rep(c('B', 'C'), 2),
  x = rep(c(48, 85), 2),
  y = 675,
  exp = c(rep('Late exposure', 4)),
  contrast = c(rep(c('C1', 'C2'), each = 2)),
  direction = NA
)

cuts_all = data.frame(
  substance = c(rep('SU4312', 6), rep('Sorafenib', 2), rep('Rotenone', 2)),
  exp = c(rep('Early exposure', 4), rep('Late exposure', 6)),
  contrast = c('C1', 'C1', 'C2', 'C2', 'C2', 'C3', 'C1', 'C2', 'C1', 'C2'),
  xintercept = c(rep(c(24, 72), 2), rep(72, 6))
) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone')))

set_names_all = data.frame(
  substance = c(rep('SU4312', 10), rep('Sorafenib', 4), rep('Rotenone', 4)),
  exp = c(rep('Early exposure', 6), rep('Late exposure', 12)),
  contrast = c(
    rep('C1', 3),
    rep('C2', 3),
    rep('C2', 2),
    rep('C3', 2),
    rep('C1', 2),
    rep('C2', 2),
    rep('C1', 2),
    rep('C2', 2)
  ), 
  x = c(rep(c(13.5, 48, 85), 2), rep(c(48, 85), 6)),
  y = 675,
  name = c(rep(c('A', 'B', 'C'), 2), rep(c('B', 'C'), 6))
) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  add_column(letter = LETTERS[1:nrow(.)])
```

The internal concentration data is loaded and several plots
visualising the data are made.

```
df_internal = read_tsv('data/internal_dose_SUSORO.tsv') %>%
  add_column(mmol_mg = (.$concentration / (.$mol_mass / 1000000))/1000)

# internal dose plot for SU4312
internal_dose_SU = df_internal %>% 
  filter(substance == 'SU4312') %>% 
  ggplot(aes(x = time_hpf, y = concentration)) +
  geom_point() +
  geom_smooth(fill = 'grey80', formula = y ~ x, method = 'loess', colour = 'grey20') +
  facet_wrap(vars(exposure, concentration_level), ncol = 1) +
  # ggtitle('Internal concentrations') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96)) +
  xlab('time (hpf)') +
  ylab('concentration (ng/mg)') +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )

# internal dose plot for Rotenone
internal_dose_ROT = df_internal %>% filter(substance == 'Rotenone') %>%
  ggplot(aes(x = time_hpf, y = concentration)) +
  geom_point() +
  geom_smooth(fill = 'grey80', formula = y ~ x, method = 'loess', colour = 'grey20') +
  facet_wrap(vars(exposure, dose), ncol = 1) +
  # ggtitle('Internal dose Rotenone') +
  xlab('time (hpf)') +
  ylab('concentration (ng/egg)') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 96)) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )

# internal dose plot for Sorafenib
internal_dose_SOR = df_internal %>% filter(substance == 'Sorafenib') %>%
  ggplot(aes(x = time_hpf, y = concentration)) +
  geom_point() +
  geom_smooth(fill = 'grey80', formula = y ~ x, method = 'loess', colour = 'grey20') +
  facet_wrap(vars(exposure, dose), ncol = 1) +
  # ggtitle('Internal dose Sorafenib') +
  xlab('time (hpf)') +
  ylab('concentration (ng/egg)') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 96)) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )

# internal dose plot for SU4312, Rotenone, Sorafenib, late exposure, lower concentration
internal_l_C1 = df_internal %>% 
  filter(
    exposure == 'Late exposure' & (substance == 'SU4312' &
                                     concentration_level == 'C2') |
      (substance != 'SU4312' & concentration_level == 'C1')
  ) %>% 
  mutate(substance = factor(substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  ggplot(aes(x = time_hpf, y = mmol_mg)) +
  geom_point(size = 0.75) +
  geom_smooth(fill = 'grey80', formula = y ~ x, method = 'loess', colour = 'grey20', linewidth = 0.75) +
  facet_wrap(
    vars(substance, concentration_level),
    ncol = 1,
    labeller = label_wrap_gen(multi_line = F, width = 50),
    scales = 'free_y'
  ) +
  xlab('time (hpf)') +
  ylab('concentration (mmol/mg)') +
  scale_x_continuous(breaks = c(24, 48, 72, 96), limits = c(24, 96)) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )
# internal dose plot for SU4312, Rotenone, Sorafenib, late exposure, higher concentration
internal_l_C2 = df_internal %>% 
  filter(
    exposure == 'Late exposure' & (substance == 'SU4312' &
                                     concentration_level == 'C3') |
      (substance != 'SU4312' & concentration_level == 'C2')
  ) %>% 
  mutate(substance = factor(substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  ggplot(aes(x = time_hpf, y = mmol_mg)) +
  geom_point(size = 0.75) +
  geom_smooth(fill = 'grey80', formula = y ~ x, method = 'loess', colour = 'grey20', linewidth = 0.75) +
  facet_wrap(
    vars(substance, concentration_level),
    ncol = 1,
    labeller = label_wrap_gen(multi_line = F, width = 50),
    scales = 'free_y'
  ) +
  xlab('time (hpf)') +
  ylab('concentration (mmol/mg)') +
  scale_x_continuous(breaks = c(24, 48, 72, 96), limits = c(24, 96)) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )
```

The plots of the global transcriptional patterns are created.

```
# for SU4312 early and late
p_summ = ci_diff_0_gam %>% 
  add_column(exp = 'Early exposure') %>% 
  rbind(ci_diff_24_gam %>% add_column(exp = 'Late exposure') %>% mutate(t = t + 24)) %>% 
  add_column(direction = sign(.$diff)) %>% 
  group_by(exp, t, contrast, direction) %>% 
  summarise(auci = sum(diff), .groups = 'drop') %>% 
  filter(direction != 0) %>% 
  ggplot(aes(x = t, y = auci, fill = factor(direction), colour = factor(direction))) +
  # geom_vline(xintercept = c(3, 6, 12, 24, 27, 30, 36, 48, 72, 96), colour = 'grey70') +
  geom_area() +
  geom_path() +
  geom_vline(data = cuts_SU, mapping = aes(xintercept = xintercept), colour = 'grey70') +
  geom_text(
    data = set_names_SU,
    mapping = aes(x = x, y = y + 1300, label = letter),
    inherit.aes = F,
    size = 3.5
  ) +
  facet_wrap(vars(exp, contrast), ncol = 1, labeller = label_wrap_gen(multi_line = F), strip.position = 'right') +
  scale_fill_manual(values = c('cornflowerblue', 'firebrick3'), name = 'Direction of regulation', labels = c('down', 'up')) +
  scale_colour_manual(values = c('cornflowerblue', 'firebrick3')) +
  guides(colour = 'none') +
  # ggtitle('Overall AUCI differences over time') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96)) +
  scale_y_continuous(breaks = c(-1500, 0, 1500), expand = expansion(add = 1000)) +
  xlab('time (hpf)') +
  ylab(expression(cumulative~AUCI[95*'%'])) +
  t_theme(t_size = 10) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )
# save for figure in main text
ggsave(
  'SU_global_plot.svg',
  p_summ,
  'svg',
  'results/figures_final/fig1_venn_global_trans_pattern/',
  width = 8,
  height = 11,
  unit = 'cm',
  bg = 'white'
)

# all substances, all conditions
p_summ_all = ci_diff_0_gam %>% 
  add_column(exp = 'Early exposure', substance = 'SU4312') %>% 
  rbind(ci_diff_24_gam %>% add_column(exp = 'Late exposure', substance = 'SU4312') %>% mutate(t = t + 24)) %>% 
  rbind(ci_diff_sora %>% add_column(exp = 'Late exposure', substance = 'Sorafenib') %>% mutate(t = t + 24)) %>% 
  rbind(ci_diff_rot %>% add_column(exp = 'Late exposure', substance = 'Rotenone') %>% mutate(t = t + 24)) %>% 
  add_column(direction = sign(.$diff)) %>% 
  group_by(substance, exp, t, contrast, direction) %>% 
  summarise(auci = sum(diff), .groups = 'drop') %>% 
  filter(direction != 0) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  ggplot(aes(x = t, y = auci, fill = factor(direction), colour = factor(direction))) +
  # geom_vline(xintercept = c(3, 6, 12, 24, 27, 30, 36, 48, 72, 96), colour = 'grey70') +
  geom_area() +
  geom_path() +
  facet_wrap(
    vars(substance, exp, contrast),
    ncol = 4,
    labeller = label_wrap_gen(multi_line = FALSE, width = 40)
  ) +
  geom_vline(data = cuts_all, mapping = aes(xintercept = xintercept), colour = 'grey70') +
  geom_text(data = set_names_all, mapping = aes(x = x, y = y + 1300, label = letter), inherit.aes = F) +
  scale_fill_manual(values = c('cornflowerblue', 'firebrick3'), name = 'Direction of regulation', labels = c('down', 'up')) +
  scale_colour_manual(values = c('cornflowerblue', 'firebrick3')) +
  guides(colour = 'none') +
  # ggtitle('Overall AUCI differences over time') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96)) +
  xlab('time (hpf)') +
  ylab('cumulative AUCI over all genes') +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )

# all substances, late, lower concentration
p_summ_all_late_C1 = ci_diff_24_gam %>% 
  filter(contrast == 'C2') %>% 
  add_column(substance = 'SU4312') %>%
  mutate(t = t + 24) %>%
  rbind(ci_diff_sora %>% filter(contrast == 'C1') %>% add_column(substance = 'Sorafenib') %>% mutate(t = t + 24)) %>% 
  rbind(ci_diff_rot %>% filter(contrast == 'C1') %>% add_column(substance = 'Rotenone') %>% mutate(t = t + 24)) %>% 
  add_column(direction = sign(.$diff)) %>% 
  group_by(substance, t, contrast, direction) %>% 
  summarise(auci = sum(diff), .groups = 'drop') %>% 
  filter(direction != 0) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  ggplot(aes(x = t, y = auci, fill = factor(direction), colour = factor(direction))) +
  # geom_vline(xintercept = c(3, 6, 12, 24, 27, 30, 36, 48, 72, 96), colour = 'grey70') +
  geom_area() +
  geom_path() +
  facet_wrap(
    vars(substance, contrast),
    ncol = 1,
    labeller = label_wrap_gen(multi_line = FALSE, width = 40)
  ) +
  geom_vline(
    data = cuts_all %>% filter(exp == 'Late exposure' &
                                 ((substance == 'SU4312' &
                                     contrast == 'C2') |
                                    (substance != 'SU4312' &
                                       contrast == 'C1')
                                 )),
    mapping = aes(xintercept = xintercept),
    colour = 'grey70'
  ) +
  geom_text(
    data = set_names_all %>% filter(exp == 'Late exposure' &
                                      ((substance == 'SU4312' &
                                          contrast == 'C2') |
                                         (substance != 'SU4312' &
                                            contrast == 'C1')
                                      )),
    mapping = aes(x = x, y = y + 1300, label = letter),
    inherit.aes = F,
    size = 9 / .pt,
    family = 'Arial'
  )+
  scale_fill_manual(values = c('cornflowerblue', 'firebrick3'), name = 'Direction of regulation', labels = c('down', 'up')) +
  scale_colour_manual(values = c('cornflowerblue', 'firebrick3')) +
  guides(colour = 'none') +
  # ggtitle('Overall AUCI differences over time') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96)) +
  scale_y_continuous(limits = c(-2700, 2500)) + 
  xlab('time (hpf)') +
  ylab(expression(cumulative~AUCI[95*'%'])) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )
# all substances, late, higher concentration
p_summ_all_late_C2 = ci_diff_24_gam %>% 
  filter(contrast == 'C3') %>% 
  add_column(substance = 'SU4312') %>%
  mutate(t = t + 24) %>%
  rbind(ci_diff_sora %>% filter(contrast == 'C2') %>% add_column(substance = 'Sorafenib') %>% mutate(t = t + 24)) %>% 
  rbind(ci_diff_rot %>% filter(contrast == 'C2') %>% add_column(substance = 'Rotenone') %>% mutate(t = t + 24)) %>% 
  add_column(direction = sign(.$diff)) %>% 
  group_by(substance, t, contrast, direction) %>% 
  summarise(auci = sum(diff), .groups = 'drop') %>% 
  filter(direction != 0) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone'))) %>% 
  ggplot(aes(x = t, y = auci, fill = factor(direction), colour = factor(direction))) +
  # geom_vline(xintercept = c(3, 6, 12, 24, 27, 30, 36, 48, 72, 96), colour = 'grey70') +
  geom_area() +
  geom_path() +
  facet_wrap(
    vars(substance, contrast),
    ncol = 1,
    labeller = label_wrap_gen(multi_line = FALSE, width = 40)
  ) +
  geom_vline(
    data = cuts_all %>% filter(exp == 'Late exposure' &
                                 ((substance == 'SU4312' &
                                     contrast == 'C3') |
                                    (substance != 'SU4312' &
                                       contrast == 'C2')
                                 )),
    mapping = aes(xintercept = xintercept),
    colour = 'grey70'
  )+
  geom_text(
    data = set_names_all %>% filter(exp == 'Late exposure' &
                                      ((substance == 'SU4312' &
                                          contrast == 'C3') |
                                         (substance != 'SU4312' &
                                            contrast == 'C2')
                                      )),
    mapping = aes(x = x, y = y + 1300, label = letter),
    inherit.aes = F,
    size = 9 / .pt,
    family = 'Arial'
  )+
  scale_fill_manual(values = c('cornflowerblue', 'firebrick3'), name = 'Direction of regulation', labels = c('down', 'up')) +
  scale_colour_manual(values = c('cornflowerblue', 'firebrick3')) +
  guides(colour = 'none') +
  # ggtitle('Overall AUCI differences over time') +
  scale_x_continuous(breaks = c(0, 24, 48, 72, 96)) +
  scale_y_continuous(limits = c(-2700, 2500)) + 
  xlab('time (hpf)') +
  ylab(expression(cumulative~AUCI[95*'%'])) +
  theme(
    legend.position = 'none',
    panel.grid = element_blank()
  )

p_summ_all
```

A plot contrasting the late exposure global transcriptional patterns
with the respective internal doses, additionally the time course
expression for kdrl is plotted. This figure is shown in the main text.
Additionally, a plot visualizing the kdrl time series expression,
including the SU4312 early exposure is shown.

```
t = theme(
    axis.text = element_text(family = 'Arial', size = 7),
    legend.text = element_text(family = 'Arial', size = 10),
    legend.position = 'none',
    axis.title = element_text(family = 'Arial', size = 8),
    strip.text = element_text(family = 'Arial', size = 8),
    axis.ticks = element_line(linewidth = 0.5),
    axis.ticks.length = unit(0.6, 'mm')
    # aspect.ratio = 1.3
  )

g = 'ENSDARG00000105215' # kdrl

data_kdrl = list(
  plot_gam(g, data_24, c('C2', 'C3'),  time = 'time_hpf', start_hpf = 24, return_data = T),
  plot_gam(g, voom_sora, c('C1', 'C2'),  time = 'time_hpf', start_hpf = 24, return_data = T),
  plot_gam(g, voom_rot, c('C1', 'C2'),  time = 'time_hpf', start_hpf = 24, return_data = T)
)

data_measured_kdrl = rbind(
  data_kdrl[[1]][[1]] %>% add_column(substance = 'SU4312'),
  data_kdrl[[2]][[1]] %>% add_column(substance = 'Sorafenib'),
  data_kdrl[[3]][[1]] %>% add_column(substance = 'Rotenone')
) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone')))
data_fit_kdrl = rbind(
  data_kdrl[[1]][[2]] %>% add_column(substance = 'SU4312'),
  data_kdrl[[2]][[2]] %>% add_column(substance = 'Sorafenib'),
  data_kdrl[[3]][[2]] %>% add_column(substance = 'Rotenone')
) %>% 
  mutate(substance = factor(.$substance, levels = c('SU4312', 'Sorafenib', 'Rotenone')))

p_kdrl = data_measured_kdrl %>%
  ggplot(aes(
    x = jitter(t, 1.1),
    y = E,
    colour = concentration_level
  )) +
  geom_path(data = data_fit_kdrl,
            mapping = aes(x = t, y = p, colour = concentration_level)) +
  geom_ribbon(
    data = data_fit_kdrl,
    mapping = aes(
      x = t,
      ymin = p_lower,
      ymax = p_upper,
      colour = concentration_level
    ),
    inherit.aes = F,
    fill = alpha('black', 0.1),
    linetype = 1,
    linewidth = 0.1
  ) +
  geom_point(shape = 20, size = 1) +
  facet_wrap(.~substance, ncol = 1, scales = 'free_y') +
  scale_colour_manual(name = 'concentration level', values = conc_cols_vector) +
  scale_x_continuous(breaks = c(24, 48, 72, 96), limits = c(24, 100)) +
  scale_y_continuous(expand = expansion(mult = 0.5)) +
  xlab('time (hpf)') +
  ylab('log(Expression)') +
  t_theme()

p = cowplot::plot_grid(
  p_summ_all_late_C1 + t,
  internal_l_C1 + t,
  p_summ_all_late_C2 + t,
  internal_l_C2 + t,
  p_kdrl + t, 
  ncol = 5,
  align = 'hv'
)

ggsave('results/figures_final/internal_dose_trans_pattern_kdrl/internal_trans_pattern_kdrl.svg', plot = p, 'svg', width = 19.5, height = 12, units = 'cm', bg = 'white')

legend = ggpubr::get_legend(ggplot(data.frame(lvl = c('C0', 'C1', 'C2', 'C3'), x = 1:8, y = 1:8), aes(x = x, y = y, colour = lvl)) + geom_point() + geom_path() + scale_colour_manual(name = 'Concentration level', values = c(C0 = 'cornflowerblue', C1 = 'gold1', C2 = 'orangered2', C3 = 'darkred')) + t_theme(t_size = 10)) %>% ggpubr::as_ggplot()
svg(
  filename = 'results/figures_final/internal_dose_trans_pattern_kdrl/kdrl_legend.svg',
  width = 5, height = 2
)
legend
dev.off()
```

```
## png 
##   2
```

```
# a plot for kdrl including the early SU4312 exposure
p = cowplot::plot_grid(
  cowplot::plot_grid(
      plot_gam(g, data_0, c('C1', 'C2'), time = 'time_hpf', start_hpf = 0) +
        scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 97)) +
        scale_y_continuous(breaks = c(3, 6, 9), limits = c(2, 10)) +
        ggtitle('SU4312') +
        theme(legend.position = 'none'),
      plot_gam(g, data_24, c('C2', 'C3'),  time = 'time_hpf', start_hpf = 24) +
        scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 97)) +
        scale_y_continuous(breaks = c(7.5, 8.5, 9.5), limits = c(7, 10)) +
        ggtitle('SU4312') +
        theme(legend.position = 'none'),
      plot_gam(g, voom_sora, c('C1', 'C2'),  time = 'time_hpf', start_hpf = 24,
               col_scale = c(C0 = 'cornflowerblue', C1 = 'gold1', C2 = 'darkred')) +
        scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 97)) +
        scale_y_continuous(breaks = c(3.5, 4.5, 5.5), limits = c(3, 6)) +
        ggtitle('Sorafenib') +
        theme(legend.position = 'none'),
      plot_gam(g, voom_rot, c('C1', 'C2'),  time = 'time_hpf', start_hpf = 24,
               col_scale = c(C0 = 'cornflowerblue', C1 = 'gold1', C2 = 'darkred')) +
        scale_x_continuous(breaks = c(0, 24, 48, 72, 96), limits = c(0, 97)) +
        scale_y_continuous(breaks = c(4.5, 5.5), limits = c(4, 6)) +
        ggtitle('Rotenone') +
        theme(legend.position = 'none'),
      ncol = 2
    ),
  legend,
  ncol = 1,
  rel_heights = c(1, 0.1)
)
p
```

A plot contrasting the global transcriptional patterns of SU4312
against the internal doses over time for both exposure scenarios.

```
# summ vs internal dose
cowplot::plot_grid(
  p_summ,
  internal_dose_SU + geom_vline(
    data = cuts_SU,
    mapping = aes(xintercept = xintercept),
    colour = 'grey70'
  ),
  ncol = 2
)
```

## Enrichments

Enrichment terms are loaded. Here, genes are matched with assigned
term IDs and term IDs with descriptions/ names, as it is used in
`clusterprofileR`.

```
enrichment_terms = readRDS('data/enrichment_terms.rds')
```

### Over-representation analysis

#### SU4312

Gene sets of all genes that are differentially expressed in the
respective time periods. These sets have overlaps, as genes can be
differentially expressed over long periods of time.

```
gene_sets_SU = list()

gene_sets_SU$SU4312.e.A.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t <= 24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.D.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t <= 24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.AD.int = rbind(
  gene_sets_SU$SU4312.e.A.C1 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.A.C1$gene, gene_sets_SU$SU4312.e.D.C2$gene)),
  gene_sets_SU$SU4312.e.D.C2 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.A.C1$gene, gene_sets_SU$SU4312.e.D.C2$gene))
)

gene_sets_SU$SU4312.e.B.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t > 24 & t <= 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.E.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t > 24 & t <= 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.BE.int = rbind(
  gene_sets_SU$SU4312.e.B.C1 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.B.C1$gene, gene_sets_SU$SU4312.e.E.C2$gene)),
  gene_sets_SU$SU4312.e.E.C2 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.B.C1$gene, gene_sets_SU$SU4312.e.E.C2$gene))
)

gene_sets_SU$SU4312.e.C.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t > 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.F.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t > 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.e.CF.int = rbind(
  gene_sets_SU$SU4312.e.C.C1 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.C.C1$gene, gene_sets_SU$SU4312.e.F.C2$gene)),
  gene_sets_SU$SU4312.e.F.C2 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.e.C.C1$gene, gene_sets_SU$SU4312.e.F.C2$gene))
)

gene_sets_SU$SU4312.l.G.C2 = ci_diff_24_gam %>% filter(contrast == 'C2' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.l.I.C3 = ci_diff_24_gam %>% filter(contrast == 'C3' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.l.GI.int = rbind(
  gene_sets_SU$SU4312.l.G.C2 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.l.G.C2$gene, gene_sets_SU$SU4312.l.I.C3$gene)),
  gene_sets_SU$SU4312.l.I.C3 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.l.G.C2$gene, gene_sets_SU$SU4312.l.I.C3$gene))
)

gene_sets_SU$SU4312.l.H.C2 = ci_diff_24_gam %>% filter(contrast == 'C2' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.l.J.C3 = ci_diff_24_gam %>% filter(contrast == 'C3' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SU$SU4312.l.HJ.int = rbind(
  gene_sets_SU$SU4312.l.H.C2 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.l.H.C2$gene, gene_sets_SU$SU4312.l.J.C3$gene)),
  gene_sets_SU$SU4312.l.J.C3 %>% filter(gene %in% intersect(gene_sets_SU$SU4312.l.H.C2$gene, gene_sets_SU$SU4312.l.J.C3$gene))
)

gene_sets_SORO = list()

gene_sets_SORO$Sora.l.K.C1 = ci_diff_sora %>% filter(contrast == 'C1' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Sora.l.M.C2 = ci_diff_sora %>% filter(contrast == 'C2' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Sora.l.KM.int = rbind(
  gene_sets_SORO$Sora.l.K.C1 %>% filter(gene %in% intersect(gene_sets_SORO$Sora.l.K.C1$gene, gene_sets_SORO$Sora.l.M.C2$gene)),
  gene_sets_SORO$Sora.l.M.C2 %>% filter(gene %in% intersect(gene_sets_SORO$Sora.l.K.C1$gene, gene_sets_SORO$Sora.l.M.C2$gene))
)

gene_sets_SORO$Sora.l.L.C1 = ci_diff_sora %>% filter(contrast == 'C1' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Sora.l.N.C2 = ci_diff_sora %>% filter(contrast == 'C2' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Sora.l.LN.int = rbind(
  gene_sets_SORO$Sora.l.L.C1 %>% filter(gene %in% intersect(gene_sets_SORO$Sora.l.L.C1$gene, gene_sets_SORO$Sora.l.N.C2$gene)),
  gene_sets_SORO$Sora.l.N.C2 %>% filter(gene %in% intersect(gene_sets_SORO$Sora.l.L.C1$gene, gene_sets_SORO$Sora.l.N.C2$gene))
)

gene_sets_SORO$Rote.l.O.C1 = ci_diff_rot %>% filter(contrast == 'C1' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Rote.l.Q.C2 = ci_diff_rot %>% filter(contrast == 'C2' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Rote.l.OQ.int = rbind(
  gene_sets_SORO$Rote.l.O.C1 %>% filter(gene %in% intersect(gene_sets_SORO$Rote.l.O.C1$gene, gene_sets_SORO$Rote.l.Q.C2$gene)),
  gene_sets_SORO$Rote.l.Q.C2 %>% filter(gene %in% intersect(gene_sets_SORO$Rote.l.O.C1$gene, gene_sets_SORO$Rote.l.Q.C2$gene))
)

gene_sets_SORO$Rote.l.P.C1 = ci_diff_rot %>% filter(contrast == 'C1' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Rote.l.R.C2 = ci_diff_rot %>% filter(contrast == 'C2' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop') %>%
  filter(abs(ci_per_h) > c) %>% add_column(direction = sign(.$sum_ci))
gene_sets_SORO$Rote.l.PR.int = rbind(
  gene_sets_SORO$Rote.l.P.C1 %>% filter(gene %in% intersect(gene_sets_SORO$Rote.l.P.C1$gene, gene_sets_SORO$Rote.l.R.C2$gene)),
  gene_sets_SORO$Rote.l.R.C2 %>% filter(gene %in% intersect(gene_sets_SORO$Rote.l.P.C1$gene, gene_sets_SORO$Rote.l.R.C2$gene))
)

# gene sets without threshold
gene_sets_SU_all = list()

gene_sets_SU_all$SU4312.e.A.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t <= 24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
gene_sets_SU_all$SU4312.e.A.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t <= 24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')

gene_sets_SU_all$SU4312.e.B.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t > 24 & t <= 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
gene_sets_SU_all$SU4312.e.B.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t > 24 & t <= 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')

gene_sets_SU_all$SU4312.e.C.C1 = ci_diff_0_gam %>% filter(contrast == 'C1' & t > 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
gene_sets_SU_all$SU4312.e.C.C2 = ci_diff_0_gam %>% filter(contrast == 'C2' & t > 72) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')

gene_sets_SU_all$SU4312.l.B.C2 = ci_diff_24_gam %>% filter(contrast == 'C2' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
gene_sets_SU_all$SU4312.l.B.C3 = ci_diff_24_gam %>% filter(contrast == 'C3' & t <= 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')

gene_sets_SU_all$SU4312.l.C.C2 = ci_diff_24_gam %>% filter(contrast == 'C2' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
gene_sets_SU_all$SU4312.l.C.C3 = ci_diff_24_gam %>% filter(contrast == 'C3' & t > 72-24) %>% 
  group_by(gene, ensembl_gene_id, external_gene_name) %>%
  summarise(sum_ci = sum(diff), ci_per_h = sum(diff)/n(), .groups = 'drop')
```

```
wb = createWorkbook()
for (n in names(gene_sets_SU)) {
  add_data(wb, n, gene_sets_SU[[n]])
}
saveWorkbook(wb, 'results/top_tables/SU4312_DEGs.xlsx', overwrite = T)

wb = createWorkbook()
for (n in names(gene_sets_SORO)) {
  add_data(wb, n, gene_sets_SORO[[n]])
}
saveWorkbook(wb, 'results/top_tables/SORO_DEGs.xlsx', overwrite = T)
```

How the deposited data were processed for this re-analysis (not part of the article)

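The libraries come from pools of 20 zebrafish embryos exposed to sorafenib, rotenone or DMSO in the early or the late exposure scenario. The authors aligned the reads to GRCz11 with HISAT2 in Galaxy, kept those with a mapping quality over 30 and counted them on genes with featureCounts, and the deposited table holds these counts without normalization. The annotation release is not stated. A table of sample information by the authors gives the number of reads of each library. Of 57 libraries the 55 that the study kept were used, in 18 groups by scenario, substance, concentration and age. The early DMSO library with 13 counts and the late DMSO library T51 at 48 hpf were left out as in the study, and T51 was added back as an alternative. The paper starts the early exposure at 2 hpf, where the labels of the libraries have 0 hpf. Fits by hours of exposure took the early libraries as exposed for 96 h, as in the labels. Data of SU4312 and of imaging were not analysed here. Names of genes come from the paper's Supplementary file 7 (477 identifiers) and then from a table of gene names, 29220 identifiers in all.

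Totals per library were between 20609990 and 86897183 counts. At these depths the counting error is small for genes with many counts, and for the genes with a few CPM the standard errors given with the log2 fold changes include it, since edgeR models the counts themselves. The replicates were pools of embryos, so the spread is that between pools. The DMSO group at 48 hpf has 2 libraries, and comparisons at that age rest on them.

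Genes were filtered with filterByExpr by group (24246 left), counts were scaled with TMM, and a quasi-likelihood model with 1 coefficient per group was fitted in R 4.3.3 with edgeR 4.0.16 (glmQLFit, glmQLFTest). Each treated group was compared with DMSO of its scenario and age in 14 comparisons, and further contrasts were the early against the late change, 96 against 36 hpf, sorafenib against rotenone, and early against late DMSO. Genes with a Benjamini-Hochberg adjusted p under 0.05 are DEGs. The standard error of a log2 fold change is its absolute value divided by the root of the F statistic. Values in CPM are means ± SD, and log2 CPM had a prior count of 2. For the late exposure scenario, AUCI_95%_ per hour was computed from additive models with k = 3 on voom values with cyclic loess normalization (limma 3.58.1) for 20082 genes, over 12 to 72 h of exposure, with the first time frame up to 48 h and the other from 49 h. The fit was written in closed form and checked against mgcv 1.9.3 on simulated counts. A gene was counted when its AUCI_95%_ per hour was over 0.0467, the value of the study's supplement, where the text gives 0.046.

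Gene lists were written from symbols and name patterns: endothelial genes (41 tested), cholesterol synthesis (26), cytochrome P450 (85), cytosolic ribosomal proteins (82), histones (29), hormones (20), lens crystallins (54), phototransduction (23), hypoxia response (23), oxidative stress and glutathione (16), PXR targets (10) and LXR targets (16). They were tested with camera at a preset correlation of 0.01 beside fry and camera with the estimated correlation, each adjusted over 168 tests. Genes named in the text are those the paper names, members of a reported list, the DEGs of the early comparisons (all when at most 15), and in each late comparison up to 2 DEGs per direction with the lowest p, a symbol, and all treated libraries on one side of all DMSO libraries.

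Alternatives set in advance were DESeq2 1.42.0, RLE scaling, no filter on low counts, a filter on a mean count of at least 10, a fit of only the 2 groups compared, either omitted library added, each replicate left out in turn, fry and the estimated correlation, the endothelial list without the genes the paper names, and for the additive models TMM scaling, REML, the cutoff of the text and the early libraries added with time as age or as hours of exposure, and for the stage score fewer (50) or more genes per direction or the DEGs left out. The fits without replicates T16, T37 and T49 together were added after the data were seen. Groupings were tested by exchanging labels between the groups compared. All steps were tested on simulated data with 200 changed genes, and with the endothelial list lowered by 0.3 on the log2 scale. In that last case camera gave adjusted p-values between 7.32e-29 and 3.11e-24 for the list and called 0 other lists. The simulated genes were drawn independently of each other, so this says nothing on calls that correlation within a list can give.

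Simulated libraries without an effect were at first drawn with the measured DMSO libraries kept, which leaves no sampling error in DMSO. After those values were seen, a second version with the DMSO libraries redrawn was added, and both are given. The matching of gene lengths was widened after its first coverage of 75.8% was seen. The developmental stage score is the mean log2 CPM of the 200 genes that rise most minus that of the 200 that fall most between DMSO libraries of the other two ages.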

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

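The tests of the larger spread and the depth below were set in advance, while the tests of the few abundant genes by the direction of the changes and of RNA of 96 hpf embryos in replicate T51 were chosen only after the result was seen.

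Dixon's test was applied to 18 sets of values, and 3 were over the critical value, where 5% are expected by chance. Replicate T8 (early rotenone) had 75.31% of its reads counted on genes, the other libraries of its group 76.77% to 77.07%, and all used libraries 65.75% to 81.83%, so it is within the range of the series. Replicate T4 (early sorafenib) had 24.42 CPM of kdrl, the others of the group 26.3 to 26.67, and DMSO 33.89 to 36.28. All 4 lie below DMSO, and with 1 replicate left out the log2 fold change stayed between −0.44 and −0.39. Replicate T1 (early sorafenib) had a mean log2 CPM of the endothelial list of 3.281, nearer to DMSO (3.443 to 3.52) than the others (3.178 to 3.194), and it too lies below every DMSO library.

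The change with sorafenib C_high_ at 96 hpf differed between the early and the late exposure for 1947 genes. A larger spread between the early libraries was tested as a candidate explanation for the larger number of genes after the late exposure: counts drawn with the late changes and the spread of the early libraries gave 3962 genes (3921 to 4005 in 10 simulations) where the fit of only the late groups gave 6013 and that of only the early groups 1. Thinning the late libraries to the totals of the early ones left 5811 (5774 to 5881). The share of the 10 most abundant genes was 8.929 ± 0.3175% with sorafenib and 8.225 ± 0.1663% in DMSO, so the shares differ, which was the sign of this explanation set in advance. Such a difference shifts all other genes downward, by −0.0111 on the log2 scale, and a shift of one direction gives no calls in the other, where 1723 of the 4837 genes were higher. None of the 3 accounts for the whole difference by these tests. In exchanges of labels, 4 of 50 gave at least the 2725 genes of the real grouping in the same kind of fit, with a highest count of 4552, and these 4, the real grouping included, are among the 8 in which the late groups were kept whole or exchanged whole. Those draws keep the late change itself, and no draw that broke it reached the count, so the exchange of the early libraries is what this test leaves open.

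The change with late sorafenib C_high_ differed between 36 and 96 hpf for 3020 genes, 868 higher and 2152 lower at 96 hpf, and that with late rotenone C_high_ for 9 genes, 3 higher and 6 lower. The first includes replicate T16 and the other T37, which are described under the observations.

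The late DMSO library T51 that the study left out had a stage score of −1.655, while the other two DMSO libraries at 48 hpf had −4.015 and −3.788 and all libraries at 48 hpf −4.063 to −3.681. The means of DMSO are −5.832 at 36 hpf and 2.431 at 96 hpf. It lies 35.47% of the way from 48 to 96 hpf, which is consistent with embryos of another stage by this test. Its depth of 43644052 counts is within the other libraries (32920663 to 63346127), which speaks against depth. Admixture of RNA from 96 hpf embryos cannot be told apart from an older stage: 128 genes nearly absent at 48 hpf had a median of 11.51% of the 96 hpf level (7.563 to 15.73 between quartiles), and 15 genes nearly absent at 96 hpf had a median log2 level of −0.302 against 48 hpf (−0.43 to −0.225), where a mixture would give −0.176. A typical difference between DMSO libraries is 0.151 and 14 of the 15 genes were below both other DMSO libraries.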

How the results depend on the processing

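The fits without replicates T16, T37 and T49 together, called without the 3 libraries below, are the tests chosen only after the result was seen; all other alternatives were set in advance.

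A count is called the same here when it is within 1.5 times the count with all 55 libraries and the first choice of settings, so that 5 in place of 7 is the same, and the AUCI_95%_ per hour of kdrl when it moved by less than the pooled SD of 0.1664 of its log2 CPM. The same by these measures were the AUCI_95%_ per hour of kdrl with TMM, the cutoff of 0.046, T51 added, the early libraries added by age or by hours of exposure and in all 136 fits with 1 replicate left out (it was not computed without the 3 libraries), and the 8 AUCI_95%_ counts under TMM, the cutoff of 0.046 and T51 added. Within that range T51 still raised the rotenone counts from 4047 to 5547 and 2405 to 3268 with C_low_ and from 2047 to 2624 and 1430 to 1892 with C_high_. REML gives the same fit as the default by construction and says nothing on stability. Of 166 log2 fold changes of named genes none changed sign where the value was past the threshold in either fit. Values short of it did with 1 replicate left out, such as clec14a (−0.502 to 0.053), mrc1a (−0.601 to 0.037) and cavin1b (−0.485 to 0.141) with sorafenib C_high_ at 36 hpf and aqp8a.1 (−0.202 to 0.057) with rotenone C_low_ at 36 hpf. Of the 166, counting calls and directions, 160 stayed the same with DESeq2, 160 with RLE, 155 with T51 added, 166 with the early DMSO library added, 166 with a mean count of at least 10, 164 without a filter, 135 with only the 2 groups compared and 865 of 974 with 1 replicate left out. The endothelial list kept its camera result in 14 of 14 comparisons with fry, RLE and without the 3 libraries, in 13 with the estimated correlation and in 79 of 82 leave-one-out fits. Of 1918 leave-one-out fits 240 changed a result. Of the DEG counts, 56 of 114 were within 1.5 times with 1 replicate left out.

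With DESeq2 the DEG counts were 12 for early sorafenib, 7 for early rotenone, 28 and 72 for sorafenib C_low_ at 36 and 48 hpf, 1169 and 155 for C_high_, 150 for rotenone C_low_ at 36 hpf, 485, 73 and 7 for C_high_ at 36, 48 and 96 hpf, 1 for the difference of early and late rotenone, and 218 for early against late DMSO. Genes called with both substances at C_high_ were 46, 8 and 4 at the 3 ages. The log2 fold change of kdrl, late sorafenib 1.3 uM 36 hpf, was −0.564 and past the threshold. For all of these changes the cause was not tested.

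With only the 2 groups compared the counts were 1 for early sorafenib, 31 for sorafenib C_low_ at 36 hpf, 0 for C_high_ at 36 hpf, 1912 for rotenone C_low_ at 36 hpf, and 0, 2 and 58 for C_high_ at 36, 48 and 96 hpf. DEG count, late sorafenib 1.3 uM 48 hpf, was 206, and DEG count, late sorafenib 2.4 uM 48 hpf, was 210. This setting gave a log2 fold change of kdrl, late sorafenib 1.3 uM 36 hpf, of −0.579, past the threshold, and a log2 fold change of kdrl, late sorafenib 2.4 uM 36 hpf, of −0.649, not past it. Here too the cause was not tested.

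With RLE scaling the count was 4 for early sorafenib and 3 for rotenone C_low_ at 36 hpf, and the log2 fold change of kdrl, late sorafenib 1.3 uM 36 hpf, was −0.564 and past the threshold. Without a filter rotenone C_high_ at 36 hpf had 58. With the early DMSO library added kdrl was −0.575 in that comparison, past the threshold. In these 3 settings the cause was not tested.

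With T51 added the counts were 325 and 1 for sorafenib C_low_ at 48 and 96 hpf, 524 for C_high_ at 48 hpf, 3 and 349 for rotenone C_low_ at 36 and 48 hpf and 495 for C_high_ at 48 hpf, and the log2 fold change of kdrl, late sorafenib 1.3 uM 36 hpf, was −0.566, past the threshold. With T51 the cause was not tested.

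Without the 3 libraries the counts were 21 for early sorafenib, 43, 120 and 15 for sorafenib C_low_, 2708, 254 and 8114 for C_high_, 821 for rotenone C_low_ at 36 hpf and 34, 340 and 45 for C_high_. By AUCI_95%_ there were 2113 and 1893 genes for sorafenib C_low_, 3628 for C_high_ in the first time frame, 2676 for rotenone C_low_ in the first, and 3342 and 2668 for C_high_. Genes called with both substances were 8 at C_low_ at 36 hpf, and 25 and 26 at C_high_ at 48 and 96 hpf. Lists past the threshold were 2 for early rotenone, 3 for sorafenib C_high_ at 36 hpf and 1 for rotenone C_low_ at 48 hpf. The result for camera, cytosolic ribosomal proteins, late sorafenib 2.4 uM 36 hpf, reversed to lower, with an adjusted p of 3.068e-05. What sets these libraries apart was examined under the observations, and the cause was not tested.

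With the early libraries added to the additive models by hours of exposure, the counts were 4784 and 5504 for sorafenib C_low_, 3595 for C_high_ in the first time frame, 389 and 267 for rotenone C_low_ and 5087 and 5267 for C_high_. By age, sorafenib C_high_ had 1964 in the later time frame. Of these shifts the cause was not tested.

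With fry, lists past the threshold were 1 for early sorafenib, 0 for early rotenone, 1, 2 and 1 for sorafenib C_low_ at 36, 48 and 96 hpf, 2 and 2 for C_high_ at 36 and 48 hpf, 0, 0 and 0 for rotenone C_low_, and 1, 0 and 1 for C_high_. With the estimated correlation they were 1 and 0, 1, 2 and 1, 1, 2 and 1, 0, 0 and 0, and 0, 0 and 1 in the same order, and the result for camera, endothelial, late sorafenib 2.4 uM 96 hpf, was not past the threshold (0.5819). Without the genes the paper names, the endothelial list passed it with rotenone C_low_ at 36 hpf (0.0487), but this value is adjusted over 14 tests and the others over 168, so the smaller number of tests may set its side. For the other list tests the cause was not tested.

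With 50 genes per direction the stage score difference was 0.315 and −0.434 for sorafenib C_high_ at 36 and 96 hpf, 0.02 for rotenone C_low_ at 96 hpf and −0.093 for C_high_ at 96 hpf, and with DEGs left out it was −0.061 for sorafenib C_high_ at 96 hpf. For the score the cause was not tested.

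With 1 replicate left out the DEG counts ran from 2 (T13) to 7 (T4) for early sorafenib and from 0 (T12) to 6 (T6) for early rotenone, from 1 (T34) to 14 (T32), 0 (T55) to 37 (T56) and 0 (T84) to 3 (T83) for sorafenib C_low_ at 36, 48 and 96 hpf, and from 119 (T30) to 3016 (T20), 9 (T55) to 164 (T45) and 3064 (T70) to 5264 (T66) for C_high_. For rotenone they ran from 0 (T29) to 36 (T23) and 0 (T54) to 2 (T47) for C_low_ at 36 and 48 hpf, and from 10 (T29) to 1821 (T38), 1 (T54) to 53 (T63) and 1 (T77) to 11 (T89) for C_high_. The difference of early and late sorafenib had 1072 (T70) to 2594 (T66) and early against late DMSO 24 (T77) to 183 (T78). For kdrl with sorafenib C_low_ at 48 hpf the log2 fold change ran from −0.837 (T56) to −0.656 (T60). AUCI_95%_ counts ran from 1840 (T41) to 3628 (T16) for sorafenib C_high_ in the first time frame and from 1726 (T49) to 5875 (T47) and 1248 (T49) to 3970 (T47) for rotenone C_low_. Lists past the threshold ran from 0 (T11) to 4 (T6) for early rotenone, 2 (T34) to 6 (T28) for sorafenib C_low_ and 3 (T16) to 8 (T20) for C_high_ at 36 hpf, 1 (T30) to 3 (T28), 1 (T49) to 5 (T47) and 1 (T78) to 3 (T76) for rotenone C_low_ at the 3 ages, and 1 (T37) to 5 (T38) and 4 (T78) to 9 (T76) for C_high_ at 36 and 96 hpf. The camera adjusted p ran from 2.43e-05 (T13) to 0.7021 (T11, direction reversed) for ribosomal proteins with early rotenone, from 7.542e-30 (T20) to 0.0076 (T16, direction reversed) with sorafenib C_high_ at 36 hpf, and for the endothelial list from 0.03643 (T28) to 0.6233 (T30) with rotenone C_low_ at 36 hpf, from 0.02674 (T76) to 0.6244 (T77) with C_low_ and 0.01802 (T76) to 0.3824 (T87) with C_high_ at 96 hpf. Why single replicates weigh so much was not pursued, so the cause was not tested.

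The DMSO group at 48 hpf has 2 libraries, and a fit without one of them assumes that the remaining library varies like the other groups. No paired analysis was possible because each tube has its own number.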

Differences from the paper's values

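The comparison with the paper's values used the tests that were set in advance, and none of these tests was chosen only after the result was seen.

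The paper's supplement gives 12 DEGs for early sorafenib and 7 for early rotenone, where edgeR gave 7 and 0. With DESeq2, the tool the paper used, the counts are 12 and 7 and do not differ. Of the alternatives set before the data were examined, no other reaches 12 for sorafenib: they give 1 to 7, and the fits without 1 replicate give 2 to 7. For rotenone the fit without replicate T6 gave 6, which does not differ from 7 by the rule used, while the fit without T10 gave 3 and the other alternatives 0, and these differ.

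The paper states that sorafenib and rotenone activate LXR and PXR. LXR targets were lower with rotenone C_high_ at 36 hpf (median log2 fold change −0.22, adjusted p = 0.0498) and past the threshold nowhere else; of the alternatives set in advance, only the fit without replicate T45 has them higher past the threshold, with sorafenib C_high_ at 48 hpf. By AUCI_95%_, which has no p-value, more of the 14 LXR targets were over the cutoff as higher than as lower with sorafenib C_high_. There it was 4 against 1 in the first time frame and 6 against 3 in the other. With sorafenib C_low_ it was 2 against 0 and then 0 against 0. With rotenone it was 1 against 3 and 0 against 2 with C_low_, and 1 against 0 and 1 against 1 with C_high_. PXR targets were past the threshold only under fry, as lower with sorafenib C_high_ at 96 hpf (median −0.54, fry adjusted p = 0.00183), and no setting has them higher past the threshold.

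Cytochrome P450 is an over-represented set with late sorafenib in the paper. The list passed the threshold in none of these comparisons (camera adjusted p between 0.326 and 0.885), and of all settings only the fit without T1 has it higher past the threshold, for early sorafenib. Camera asks for a shift in one direction, while over-representation counts DEGs of either direction, so these are unlike tests. By AUCI_95%_ 8 of 63 P450 genes were lower and 5 higher with C_low_ in the first time frame, against 1273 of all 20082 genes. In the other it was 9 and 8 against 987. With C_high_ it was 8 and 6 against 2166, and then 15 and 9 against 4892. Over-representation itself was not tested here. For hormones, over-represented with rotenone in the paper, the camera adjusted p was between 0.081 and 0.795 in the late comparisons, again a test of one direction. They passed the threshold with single replicates left out: T55 and T47 for C_low_ at 48 hpf, T55 for C_high_ at 48 hpf, T38 for C_high_ at 36 hpf and T88 for C_high_ at 96 hpf.

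The paper places the highest number of DEGs with sorafenib at 96 hpf. That is so with C_high_ (540, 98 and 4837 at 36, 48 and 96 hpf) and not with C_low_ (11, 44 and 5 by edgeR; 28, 72 and 6 by DESeq2), where by AUCI_95%_ too the first time frame has more genes (1273 against 987).

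Values that do not differ are the counts by AUCI_95%_ in Supplementary file 14 and the number of genes shared by sorafenib and rotenone, 1909 here and about 1900 read by eye from Fig. 6C.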

Other observations

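Chosen only after the result was seen were these tests: the early libraries in the model fits, depth, stage and oxygen shortage for replicates T16, T37 and T49, the wider gene-length matching with its comparison to other libraries, the redrawn DMSO libraries in the simulations and the rule that both versions must give a label.

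Labels were exchanged between treated and DMSO libraries within a fit of the groups compared. For early sorafenib 2 of 35 groupings gave at least the 1 gene of the real one, and the highest other count was 169. For early rotenone it was 35 of 35 (0 genes, 3 at most elsewhere). The early sorafenib count is consistent with a grouping by chance. With a real count of 0 every grouping gives as many, so the exchange says nothing on early rotenone or on the other counts of 0 below. With 3 against 3 libraries only 10 groupings exist, so that a share under 0.1 cannot occur and this exchange alone decides nothing: at 36 hpf 2 of 10 for sorafenib C_low_ (31 genes, highest other 54), 10 of 10 for C_high_ (0), 1 of 10 for rotenone C_low_ (1912, highest other 0) and 10 of 10 for C_high_ (0), and at 96 hpf 1 of 10 for sorafenib C_low_ (6, highest other 2), 1 of 10 for C_high_ (6013, highest other 0), 10 of 10 for rotenone C_low_ (0, highest other 1) and 2 of 10 for C_high_ (58, highest other 364). For early against late DMSO it was 1 of 10 (419 genes, highest other 1). For sorafenib C_high_ the groupings by AUCI_95%_ below gave 1 of 100 in each time frame. Those draws exchange labels within all 3 ages together, so they speak on the grouping across ages. At 96 hpf alone they hold no more than the same 10 groupings, so they cannot decide on chance at that age. For the difference of early and late rotenone 50 of 50 draws gave as many as the real 0. At 48 hpf, with 2 DMSO libraries, no such test was made.

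The 111 genes that differed between early and late DMSO at 96 hpf, 70 higher and 41 lower in the early one (218 by DESeq2), were in no statement of the paper. Both groups were solvent controls at the same age, and the exposure scenario and the batch of embryos were not separated, so the cause was not tested.

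For AUCI_95%_, 100 groupings were compared. With rotenone C_low_ 26 and 20 gave as many genes as the real one in the 24–72 hpf and 72–96 hpf time frames (medians of the others 2625 and 1272, ranges 938 to 5982 and 447 to 4115), and with C_high_ 11 and 2 (medians 1244 and 675, ranges 754 to 2581 and 366 to 1440). For sorafenib only 1 of 100, the real grouping, reached its own count in each of the 4 cases (medians of the others 672, 459, 820 and 636). The highest other counts came near some of the real ones. They were 1242 and 971 with C_low_, against 1273 and 987, and 1904 and 4792 with C_high_, against 2166 and 4892. The rotenone counts, C_high_ in the later time frame apart, are consistent with a grouping by chance.

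The counts of rotenone by AUCI_95%_ are far above its DEG counts by edgeR. Early libraries in the model fits do not account for it: with them added by age, the sum of absolute log2 ratios to the paper's 4 counts was 0.5141, without them 0.01081, and by hours of exposure 9.747. Genes over the cutoff without any effect are a candidate explanation that the simulations leave open. With DMSO redrawn 3578 genes (3445 to 3689) were over the cutoff in at least 1 case and with the measured DMSO libraries kept 1152 (1103 to 1213), against 6017 observed. The same holds for the shared genes. Shared DMSO libraries gave 1439 shared genes without an effect in the version with DMSO redrawn and 113.6 with DMSO kept, against 1909. With the spread of the libraries other than T16, T37 and T49, the redrawn version gave 967.4 (931 to 1015) against 3572 observed without these. Whether the shared libraries make the overlap cannot be told apart from a common effect by these tests, since 1439 is a large part of 1909 in one version and 113.6 is a small part in the other. The correlation of log2 fold changes between the substances across genes, which are not independent replicates, was 0.4126, 0.4698 and 0.3925 with C_high_ at 36, 48 and 96 hpf, 0.4746, 0.6433 and 0.502 in simulations with DMSO redrawn and 0.05016, 0.03883 and 0.02492 with DMSO kept. Genes called by edgeR with both substances were 9, 1 and 1 with C_high_, and 0 in each simulation of these comparisons.

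Replicates T16, T37 and T49 had 2969, 938 and 595 of 11557 genes more than 1 log2 unit from the mean of the other two libraries of their groups, which differ by as much in 13, 10 and 4 genes. Their deviations were correlated with each other across genes (0.9074 for T16 and T49, 0.3496 for T16 and T37, 0.3615 for T37 and T49), where 561 pairs of other libraries had a median of 0.001452 (−0.4786 to 0.5135). Depth: 2 of the 3 totals lie within those of other late libraries, and T16 with 32920663 is just below 33382538. Stage: all 3 have scores (−6.49, −6.76 and −3.969) within those of other libraries of their age. For 3 of 3 the nearest group has the library's own age, which speaks against a mislabelled age. A wrong label of the treatment at the same age cannot be told apart by this test, since T16 and T37 are nearer to sorafenib C_low_ at 36 hpf than to the other libraries of their own groups (0.7558 against 0.9115 and 0.562 against 0.6037 on the log2 scale). Oxygen shortage: the hypoxia list was at percentile 90.87, 60.61 and 76.98 of random lists, so not raised in all 3, while lens crystallins were at percentile 100 in each. Loss of long transcripts stays open, with a Spearman correlation of the deviation with gene length of −0.5805, −0.1967 and −0.5134 over 10144 genes, where 35 other libraries range from −0.4577 to 0.3305. That rule alone, as first written, would have counted all 3.

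Single outlying libraries do not account for the shared genes: 1497 of 1909 stay over the cutoff with both substances without the 3 replicates. Of the 8 lens crystallin and hypoxia genes among them 6 stay.

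A delay in development was tested with the stage score of treated minus DMSO libraries. It was 0.025, 0.087 and −0.023 for sorafenib C_low_ at 36, 48 and 96 hpf, 0.198, −0.012 and −0.201 for C_high_, 0.103, −0.056 and 0.061 for rotenone C_low_, and 0.051, −0.036 and −0.051 for C_high_. Exact permutation p-values were 0.1 or larger, and 0.1 is the smallest that 3 against 3 libraries allow. All treated libraries lay above all DMSO libraries with sorafenib C_high_ at 36 hpf (−6.565 to −6.468 against −6.767 to −6.661). The same held with rotenone C_low_ at 96 hpf (1.626 to 1.672 against 1.548 to 1.615), so full separation alone does not show a delay. Only sorafenib C_high_ at 96 hpf had all treated libraries (1.29 to 1.544) below all DMSO libraries (1.548 to 1.615), which may reflect a delay. The shift there is −5.14% of the span of 3.903 between 36 and 48 hpf, which is not the distance from 48 to 96 hpf. On this score the DMSO means were 0.8977 at 48 hpf and 1.587 at 96 hpf, and the treated mean was 1.387. The percentage therefore does not show that a delay would be small. With the DEGs taken out of the score the difference was −0.061 (exact permutation p = 0.6). Taking out genes that changed must shrink a difference, so this does not show what carries it.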
